# Diversified regulation of circadian clock gene expression following whole genome duplication

**DOI:** 10.1371/journal.pgen.1009097

**Published:** 2020-10-08

**Authors:** Alexander C. West, Marianne Iversen, Even H. Jørgensen, Simen R. Sandve, David G. Hazlerigg, Shona H. Wood

## Abstract

Across taxa, circadian control of physiology and behavior arises from cell-autonomous oscillations in gene expression, governed by a networks of so-called ‘clock genes’, collectively forming transcription-translation feedback loops. In modern vertebrates, these networks contain multiple copies of clock gene family members, which arose through whole genome duplication (WGD) events during evolutionary history. It remains unclear to what extent multiple copies of clock gene family members are functionally redundant or have allowed for functional diversification. We addressed this problem through an analysis of clock gene expression in the Atlantic salmon, a representative of the salmonids, a group which has undergone at least 4 rounds of WGD since the base of the vertebrate lineage, giving an unusually large complement of clock genes. By comparing expression patterns across multiple tissues, and during development, we present evidence for gene- and tissue-specific divergence in expression patterns, consistent with functional diversification of clock gene duplicates. In contrast to mammals, we found no evidence for coupling between cortisol and circadian gene expression, but cortisol mediated non-circadian regulated expression of a subset of clock genes in the salmon gill was evident. This regulation is linked to changes in gill function necessary for the transition from fresh- to sea-water in anadromous fish. Overall, this analysis emphasises the potential for a richly diversified clock gene network to serve a mixture of circadian and non-circadian functions in vertebrate groups with complex genomes.

## Author summary

The generation of daily (circadian) rhythms in behaviour and physiology depends on the activities of networks of so-called clock genes. In vertebrates, these have become highly complex due to a process known as whole genome duplication, which has occurred repeatedly during evolutionary history, giving rise to additional copies of key elements of the clock gene network. It remains unclear whether this results in functional redundancy, or whether it has permitted new roles for clock genes to emerge. Here, based on studies in the Atlantic salmon, a species with an unusually large complement of clock genes, we present evidence in favour of the latter scenario. We observe marked tissue-specific, and developmentally-dependent differences in the expression patterns of duplicated copies of key clock genes, and we identify a subset of clock genes whose expression is associated with the physiological preparation to migrate to sea, but is independent of circadian regulation. Associated with this, cortisol secretion is uncoupled from circadian organisation, contrasting with the situation in mammals. Our results indicate that whole genome duplication has permitted clock genes to diversify into non-circadian functions, and raise interesting questions about the ubiquity of mammal-like coupling between circadian and endocrine function.

## Introduction

Circadian control of metabolic physiology and behaviour is a ubiquitous characteristic across taxa [1–3]. In eukaryotes, circadian control derives from a cell-autonomous molecular oscillator, assembled from a regulatory network of transcription factors, co-factors, (co-) regulators, chromatin modifiers and an array of post-translational regulators of protein function, often described collectively as ‘clock genes’ [1]. Clock gene oscillations coordinate the transcription of multiple genes to exert effects on global cell metabolism [1]. While the molecular clock is conserved between insects and mammals [2], the mammalian network contains many duplicated components as a consequence of both local and whole genome duplication (WGD).

Two rounds of WGD preceded the establishment of the tetrapod lineage 500 million years ago (MYA) (Fig 1A), and gave rise to the complement of clock genes seen in mammals, including multiple paralogues of *Period* and *Cryptochrome* genes. Paralogues arising from WGD are known as ‘ohnologues’, after Susumu Ohno, who wrote a seminal monograph hypothesising that the genetic redundancy proceeding WGD facilitates evolutionary innovation [4,5]. Nevertheless, the evolutionary importance and extent to which clock gene ohnologues are functionally divergent largely remains unclear [6–10]. Indeed the retention of multiple redundant ohnologues of core clock genes is puzzling given that the essential role of the circadian clock has not changed during the course of evolutionary history [1,2,11,12]. Conceivably, functional differences between ohnologues, achieved either by coding sequence differences or by promoter-based differences in expression level, could enable tissue-specific optimization of function, but evidence for this is sparse [11,12]. It has been suggested that preferential interactions of ancient duplicated mammalian PERIOD proteins with specific duplicated mammalian CRYPTOCHROME proteins may affect photic entrainment [13], but experimental evidence is lacking [14]. Tissue-specific functions of mammalian CKIδ/ε ohnologues in regulation of PERIOD protein stability have been suggested [15], and alterations in period (tau), amplitude and clock resetting behavior have been observed but clear distinctions of function between the ohnologues are lacking [8,16–18].

**Fig 1:**
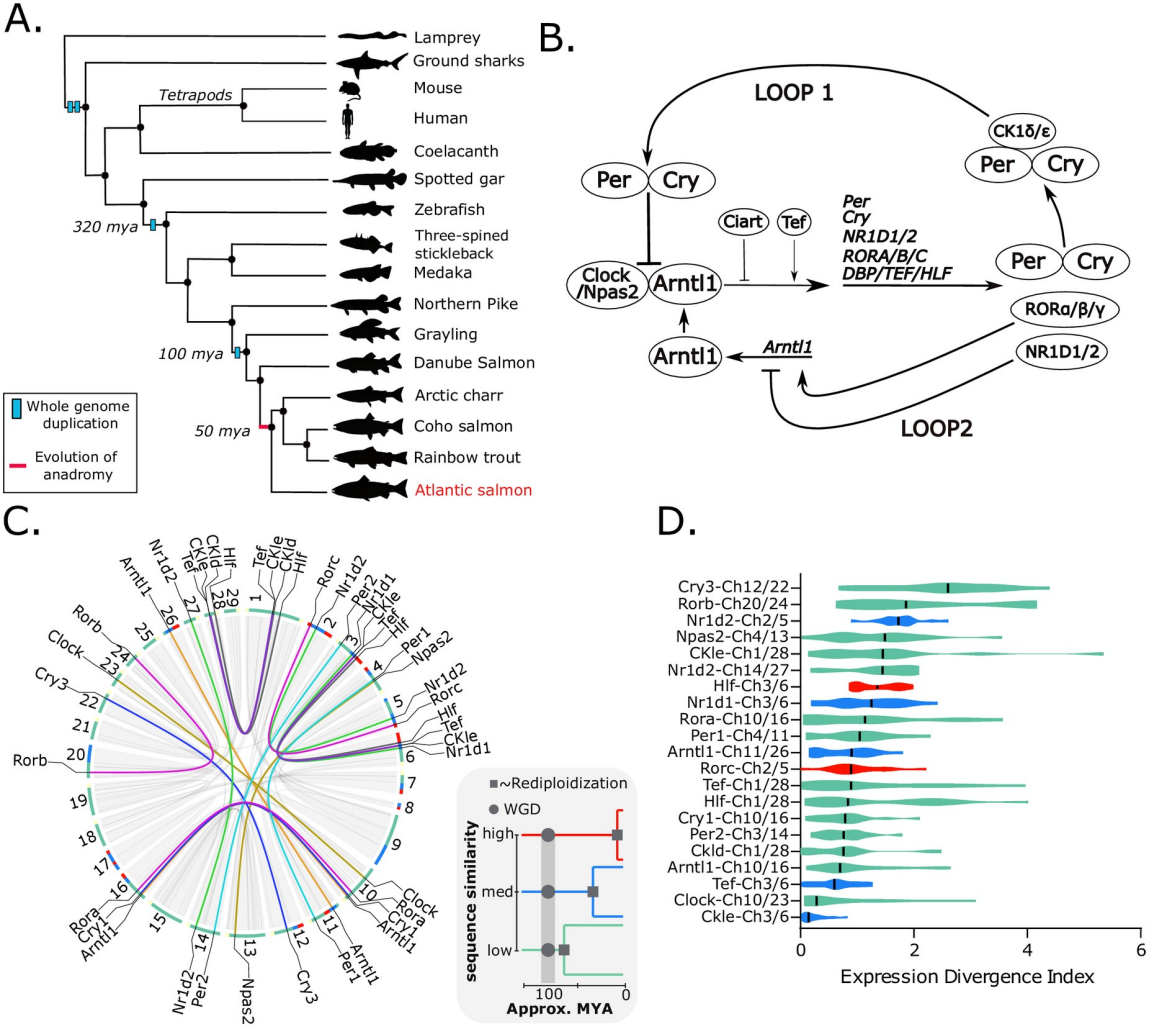
Clock gene Ss4R duplicate pairs are divergently expressed in different tissues. A. Phylogenetic tree highlighting WGD events and evolution of anadromy. All species represented (excluding the lamprey, ground sharks and coelacanth) were included in the phylogenetic identification of Atlantic salmon clock genes. B. The mammalian molecular clock network. C. Circos plot representing the Atlantic salmon chromosomes and the large collinear blocks of the genome that are duplicated (grey blocks/lines). Overlayed are the chromosomal positions of all Ss4R clock ohnologues, duplicated clock genes are connected by a coloured line. The colour of this line represents the different orthogroups. Around the outside of the circos plot sequence similarity of the loci in a 1mb window is shown as a coloured bar; high similarity >95% (red), medium 95–90% (blue), low ~87% (green). Sequence similarity on a genome wide level relates to approximate rediploidization time of Atlantic salmon chromosomes (see grey box). D. Differential regulation of Ss4R pairs in a panel of 11 different tissues. For each Ss4R pair, in each tissue, an expression divergence index (EDI) index was calculated (EDI = abs(log2[Gene1/Gene2)]. The graph shows a violin plot of the distribution of EDI values across all tissues. The vertical black bar represents the median value. Approximate rediploidisation time of each pair is represented by a colour: red—late, blue—mid, green—early.

Following the two basal vertebrate WGD events (Fig 1A), subsequent rounds of WGD have occurred in several linages, resulting in highly complex genomes containing thousands of ohnologue pairs. This is exemplified by the situation found in the salmonids, which underwent two additional rounds of WGD compared to basal vertebrates; a third WGD (Ts3R) shared by all teleost fish, and a more recent, the salmonid-specific fourth round of duplication (Ss4R) taking place some 100 MYA (Fig 1A) [19]. The Ss4R event is a defining characteristic of the salmonid group and is theorized to have led to the evolution of anadromy; an adaptation of freshwater salmonids to spend part of their life-cycle at sea [20]. Genome-scale analysis in salmonids has begun to provide new insights into the evolutionary significance of ohnologue divergence [21,22]. Impressively, even though gene loss often occurs following duplication events (reviewed in: [23]), there remains a rich complexity of clock genes in teleosts compared to mammals. Of the 18 clock genes (as defined in Fig 1B) identified in laboratory mice the zebrafish genome contains 30, and the Atlantic salmon genome contains 61 clock genes (S1 Table, S1 Appendix).

To understand why so many additional copies of core clock genes are retained, we have undertaken a comprehensive analysis of clock gene expression in the Atlantic salmon, exploring temporal regulation in different tissues and responsiveness to different environmental stimuli. Here, we show diversified regulation of clock ohnologues as a result of WGD, reflecting the fundamental differences in temporal organization of metabolism between tissues.

## Results

### Tissue-specific expression of clock gene ohnologues indicates regulatory divergence

To identify all conserved clock genes in the Atlantic salmon we extracted amino acid sequences from the well-characterized mouse clock gene network (Fig 1B) then searched for homologous sequences in Atlantic salmon [22] and 12 other vertebrates (S1 Appendix, Materials and methods, *Evolutionary analysis*). Homology relationships between protein sequences were traced back to the root of the vertebrate tree, revealing 61 canonical clock genes in the Atlantic salmon. Comparing the repertoire of clock genes in spotted gar (2 WGDs), zebrafish (3 WGDs), and Atlantic salmon (4 WGDs) (Fig 1A) we find no difference in gene retention for loop 1 versus loop 2 genes (Fig 1B). Forty-two of the 61 salmon circadian genes are duplicates arising from the salmonid specific genome duplication and can be assigned to 21 Ss4R specific ohnologue pairings (referred to as Ss4R pairs from here on), while for the remaining 19 genes no extant Ss4R duplicate can be identified suggesting gene loss after WGD (S1 Table, S1 Appendix). The chromosomal locations of the Ss4R pairs are shown on Fig 1C, and for ease of comparison the genes will be referred to by their gene name and chromosome. The S1 Table lists the specific gene identifiers and orthologues to zebrafish, medaka, spotted gar and mouse.

Following an autopolyploidization, such as the Ss4R, the tetraploid genome will accumulate mutations which block recombination and thereby accelerate duplicate divergence (referred to as rediploidization) [24]. This process has occurred at different rates in different genomic regions in salmonids. Using published data [22] on sequence similarity in 1Mbp windows across syntenic Ss4R regions we could classify the rediploidization times for our 21 Ss4R pairs from early (approx. 87% sequence similarity) to late (>95% sequence similarity)(Fig 1C) and assess whether the history of rediploidization was associated with regulatory divergence.

RNA profiling from 13 different tissues [22] demonstrated tissue-specificity of clock gene expression, and particularly highlighted the wide variety and high abundance of clock genes in the brain (S1 Fig). To assess the divergence between Ss4R pairs we calculated an expression divergence index (EDI), based on the relative expression of each member of a pair across all tissues expressed as a ratio (Fig 1D). This revealed evidence for divergent tissue-specific expression within multiple Ss4R pairs but no clear relationship to approximate time of rediploidization (Fig 1D). The Cry3-Ch12/Ch22 pair had the highest EDI, largely attributable to divergent expression in the brain and gill (S1 Fig). The three Ss4R pairs of *Nr1d1* (*Rev-erbα*) and *Nr1d2* (*Rev-erbβ*), which encode transcriptional repressors linking the circadian clock to energy metabolism [25], were also highly divergently expressed genes, again due to differences in the brain and gill (Fig 1D, S1 Fig). Hence tissue-specific expression divergence is a feature of particular aspects of the circadian clockwork.

### Circadian and light-regulated Ss4R pair expression differs between tissues but is highly similar within tissues

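The diel and circadian series was measured in 64 Atlantic salmon, which gave 189 samples in all, 63 each from the optic tectum (OT), the saccus vasculosus (SV) and the gill. All 3 tissues were taken from the same fish except at CT17 in DD, where the OT and the other tissues shared only some of their fish. Fish were taken every 4 h in groups of 3. The diel series covered 7 time points from ZT5 to the next ZT5 (21 samples per tissue), and rhythms in LL and DD were tested over 6 time points from CT9 to CT29 (18 samples per tissue in each). The DD series also had samples at CT1 and CT5. The photoperiod before the change to constant conditions is 6 h of light and 18 h of dark in the paper and 8 h of light and 16 h of dark in the sample labels, at 14 °C. By their labels, the fish of the diel and LL series came from one arm and those of the DD series from the other, and the paper's methods describe a pair of tanks, so that light and tank cannot be separated in a comparison of LL with DD.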

To test for circadian regulation of gene expression we collected samples from fish kept in a light dark cycle (diel), constant light (LL) and constant dark (DD) (Fig 2A, see Materials and methods, *Circadian experiment I*). To avoid unintended rhythmical stimuli (zeitgebers), fish were fasted from 48 hours before the first sampling point and temperature was held constant. We focussed on three tissues with distinctive roles in salmonid physiology: the optic tectum (OT) of the brain, because it is linked to visual processing and is coupled directly and indirectly to light input [26–29]; the saccus vasculous (SV) because it has been proposed as a mediator of photoperiodic responses [30]; and the gill because it is essential for respiratory gas exchange, ion- and water balance [31]. We hypothesized that expression profiles of clock genes in these three tissues would differ reflecting tissue-specific differences in temporal metabolic demand. We analysed RNA transcript profiles using a bespoke NanoString CodeSet which could specifically identify 46 clock gene targets including 17 Ss4R pairs (S2 Table, S2A Fig and S2 Appendix).

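A NanoString CodeSet counts fluorescent barcodes that bind to each target RNA without amplification. The values used here are those counts after the authors normalised them to spike-in positive controls in nSolver, and they are called signal. The table lists 48 targets, with values for 45 in the OT, 40 in the SV and 46 in the gill. Tests covered the 41, 38 and 40 of these that S1 Table gives as expressed. The lowest value in the table, 1, occurs 38 times among 8253 values, in 24 samples, and in no transcript that was tested. In 189 of 189 samples, each value above it was a whole multiple of 1 step (tolerance 0.0051, plus rounding that grows with the value), and a sample's step shows how far normalisation had scaled it. Total signal per sample had a median of 34786 in the OT, 12348 in the SV and 8635 in the gill. Counted in steps, the totals ranged from 23602 to 50352 in the OT (median 34579), from 3976 to 20679 in the SV (median 12733) and from 3767 to 14716 in the gill (median 8575). The median step in the SV was 0.819 in the diel series, 1.31 in LL and 1.03 in DD over CT9 to CT29. The inverse of the step averaged 0.999999 over the OT samples and 0.999999 over the gill samples, and an average of 1 is what normalisation to the mean of a tissue's own samples gives, so the OT and the gill had each been scaled on their own. In the SV the average was 0.990, which leaves its scale open. Levels were compared within a tissue only, and between tissues only as amplitudes or as ratios of 2 genes. Log2 values were taken of signal plus 1.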

**Fig 2:**
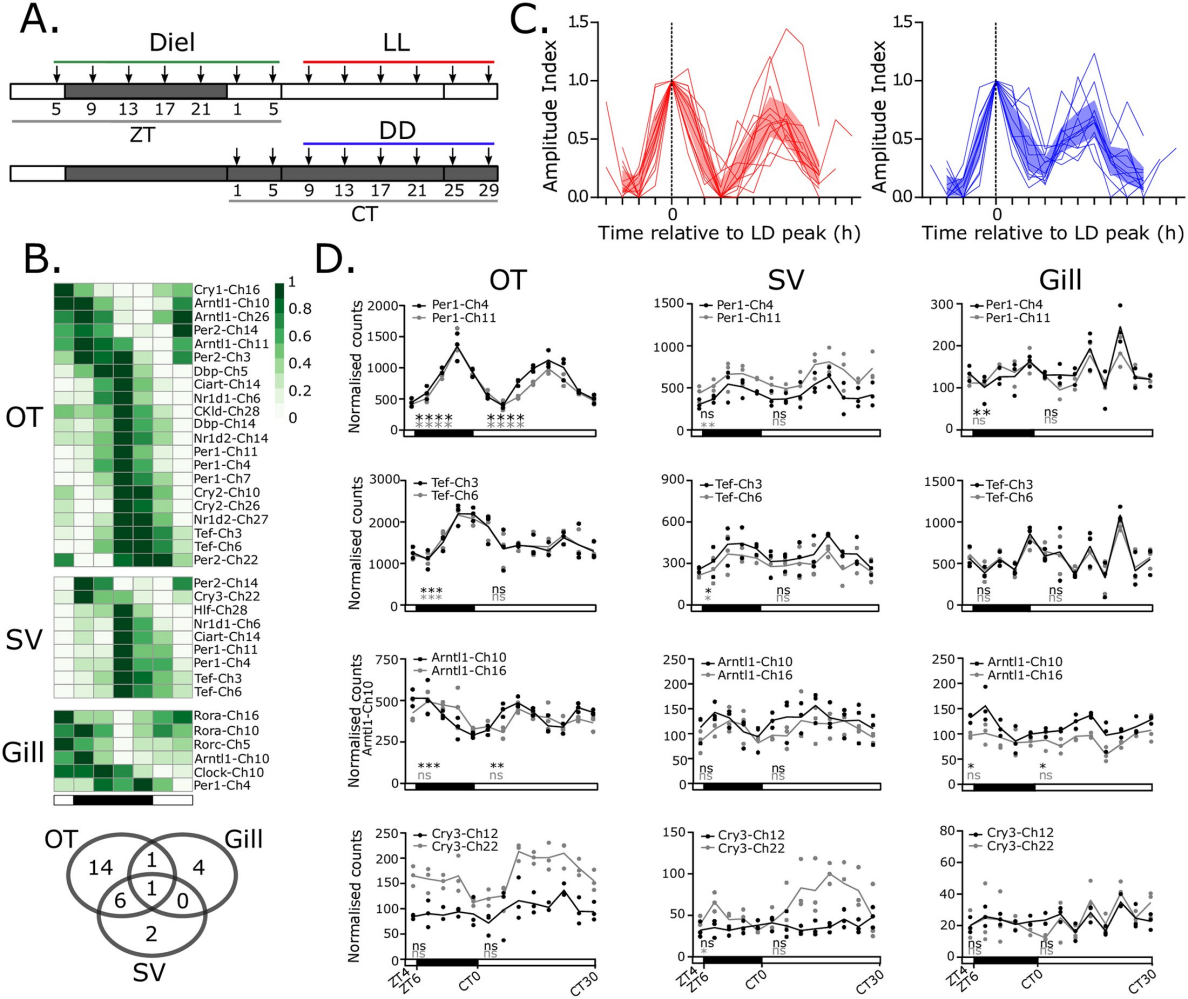
The molecular clock network regulation in the Atlantic salmon. A. Diel and circadian regulation experiment design, arrows indicate tissue collection points. Fish were maintained in a light dark cycle (“Diel”—short photoperiod 6 hours light: 18 dark) transitioning onto either constant light (LL) or constant dark (DD). Sampling in diel conditions was at a 4 hourly resolution starting from 5 hours after lights on (Zeitgeber time—ZT5) for 24 hours. The green line represents the time-points used in the statistical analyses of diel rhythmicity. Constant conditions are defined by circadian time (CT) which is relative to lights on in the preceding cycle. The assessment of DD or LL rhythmicity was made using samples from CT9 to CT29, indicated by the red and blue lines. N = 3 for all time-points. B. Heatmap displays all diel rhythmic genes in OT, SV and gill. Overlap between tissues is shown in the venn diagram. C. Peak-phase aligned LL and DD rhythmic genes in the OT. Shaded area shows 95% confidence limit. D. Example duplicate comparisons from OT, SV and gill. JKTcycle (adjP<0.05*, adjP<0.01**, adjP<0.001***, adjP<0.0001****).

In diel conditions, we identified 28 oscillating transcripts (JTK-cycle [32], adj.p<0.05, S1 Table) (Fig 2B). 

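Rhythmicity was tested with JTK_CYCLE, which ranks a gene's values against cosine curves, with periods of 20 and 24 h and Bonferroni adjustment over 11 curves per gene. Its null distribution was computed exactly, but for time points that all differ in rank, and p-values from it are called exact below. The curves used here have equal points, and for such curves these p-values are not exact and tend to be too large. At an adjusted p under 0.05, 18 of 41 transcripts were rhythmic in the OT, 7 of 38 in the SV and 5 of 40 in the gill, which makes 23 transcripts in at least 1 tissue. Before adjustment over the curves, 25, 20 and 15 transcripts had a p under 0.05. These counts give equal rank to equal points of a curve and shift each curve by whole sampling intervals. This ranking and shift were written before any result was set beside S1 Table. The periods and the number of curves were themselves chosen because the adjusted p-values of S1 Table are values that they can give. With curves computed from pi rounded to 4 decimals and shifted by fractions of a sampling interval, the counts were 20, 9 and 6, or 26 in any tissue. That form was found after the values were seen, in a search over 37 versions that were scored by how many of 192 entries of S1 Table they matched, and 16 of these versions were scored after the search had been closed. Benjamini-Hochberg adjustment over the genes gave 17 in the OT and 0 in the SV and in the gill, whereas scaling each sample by all expressed genes gave 25, 17 and 5, and the cosinor permutation test gave 23, 15 and 8.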

Of the three tissues studied, the OT showed by far the strongest oscillations in gene expression, both under diel and constant conditions (Fig 2B and 2C). 

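Among the rhythmic transcripts, the amplitude of a 24 h cosinor fitted to log2 signal (mean level to peak) ranged from 0.16 to 0.81 in the OT (median 0.47). Per1-Ch4 (0.81, SE 0.049, adjusted p = 4.73e-07 in the exact JTK_CYCLE test) and Per1-Ch11 (0.81, SE 0.053, adjusted p = 2.64e-07) had the largest amplitudes in the OT, followed by Per2-Ch14 (0.76, SE 0.12), Ciart-Ch14 (0.70, SE 0.050) and Dbp-Ch5-1 (0.59, SE 0.078). The same quantity ranged from 0.31 to 0.58 in the SV and from 0.25 to 0.33 in the gill among the transcripts that were rhythmic there. In constant conditions, 10 of the 18 diel rhythmic transcripts of the OT were rhythmic in LL and 6 in DD. Their peaks lay within 4 h of the diel peak in 10 of 10 transcripts in LL (median shift 0.13 h, range -1.32 to 1.76 h) and in 6 of 6 in DD (median shift -2.84 h, range -3.89 to -1.31 h). The count in DD moved from 6 to 1 without the second fish of each time point and to 13 with the cosinor permutation test. Over all 18 transcripts the median amplitude was 0.551 of the diel amplitude in LL (SD over genes 0.199) and 0.481 of it in DD (SD 0.237), and it was below the diel amplitude in 18 of 18 transcripts in both. These 18 were selected for their diel rhythm, which by itself favours a lower amplitude elsewhere. Over all 41 transcripts the median amplitude was 0.24 in the diel series, 0.14 in LL and 0.14 in DD. The 3 transcripts that were rhythmic in LL but not in the diel series had the larger amplitude in LL (Cry1-Ch10, 0.10 in the diel series and 0.19 in LL, Hlf-Ch28, 0.16 and 0.36, and Rora-Ch16, 0.04 and 0.15). Selection for a rhythm in LL by itself favours a larger amplitude there. Of those rhythmic in DD but not in the diel series, Arntl1-Ch11 (0.26 in the diel series and 0.28 in DD) and Clock-Ch23 (0.21 and 0.25) rose. Arntl1-Ch16 fell (0.31 and 0.18).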

For half of the genes identified, oscillation was only observed in the OT, and even for genes showing significant oscillation across tissues (e.g. Per1-Ch4) the amplitude of oscillation was clearly highest in the OT (Fig 2B and 2D).

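Of the 23 transcripts, 12 were rhythmic in the OT alone, 2 in the SV alone (Cry3-Ch22 and Hlf-Ch28) and 3 in the gill alone. Nr1d1-Ch6, Per1-Ch11, Per2-Ch14 and Tef-Ch6 were rhythmic in the OT and the SV, Arntl1-Ch10 in the OT and the gill, and Per1-Ch4 in all 3 tissues. All 6 transcripts that were rhythmic in more than 1 tissue had their largest amplitude in the OT. In the OT, the signal of Per1-Ch4 was 1345 ± 222 (SD, n = 3 fish) at ZT17, its highest time point, and 392 ± 31.0 at the closing ZT5, its lowest, a 3.43-fold range. Its range was 1.71-fold in the SV (437 ± 96.4 to 749 ± 37.0) and 1.69-fold in the gill (95.1 ± 19.5 to 161 ± 31.1). The amplitude of Per1-Ch4 was 0.31 (SE 0.064) in the SV and 0.29 (SE 0.071) in the gill. Permuting the tissue labels within time points gave an adjusted p of 0.000185 for the difference of 0.50 between OT and SV and of 0.00078 for the difference of 0.52 between OT and gill. Among the other transcripts rhythmic in more than 1 tissue, the amplitude of Per1-Ch11 differed between OT and SV by 0.40 (adjusted permutation p = 0.000185), whereas the differences between OT and SV for Nr1d1-Ch6 (0.05, adjusted permutation p = 0.811), Per2-Ch14 (0.22, adjusted p = 0.673) and Tef-Ch6 (0.11, adjusted p = 0.658), and that between OT and gill for Arntl1-Ch10 (0.12, adjusted p = 0.353), did not pass the threshold.

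**Figure D1:**
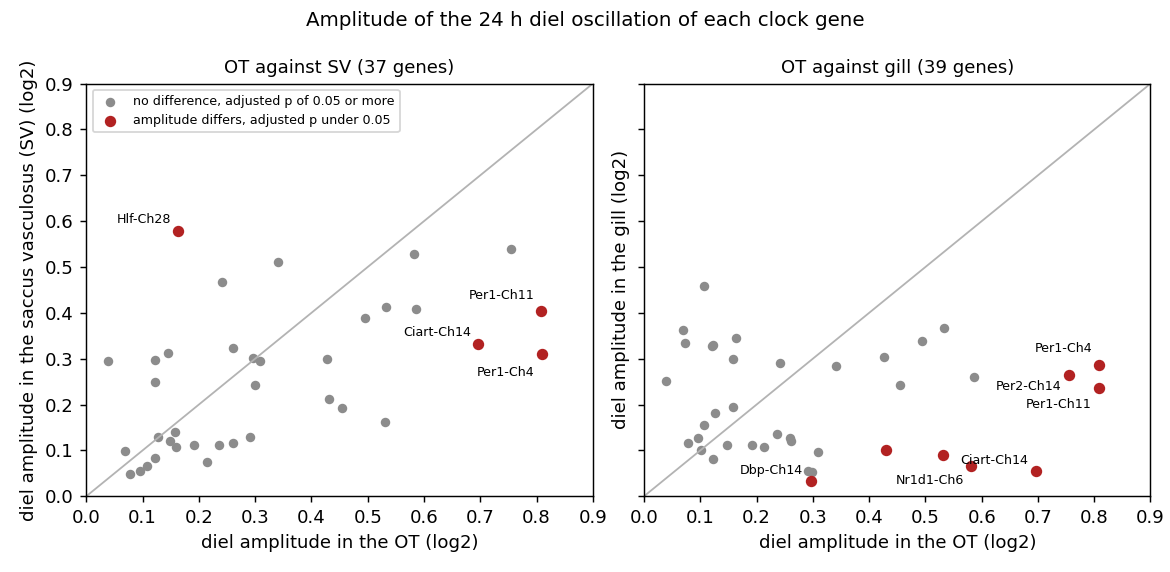
Diel cosinor amplitude (log2) of each gene in the OT, on the horizontal axis, against its amplitude in the SV (37 genes) or the gill (39 genes), with equal amplitudes on the grey line. Red points are the 4 and 8 genes whose amplitude differs at an adjusted p under 0.05, and Per1-Ch4 lies at 0.81 in the OT, 0.31 in the SV and 0.29 in the gill.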

In contrast, rhythmicity in both the SV and gill was much less robust. 

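In the SV the transcripts with the largest amplitudes were Hlf-Ch28 (0.58, SE 0.10, adjusted p = 0.00133 in the exact JTK_CYCLE test), Per2-Ch14 (0.54, SE 0.18) and Nr1d1-Ch6 (0.53, SE 0.11). In the gill the amplitude was 0.33 for Clock-Ch10 (SE 0.094, exact adjusted p = 0.0137) and 0.30 for Arntl1-Ch10 (SE 0.081). Without 1 of the 3 fish of each time point the diel counts fell to between 1 and 4 in the SV and to between 0 and 1 in the gill. Scaling each sample by the geometric mean of its expressed genes raised the count in the SV to 17. The standard deviation between fish of the same time point was larger in both tissues, with medians over genes of 0.31 in the SV and 0.33 in the gill against 0.21 in the OT (log2, diel series).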

In the SV, only Nr1d1-Ch6 maintained rhythmicity and phase under DD, while in the gill only Arntl1-Ch10 maintained rhythmicity and phase under DD (S2B and S2C Fig). Hence robust circadian rhythmicity is a feature of the salmon brain, but gene expression rhythms are severely dampened in the peripheral tissues we studied.

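Nr1d1-Ch6 was the 1 diel rhythmic transcript of the SV that JTK_CYCLE called in DD (adjusted p = 0.0172 by its exact test, amplitude 0.52, SE 0.15). Its fitted peak lay at 17.0 h, against 18.1 h in the diel series. In LL its adjusted p was 1. Without any 1 of the 3 fish of each time point, no diel rhythmic transcript of the SV was called in DD. In the gill, Arntl1-Ch10 was diel rhythmic (exact adjusted p = 0.0174), and its exact adjusted p was 0.133 in LL (amplitude 0.21, SE 0.080) with a peak 0.27 h after the diel peak. In DD its adjusted p was 1 and its amplitude 0.13 (SE 0.077). The cosinor permutation test and the version with finer shifts, which was chosen after the data were seen, called 1 diel rhythmic transcript of the gill in LL. Per1-Ch4 was the 1 diel rhythmic transcript of the gill that was called in DD (exact adjusted p = 0.0476, amplitude 0.26, SE 0.089), with a peak 11.0 h from its diel peak, and it was not called when any 1 of the 3 fish was left out.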

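The difference in diel amplitude between tissues was tested for each gene by permuting tissue labels within time points (100000 resamples, two-sided, Benjamini-Hochberg over genes). Between the OT and the SV, 4 of 37 genes differed. Ciart-Ch14, Per1-Ch4 and Per1-Ch11 had the larger amplitude in the OT, and Hlf-Ch28 had the larger amplitude in the SV (0.16 in the OT, adjusted permutation p = 0.0328). Hlf-Ch28 lost its call without the second fish of each time point (adjusted permutation p = 0.696), without the third (0.0611) and without a log (0.0524), among 9 alternatives. Between the OT and the gill, 8 of 39 genes differed, and all 8 had the larger amplitude in the OT. At an unadjusted p under 0.05 the counts were 7 and 12. The count against the gill moved most without the first fish of each time point, when it fell to 1, and the count against the SV rose to 8 (6 larger in the OT) when samples were scaled by all expressed genes. With tissue labels permuted within each fish, a paired block design, the counts were 4 and 7. Over all genes compared, the median amplitude was 0.26 in the OT and 0.25 in the SV, and 0.24 in the OT and 0.18 in the gill. In simulated genes with the scatter of the data and an amplitude of 0.6, the exact JTK_CYCLE test called 100% in the OT, 91.0% in the SV and 91.0% in the gill in the diel design, and 1.0%, 2.0% and 2.0% of genes without a rhythm. The largest diel amplitudes fitted in the data were 0.81 in the OT, 0.58 in the SV and 0.46 in the gill. Smaller amplitudes were not simulated, so these shares do not give the power for the rhythms of the SV and gill. The paper reports the strongest oscillations in the OT, in diel and constant conditions. It reports that only Nr1d1-Ch6 in the SV and only Arntl1-Ch10 in the gill kept rhythm and phase in DD. From these results it concludes that robust circadian rhythms belong to the brain and are dampened in the other tissues studied.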

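Within a tissue the members of a pair were compared as the log2 ratio of their signals in each sample, which includes any difference in efficiency between their probes. The mean ratio exceeded 2-fold in 6 of 15 pairs in the OT, 7 of 13 in the SV and 7 of 14 in the gill. It was largest in the OT for Tef-Ch1/28, at 4.46 ± 0.17 (SD, n = 63 samples), with Tef-Ch1 higher in 63 of 63 samples. The ratio of Per1-Ch11 to Per1-Ch4 was -0.12 ± 0.17 in the OT and -0.55 ± 0.32 in the SV. A constant difference in efficiency between the probes cancels in a change of the ratio between tissues. Background does not cancel, and no ratio was corrected for it. Ratios with a member of low signal can depend on it, such as Hlf-Ch28 (mean 20.0) and Per2-Ch3 (20.7) in the gill. The change of the ratio was tested by permuting tissue labels within time points (100000 resamples, two-sided), with adjustment over 40 comparisons of pairs and tissues. It passed the threshold in 12 of 13 pairs between OT and SV, 12 of 14 between OT and gill and 12 of 13 between SV and gill. The largest change was that of Per2-Ch14/3, whose ratio was 0.34 ± 0.53 in the OT, -2.54 ± 0.71 in the SV and 1.09 ± 0.59 in the gill. The difference of that ratio between SV and gill was -3.63. Hlf-Ch1/28 followed, with -3.30 between SV and gill, and Rora-Ch10/16, with -2.30 between OT and gill. Each of these had an adjusted p of 1.38e-05, from the smallest p that the resamples can give. Leaving out the first fish of each time point moved the counts to 11 of 13 pairs between OT and SV and 10 of 14 between OT and gill. Over the 82 comparisons of profiles, the median correlation of the members over time point means was 0.69, a value across time points that share the light cycle.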

Although differences in absolute expression levels were widely seen within Ss4R pairs—both across and within tissues, when comparing temporal dynamics of expression, within a given tissue they were typically similar (Fig 2D, S1 Table, S2 Appendix). This is exemplified by the almost superimposable expression patterns seen for the Per1-Ch4/11 pair (Fig 2D), and for the Tef-Ch3/6 pair (Fig 2D). Indeed, only two significant within-pair differences in expression profile were observed (non-linear regression p-value <0.01, S1 Table, S2D and S2E Fig): the Arntl1-Ch10/16 pair, with Arntl1-Ch10 showing more robust and higher amplitude rhythmicity than Arntl1-Ch16 in the OT (Fig 2D and S2D and S2E Fig), and the arrhythmic Cry3-Ch12/22 pair, with Cry3-Ch22 showing a light-induced increase in expression following transfer to LL in the SV (Fig 2D and S2E Fig). 

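The profiles of a pair were compared by the test that the paper describes. A sixth-order centred polynomial was fitted to values divided by the gene's mean, for 1 shared curve against separate curves (extra sum-of-squares F test). In the OT the curves of Per1-Ch4 and Per1-Ch11 over the diel and LL series (n = 39 samples) gave p = 0.346, with a correlation of 0.945 between their means at the 13 time points. Those of Tef-Ch3 and Tef-Ch6 (n = 39) gave p = 0.999 and a correlation of 0.987. The largest difference between relative means at any time point was 0.224 of the gene's mean for Per1-Ch4/11 and 0.0851 for Tef-Ch3/6. The F test takes the members' values as independent, although both come from the same fish. When the members were swapped at random within each fish, which keeps them paired, the permutation p was 1e-05 for Per1-Ch4/11, the smallest the resamples can give, and 0.198 for Tef-Ch3/6. The signal of Tef-Ch3 at ZT17 was 2198 ± 260 (SD, n = 3 fish) and that of Tef-Ch6 was 2169 ± 233.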

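At p under 0.01, 4 of the 82 F tests over 14 pairs, 3 tissues and both series found separate curves. In the OT, Arntl1-Ch10/16 gave p = 0.00289 in the diel and LL series and p = 0.00924 in the diel and DD series (n = 39 samples in each). Cry3-Ch12/22 in the SV gave p = 0.00108 and p = 0.00242 (n = 39). In the diel and DD series the paper's F test gave 0.5473 and 0.3699 for these pairs. With DD the paper's p was matched for 2 of 14 pairs in the OT and 0 of 13 in the SV, so the calls with DD do not repeat the paper's. After Benjamini-Hochberg adjustment over the 82 tests, 0 passed, with adjusted p from 0.0789 to 0.189. The replicate block, in which the ratio of the paired members was permuted over fish, called 7 pairs in the OT in each series, 3 in the SV with LL and 5 in the SV with DD. Both named pairs had p = 1e-05 by this permutation test in the diel and LL series, the smallest the resamples can give. The F test no longer passed for Arntl1-Ch10/16 with a fourth-order polynomial (p = 0.0629 with LL, n = 39), and without any 1 of the 3 fish of each time point neither pair passed in the diel and LL series. Arntl1-Ch10 had a diel amplitude of 0.43 (SE 0.058, adjusted p = 0.000421 in the exact JTK_CYCLE test) in the OT and Arntl1-Ch16 one of 0.31 (SE 0.075, exact adjusted p = 0.0661). In DD, the exact adjusted p of Arntl1-Ch10 was 0.00255 and that of Arntl1-Ch16 was 0.0106. In the SV, Cry3-Ch22 was rhythmic in the diel series (0.47, SE 0.12) and Cry3-Ch12 was not (exact adjusted p = 0.401). The signal of Cry3-Ch22 in the SV was 84.2 ± 24.1 (SD, n = 18 samples) in LL and 35.7 ± 17.4 in DD, a log2 difference of 1.28. It was higher in LL at 6 of 6 time points (adjusted p = 0.00038 in a permutation of light labels within time points). The difference was 0.99 after scaling by all expressed genes (adjusted permutation p = 0.00038). Against the dark phase of the diel series, which came from the LL tank, it was 0.67 (adjusted permutation p = 0.166). Cry3-Ch12 differed by 0.25 (adjusted permutation p = 0.140, higher in LL at 5 of 6 time points).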

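The response to light of each transcript was tested as the difference of mean log2 signal between LL and DD over CT9 to CT29, with labels permuted within time points (100000 resamples, two-sided, Benjamini-Hochberg over the genes of a tissue). Past the threshold were 20 of 41 transcripts in the OT (16 higher in LL), 13 of 38 in the SV (13 higher) and 8 of 40 in the gill (4 higher). At an unadjusted p under 0.05 the counts were 22, 17 and 11. Between LL and the dark phase of the diel series, a comparison within 1 tank, 5 transcripts passed in the OT, 0 in the SV and 1 in the gill by the same permutation test, with 12, 3 and 3 at an unadjusted p under 0.05. Scaling by all expressed genes changed the direction, with 9 of 28 transcripts higher in LL in the OT, and 2 of the 13 transcripts of the SV stayed past the threshold. Of the 6 transcripts past the threshold in the OT at CT1 and CT5 alone, 0 were higher in the lit arm (exact permutation test, 19 at an unadjusted p under 0.05). The median difference over all transcripts was 0.06 in the OT, 0.25 in the SV and 0.06 in the gill before scaling. The largest differences in the OT were those of Per2-Ch14 (1.53) and Per2-Ch3 (0.96), each with an adjusted permutation p of 8.2e-05 and higher in LL at 6 of 6 time points. They were 1.39 and 0.82 after scaling by all expressed genes, and 1.29 and 0.50 within the LL tank (adjusted permutation p = 0.00123 for both), but did not pass at CT1 and CT5 (0.70 and 0.27, exact adjusted p = 0.123 and 0.188). In the SV they differed by 0.95 and 0.60 (adjusted permutation p = 0.00304 and 0.000988), and did not pass within the tank (0.524 and 0.278). In the gill, Per1-Ch6 and Ciart-Ch14 were lower in LL, by -0.45 and -0.43 (adjusted permutation p = 0.0113 and 0.0147). Tef-Ch3 and Tef-Ch6 were lower in LL than in DD in the OT, by log2 differences of -0.41 (adjusted permutation p = 0.00115) and -0.37 (adjusted permutation p = 0.00115), with 1 of 6 time points higher in LL for each. After scaling, the differences were -0.55 and -0.52. Neither passed in the SV (adjusted permutation p = 0.363 and 0.526) or the gill (0.966 and 0.859), nor within the tank in the OT (0.220 for both). Between light and dark at CT1 and CT5 their direction in the OT was reversed, with differences of 0.05 and 0.08.

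**Figure D2:**
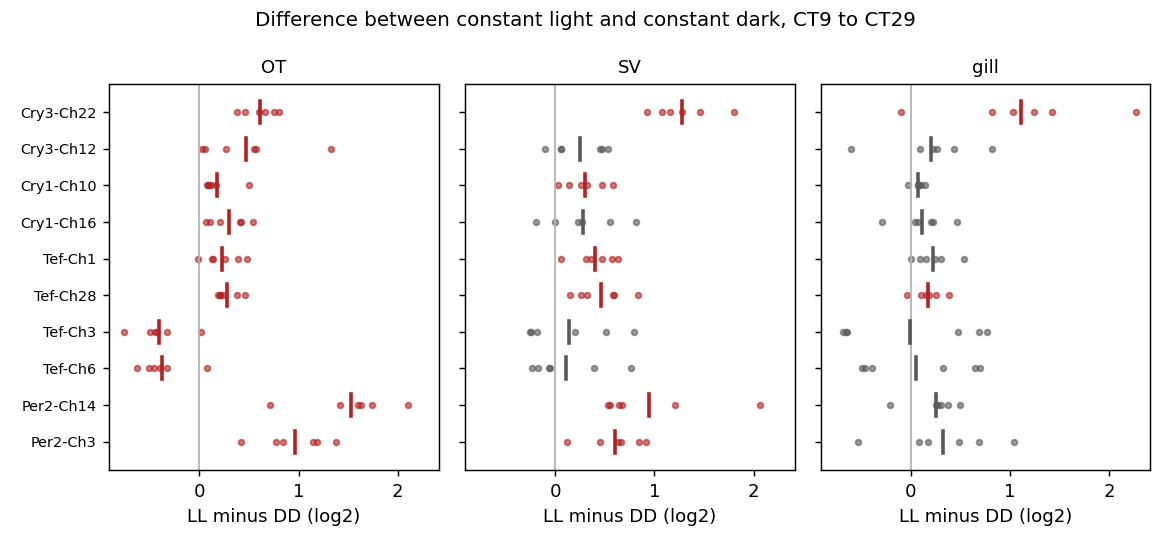
Log2 signal in LL minus DD for 10 transcripts in the OT, SV and gill, with 1 point for each of the 6 time points from CT9 to CT29 and a bar at the mean difference, in red where the adjusted p is under 0.05. Values are not scaled by other genes. Cry3-Ch22 lies at 0.61 in the OT, 1.28 in the SV and 1.11 in the gill.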

Interestingly, we do not observe light responses through Tef as reported in zebrafish [33].

### Regulatory divergence of clock gene ohnologues within a tissue during a developmental transition

The lack of circadian regulatory divergence among Ss4R pairs led us to consider whether retention of duplicates might be related to developmental changes in tissue function. One striking example of this in salmon is the transformation of gills during smoltification from a salt retaining, water excreting organ in freshwater to a salt excreting water retaining organ in seawater [34]. This developmental transition during the anadromous lifecycle relies on hormonally-driven changes in physiology, dependent on seasonally changing day-length (photoperiod) [34]. We therefore performed a photoperiod manipulation experiment, over 110 days, to assess the impact of photoperiod-dependent developmental changes in juvenile salmon (parr) (Fig 3A, see Materials and methods, *smoltification experiment*). This protocol produces a seawater-tolerant (smolt) phenotype within 4–6 weeks of return to LL (S3 Fig) (reviewed in: [34]).

**Fig 3:**
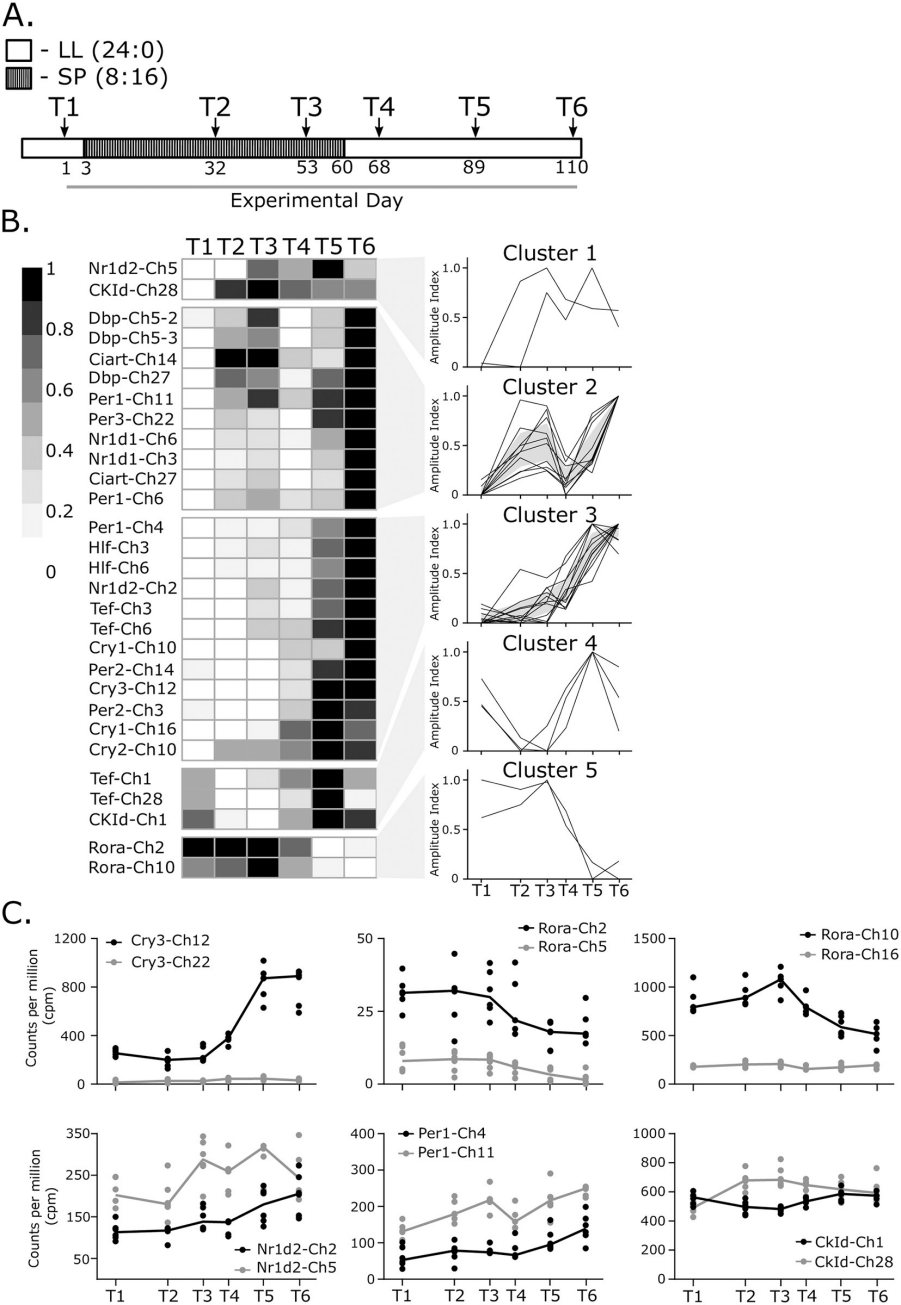
The molecular clock network shows ohnologue specific differences during a photoperiodically driven developmental transition. A. Photoperiodic gene expression experimental design. LL—constant light, SP—short photoperiod. Time-points for sampling (n = 6) indicated by the arrows, sampling was conducted in mid-light phase, time scale shown is the number of experimental days. B. Expression heatmap of significantly photoperiodic (FDR<0.01) clock genes in the gill. Significant genes cluster into five distinct expression patterns. Individual profiles are represented. Shaded area shows 95% confidence limit where applicable. C. RNAseq counts per million profiles for divergently regulated ohnologue pairs.

We identified 30 clock genes showing significant changes in expression over the 110 days of the experiment (FDR<0.01, S1 Table, Fig 3B); 3 clock genes were undetectable by RNAseq, while a further 28 were present but did not change significantly over time. Amongst the differentially regulated genes we found 9 Ss4R pairs (18 genes) where both copies within a pair showed smoltification-associated regulation, while for 3 pairs only one copy of the pair showed significant changes in expression during smoltification.

Gene expression correlation cluster analysis of the differentially expressed genes revealed 5 distinct patterns of expression over the experiment indicating that different regulatory pathways are directing the expression of particular clock genes during smoltification (Fig 3B). Based upon this analysis we identified 6 Ss4R pairs within which evidence of developmental regulatory divergence could be observed (Fig 3C). For 3 of these Ss4R pairs only one member showed a developmental change in expression (Fig 3C, Cry3-Ch12/22, Rora-Ch2/5, Rora-Ch10/16), while for the 3 remaining Ss4R pairs the dynamics of expression, as defined by cluster analysis, differed within the pairing (Fig 3C, Nr1d2-Ch2/5, Per1a-Ch4/11, CKIδ-Ch1/28). Therefore we see strong developmental regulation of clock genes in the gill over 110 days, contrasting with the lack of circadian regulation.

### Glucocorticoid signaling induces clock ohnologue expression and accounts for regulatory divergence observed in the Ss4R pair Tef-Ch3/6

While glucocorticoids play a major role in the circadian organization of mammals (reviewed in: [35]), the evidence for an analogous role in fish is unclear (References summarized in: S3 Table). Nevertheless, cortisol is a major hormonal regulator of smoltification in Atlantic salmon, steadily rising during this photoperiod-driven seasonal process [36]. We collected blood samples from fish kept in a light dark cycle (LD—6:18) and in constant conditions (LL or DD) and found no evidence of diel or circadian rhythmicity in cortisol secretion (Fig 4A, see Materials and methods, *Circadian experiment II*, S4 Table) along with weak or absent peripheral tissue clock gene circadian oscillation (S2B and S2C Fig). We hypothesized that the changes in gene expression observed in Fig 3 may be due to seasonally increasing cortisol during smoltification, therefore if we induced cortisol through a simple stress test we may induce the same clock genes seen during smoltification.

**Fig 4:**
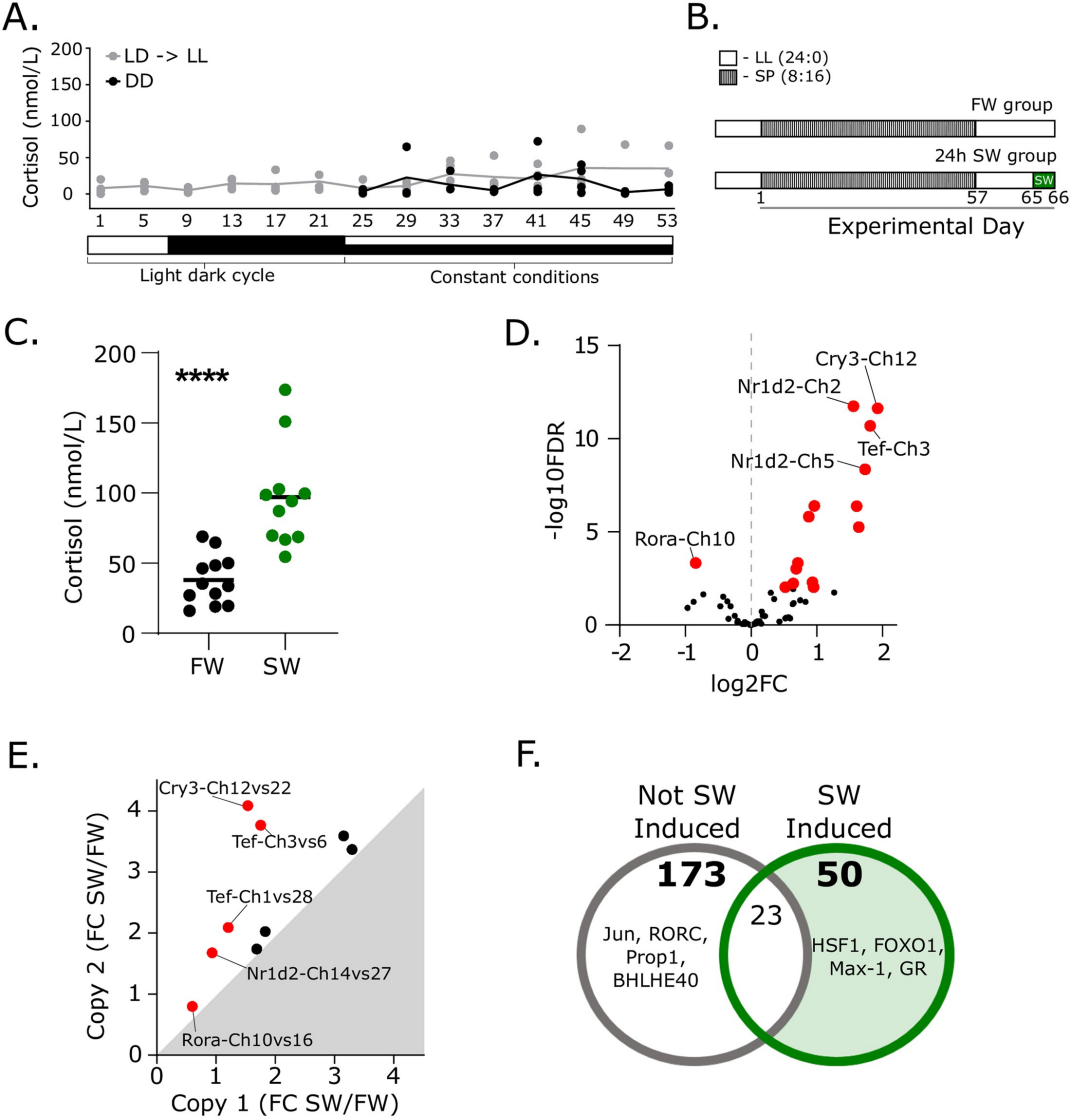
Stress response implicates glucocorticoid receptor signaling in clock ohnologue regulation. A. Diel and circadian profile of plasma cortisol (n = 4). Time axis is given in continuous hours since the start of the experiment, therefore 1 to 21 represent zeitgeber time (ZT) and 25 onwards is equivalent to circadian time (CT)1 to CT29. Due to the sampling protocol time-points 1 and 5 are replotted from time-points 25 and 29. B. Sea-water stress experiment design. LL—constant light, SP—short photoperiod, SW- sea-water challenge. C. Plasma cortisol concentration in blood plasma in sea-water stress experiment (n = 11–12). D. Volcano plot showing sea-water stress regulation of clock genes (n = 6). Significantly regulated transcripts (FDR<0.01) are shown in red. FC—fold change. E. Differential sea-water stress regulation of ohnologue pairs. Significantly different pairs (Analysis of genes where one or both genes are significantly regulated by seawater (FDR<0.01), then submitted to a two-way ANOVA, with sea-water regulation and interaction, p<0.05) are shown in red. F. Predicted transcription factor promoter binding analysis. Both sea-water induced and not-induced gene cohorts were analysed. 50 motifs were specific to the sea-water induced cohort. The top four motifs in each group are displayed.

To test this we conducted a 24 hour seawater (SW) challenge test in freshwater-adapted fish (Fig 4B, see Materials and methods, *Smoltification experiment*) eliciting an osmotic stress-mediated increase in cortisol secretion (Fig 4C). Gills were collected from SW and fresh water (FW) groups. We identified 15 clock genes showing significant changes in expression in response to SW by RNAseq (FDR<0.01, S1 Table, Fig 4D). Importantly, 87% of acutely SW-responsive clock genes (13/15) also change over the chronic developmental time-scales of smoltification (Fig 3, S1 Table). Amongst the SW responsive genes we found 3 Ss4R pairs (6 genes) where both copies responded to SW, and 6 pairs where only one of the pair changed expression in SW. To assess regulatory divergence within these 9 pairs we plotted the fold change in response to SW for each copy of the pair and determined that 5 of the pairs showed significant regulatory divergence (two-way ANOVA <0.01, S1 Table, Fig 4E).

To further examine if glucocorticoid signaling, via cortisol, was responsible for the induction of clock genes in the gill we used transcription factor binding site analysis [37] on clock genes induced by SW (15 genes) compared to 43 clock genes that were SW-insensitive. SW-induced circadian genes promoters were highly enriched for HSF1 (heat shock factor 1), FOXO1 (forkhead box O1), MAX1 (myc-assocated factor X1) and glucocorticoid receptor response elements (GR) (Fig 4F, S5 Table). Smoltification and responses to SW-exposure are coordinated by multiple endocrine factors including cortisol, growth hormone (GH) and IGF-1 [38,39]. HSF-1 and FOXO-1 elements are regulated by IGF1 signaling, during stress, cellular metabolism and development [40–44]. Furthermore, the enrichment of GR implicates non-circadian glucocorticoid signaling in the induction of clock genes in the gill during smoltification and stress.

Next we wanted to experimentally test the *in-silico* association with glucocorticoid signaling and ask whether differential sensitivity to glucocorticoid signaling might account for the differential regulation observed within Ss4R pairs. We treated isolated gill arches with dexamethasone (DEX; a GR agonist) for 24 hours and then measured the gene expression of the 5 seawater stress regulated Ss4R pairs using qPCR (Fig 5A, S6 Table). We validated the experiment by assessment of a positive control gene: *Tsc22d3* (*Gilz*) [45](S4 Fig). We found that whilst some of the genes are glucocorticoid sensitive (3/10), supporting the *in-silico* association, the majority are not induced by glucocorticoids (Fig 5B–5D). However, we do demonstrate divergence in the regulation of the Tef-Ch3/6 pair in response to glucocorticoids (Fig 5D).

**Fig 5:**
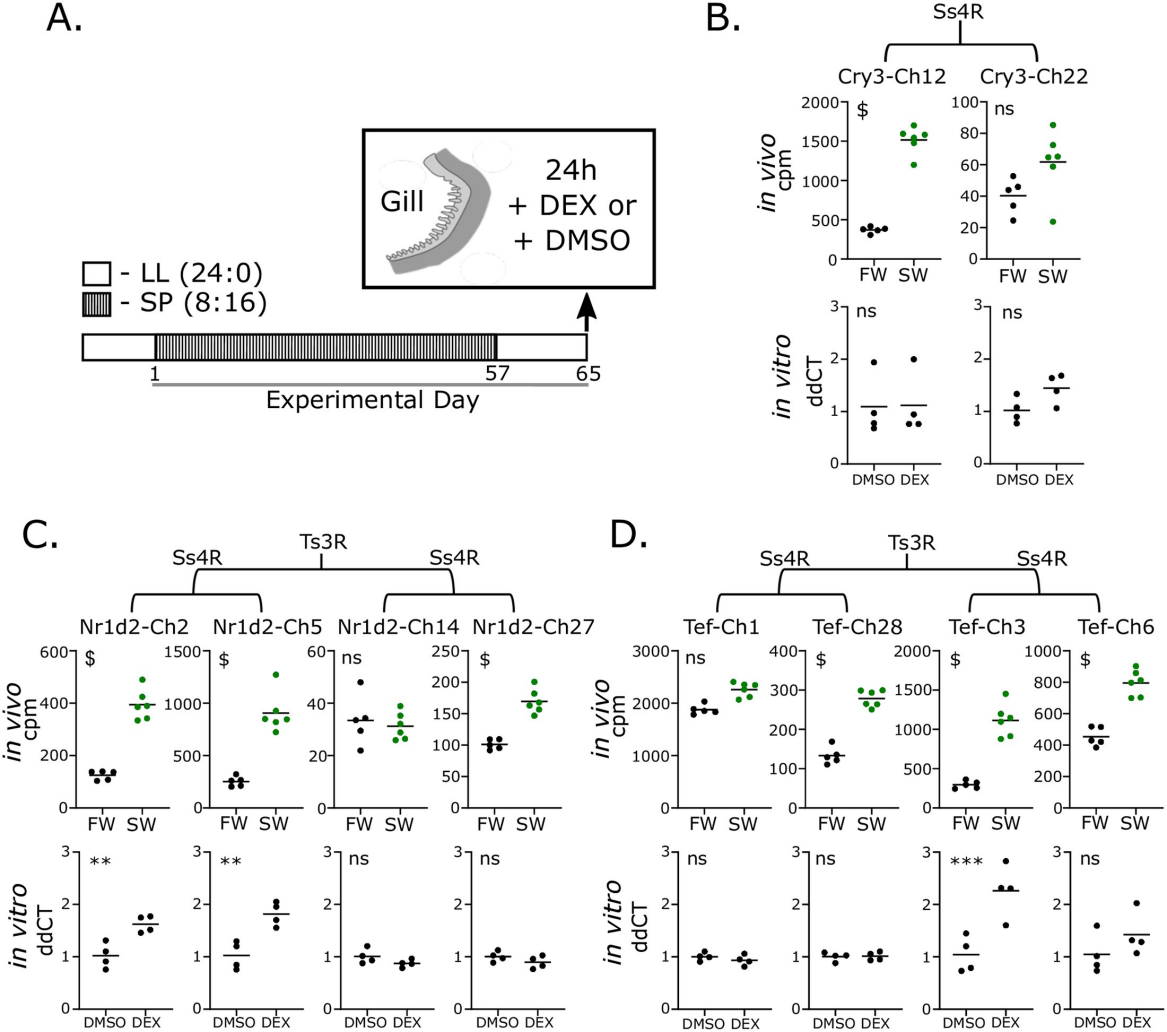
In-vitro validation of glucocorticoid stimulated clock ohnologue expression. A. Dexamethasone-dependent transcript regulation experimental design. After photoperiod manipulation *in vivo*, whole gill arches (n = 4) were removed and treated for 24 hours with the glucocorticoid receptor agonist dexamethasone (DEX), or dimethlysulphoxide (DMSO; vehicle control). B. Comparative regulation of Cry3-Ch12/22 taken from *in vivo* sea-water stress experiment and *in vitro* dexamethasone treatment. C. As in B for Nr1d2-Ch2/5 & Nr1d2-Ch14/27. D. As in B for Tef-Ch1/28 & Tef-Ch3/6. Braches indicate phylogenetic relationship between gene sets.

## Discussion

Divergent regulation of gene expression is a major contributor to the evolution of novel adaptations and species diversity [46,47]. Our analysis of the circadian clock network in the Atlantic salmon reveals clear evidence of diversified expression regulation among the many retained copies of canonical clock genes that have arisen through successive WGD events. Diversified regulation is seen in tissue-specific expression patterns (Fig 1), and in response to developmental and environmental stimuli (Figs 3, 4 and 5). Ultimately, these differences likely reflect the uneven influence of diel factors on metabolism and cellular processes in central and peripheral tissues in a cold-blooded fish. Altered sensitivity to GR-signalling, likely mediated through the cortisol axis, emerges as one proximate cause of differences in tissue-specific expression dynamics (Figs 4 and 5). Overall, this analysis emphasises the potential for a richly diversified clock gene network to serve non-circadian functions in vertebrate groups with complex genomes.

A striking contrast emerges between clock gene expression regulation in the OT and the gill. The OT is a brain site which is coupled to light input both through retinal afferents, photoreceptor expression, and indirect melatonin-mediated input via OT melatonin receptors [26–29]. In contrast, the gill is directly exposed to the water environment and continuously handles the osmotic and energetic challenges that this presents [48–50]. Thus while both tissues are highly metabolically active and heavily reliant on ATPase activity to maintain function, the principal environmental influence for the OT is rhythmic light dark input, while for the gill it is continuous osmotic challenge.

Given these differences in tissue function, it is not surprising to observe different complements of clock genes in the two tissues and dramatic differences in temporal dynamics (Fig 2). 

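The share of the variance of log2 signal over the diel series that the 24 h cosinor accounted for had a median over genes of 0.383 in the OT, 0.203 in the SV and 0.154 in the gill. This share also falls with scatter between fish, whose median standard deviation was 0.21, 0.31 and 0.33 (log2), in that order. Over the genes compared, the median amplitude was 0.26 in the OT and 0.25 in the SV, and 0.24 in the OT and 0.18 in the gill. The genes whose amplitude was smaller in the gill than in the OT included Ciart-Ch14 (0.70 in the OT and 0.05 in the gill, adjusted p = 0.00078 by permutation of tissue labels), Nr1d1-Ch6 (0.58 and 0.07, adjusted p = 0.0259) and Per2-Ch14 (0.76 and 0.26, adjusted p = 0.0283). These calls depend on the fish and the processing. With tissue labels permuted within fish, which respects the pairing of the tissues, the adjusted permutation p was 0.00702 for Ciart-Ch14, 0.0543 for Nr1d1-Ch6 and 0.0237 for Per2-Ch14. Nr1d1-Ch6 lost its call under 6 of 8 alternatives (range 0.00172 to 0.331), among them leaving out any 1 of the 3 fish of each time point and both scalings. Per2-Ch14 lost it under 4 of 9 (0.00539 to 0.175), any 1 of the 3 fish and values without a log, and Ciart-Ch14 under 1 of 9, without the first fish (0.104). The mean signal of Nr1d1-Ch6 in the gill was 17.1 ± 6.87 (SD, n = 63 samples).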

In the diel-sensitive OT a dominant diel / circadian influence on expression is seen, while in the gill this is a much weaker influence. Nonetheless, clock gene expression in the gill is dynamically regulated, both over the chronic developmental time-scales of smoltification, and acutely in response to osmotic stress. The finding that the complement of genes showing highly sensitive changes in expression in the gill is largely non-overlapping with that under light / circadian control in the OT is clear evidence for diverged expression regulation within the circadian network.

Previous work has identified several Atlantic salmon clock genes that cycle in diel conditions [51–53]. While confirming these earlier findings, our analysis goes far beyond them by showing how the entire clock network is regulated under diel and constant conditions in several tissues. We show that only the OT shows persistent rhythmicity under constant conditions, not the SV or gill (Fig 2). These results sit in contrast to the zebrafish circadian system in which tissue autonomous clock gene oscillation are seen in all tissues investigated [54]. 

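When every expressed transcript was tested, whether or not it was rhythmic in the diel series, the exact JTK_CYCLE test called 13 of 41 in LL and 9 of 41 in DD in the OT. It called 0 of 38 in LL and 1 of 38 in DD in the SV, with 3 and 10 at a p under 0.05 before adjustment over the curves. In the gill it called 2 of 40 in LL (CKIe-Ch3, exact adjusted p = 0.00755, and Per2-Ch14, adjusted p = 0.0146, both named because of this result) and 1 of 40 in DD, with 7 and 12 before adjustment. In simulated genes with a log2 amplitude of 0.6, the same test in the LL design called 99.0% in the OT, 84.0% in the SV and 84.0% in the gill. That amplitude lies above the largest fitted in LL, which was 0.57 in the OT, 0.41 in the SV and 0.57 in the gill. Smaller amplitudes were not simulated, so these shares do not give the power for rhythms of the size found.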

Specific elements of the zebrafish clock appear to be fundamentally different to the Atlantic salmon clock. For example zebrafish Cry1a is acutely light-induced through a D-box in it’s promoter, via reactive oxygen species (ROS) and the JNK/MAPK pathway [55]. Importantly this light-mediated ROS inducibility of zebrafish Cry1a appears to be absent in cave fish and mammals [55]. 

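In the OT the signal of Cry1-Ch10 was 445 ± 69.0 (SD, n = 18 samples) in LL and 392 ± 42.5 in DD over CT9 to CT29, and that of Cry1-Ch16 was 147 ± 23.8 and 120 ± 18.8. The log2 differences were 0.17 (adjusted permutation p = 0.00858) and 0.29 (adjusted p = 0.00108, labels permuted within time points), and each transcript was higher in LL at 6 of 6 time points. After scaling by all expressed genes the differences were 0.03 (adjusted permutation p = 0.416) and 0.15 (adjusted p = 0.00685). Against the dark phase of the diel series in the LL tank they were 0.19 (adjusted permutation p = 0.0888) and 0.36 (adjusted p = 0.00379), higher at 4 of 4 hours. At CT1 and CT5 the direction was reversed, at -0.15 and -0.07, with adjusted p of 0.314 and 0.590 in the exact permutation test. Cry1-Ch10 was rhythmic in the OT in LL (adjusted p = 0.0359 in the exact JTK_CYCLE test, amplitude 0.19, SE 0.059) but not in the diel series (adjusted p = 0.958). Cry1-Ch16 was rhythmic in the diel series (exact adjusted p = 0.00322, amplitude 0.24, SE 0.047) and its adjusted p in LL was 1.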

Zebrafish Cry1a has also been reported to pause the circadian mechanism under LL [9], whereas the closest salmon orthologues to zebrafish Cry1a, Cry1-Ch10 and Cry1-Ch16, are not light-induced and show persistent rhythmicity in the OT under LL (S1 Table). Instead the salmon orthologues to zebrafish Cry3b, Cry3-Ch22 and Cry3-Ch12, are acutely induced by light and salt, respectively. 

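In the OT, Cry3-Ch22 had a signal of 193 ± 26.9 (SD, n = 18 samples) in LL and 126 ± 12.3 in DD, a log2 difference of 0.61 that was present at 6 of 6 time points (adjusted p = 8.2e-05, labels permuted within time points). It was 0.47 after scaling by all expressed genes. Within the LL tank, against the dark phase of the diel series, it was 0.50 (adjusted permutation p = 0.00123). In the gill the difference was 1.11 (adjusted permutation p = 0.0004), with higher values in LL at 5 of 6 time points, and the means were 28.7 ± 11.1 and 12.6 ± 4.86. Within the LL tank it was 0.38 in the gill (adjusted permutation p = 0.762). At CT1 and CT5, where fish in the last light phase of the diel series were compared with fish in their first subjective day in the dark, the difference of Cry3-Ch22 was 0.09 in the OT (adjusted p = 0.621) and 0.44 in the SV (adjusted p = 0.136, exact permutation test). Cry3-Ch12 was also higher in LL in the OT, by 0.47 (adjusted permutation p = 0.00723), at 6 of 6 time points. Its difference was 0.36 within the LL tank (adjusted permutation p = 0.0593) and 0.20 in the gill (adjusted p = 0.322). The response to salt is not analysed here.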

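Both Tef-Ch1 and Tef-Ch28 were higher in LL than in DD in the OT over CT9 to CT29. The signal of Tef-Ch1 was 4732 ± 575 (SD, n = 18 samples) in LL and 4032 ± 428 in DD, a log2 difference of 0.23 (adjusted p = 0.00116, labels permuted within time points, higher at 5 of 6 time points). Tef-Ch28 measured 222 ± 26.8 and 182 ± 16.7, a difference of 0.28 (adjusted permutation p = 8.2e-05, 6 of 6 time points). Scaling by all expressed genes reduced these to 0.09 and 0.14, still past the threshold. Within the LL tank, against the dark phase of the diel series, they were 0.08 (adjusted permutation p = 0.474) and 0.15 (adjusted p = 0.288). At CT1 and CT5 they were reversed in the OT, at -0.27 and -0.13. In the SV the differences of Tef-Ch1 and Tef-Ch28 were 0.40 (adjusted permutation p = 0.00627) and 0.46 (adjusted p = 0.000855), each at 6 of 6 time points, and 0.10 (adjusted p = 0.302) and 0.16 (adjusted p = 0.117) after scaling. In the gill they were 0.22 (adjusted permutation p = 0.0555) and 0.17 (adjusted p = 0.0452), and after scaling by all expressed genes they were 0.17 (adjusted p = 0.0164) and 0.13 (adjusted p = 0.228), so that Tef-Ch1 gained the threshold and Tef-Ch28 lost it. Tef-Ch1 also passed without the second fish of each time point (0.0360), and Tef-Ch28 did not pass without any 1 of the 3 fish (0.0620 to 0.284). The response to seawater is not analysed here.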

Light induction of Zebrafish Tefa [33] is not seen in the closest salmon orthologues Tef-Ch1 and Tef-Ch28, however, the zebrafish Tefb orthologues, Tef-Ch3 and Tef-Ch6 are seawater induced. In zebrafish, Tefb transcription is induced in response to light and UV exposure and then mediates the expression of other clock genes, initiating a DNA damage repair cascade [56]. This suggests a zebrafish-specific adaptation to UV light exposure, potentially related to spawning environment [56]. In our study we found no enrichment for genes associated with oxidative stress in either the seawater challenge or photoperiodic treatment groups but the photoperiod-driven smoltification induction of all four Tef genes is noteworthy, as is the seawater specific induction of the Ss4r pair Tef-Ch3 and Ch6, and the apparent regulatory divergence of these duplicates in glucocorticoid responsiveness. These species differences indicate plasticity of the circadian clock in response to different environmental stressors depending on life history.

Within the Atlantic salmon the distinct tissue-specific expression dynamics we observe and the smoltification and stress-related induction of clock genes focuses attention on cortisol [34,35,57]. In mammals cortisol is a major player in circadian organization, acting as an internal zeitgeber through which the hypothalamic–pituitary–adrenal (HPA) axis can coordinate daily changes in tissue activity throughout the organism (reviewed in: [35]). Because the teleost hypothalamic–pituitary–interrenal (HPI) axis is functionally analogous to the HPA axis [57], there has been a widespread assumption that cortisol plays a similar circadian coordination function in teleosts [58], although definitive evidence for this is lacking (S3 Table) [59]. Indeed our study implies that it is unlikely that cortisol plays a circadian role in salmonids–we found no evidence for circadian or even diel changes in cortisol secretion in Atlantic salmon (Fig 4A), and GREs are less enriched in circadian oscillating clock genes than in non-oscillating, development- and SW-sensitive clock genes (Fig 4F). Hence while our data strongly implicate cortisol in the dynamic expression of a subset of Atlantic salmon clock genes, this seems to have nothing to do with circadian function *per se*, and more to do with a role for these genes in non-circadian influences of the HPI axis. It is interesting to speculate that this shifting relationship between glucocorticoids and clock genes could be a contributory factor for the evolution of anadromy and the regulation of its seasonal timing. Furthermore, this finding raises interesting questions about the ubiquity and evolutionary origins of mammal-like coupling between the HPA axis and circadian function.

While evidence of functional divergence in ancient duplicated cryptochromes, and, sequence divergence of Ts3R cryptochromes in zebrafish have been observed [60] we expected that Ss4R generated significant genetic complexity in the salmonid circadian clock and therefore asked how expression patterns diverged within Ss4R pairs. Intriguingly, the answer to this question was highly dependent upon context. We saw many examples of pronounced within-Ss4R pair differences in terms of tissue-specific expression, and some 50% of identifiable Ss4R pairs showed within-pair divergence in expression during smoltification. But within-pair divergence in daily expression patterns was hardly observed. Why might this be so? We suggest this may reflect a difference in the way that selection pressures have operated on promoter regions to, on the one hand modulate tissue-specific expression and, on the other daily temporal regulation. According to this view duplication would confer freedom to diverge, thereby meeting differing tissue-specific requirements. Conversely, the daily temporal patterning may be so fundamental to cell function that any mutations leading to deviation from the ancestral dynamics were strongly selected against. This conjecture will require detailed analysis of regions of promoter conservation / divergence among Ss4R pairs.

## Materials and methods

### Ethics statement

Fish handling and euthanasia was performed by competent persons and in accordance with the European Union Regulations concerning the protection and welfare of experimental animals (European directive 91/492/CCE). The experiment was approved by the Norwegian Committee on Ethics in Animal Experimentation (ID 3630).

### Evolutionary analysis

To identify gene orthologs and ohnologs we generated protein sequence homology based orthogroups using the Orthofinder pipeline [61]. For each orthogroup we used the resulting protein tree topology to manually annotate pairs of salmon ohnologs based on the following criteria: (i) salmon ohnologs should form a monophyletic clade only containing genes from other salmonid species, (ii) this monophyletic salmonid clade must have Northern pike as the sister group, and (iii) putative ohnolog pairs had to be conserved in minimum one other salmonid species. Finally, we only retained putative ohnolog if their genomic positions were defined as syntenic regions originating from the Ss4R as defined in Lien *et al*. [22]. Maximum likelihood gene trees with bootstrap values for all genes included in the study are presented in S1 Appendix. These trees include the following species: human, mouse, spotted gar, zebrafish, stickleback, medaka, northern pike, grayling, danube salmon, arctic charr, coho salmon, rainbow trout, Atlantic salmon. The relevant scripts, input files and resulting trees are also available here. For quick reference S1 Table presents the salmon gene loci and their corresponding orthologues in Zebrafish, spotted gar, medaka and mouse.

### Multi-tissue analysis

Publically available data was used to assess the multi-tissue expression in the Atlantic salmon (one adult male, kept in freshwater), these data can be found in the NCBI Sequence Read Archive (SRA): PRJNA72713 and PRJNA260929.

### Animal husbandry

Juvenile Atlantic salmon (*Salmo salar*, Linnaeus, 1758) of the Aquagene commercial strand (Trondheim, Norway) were used in all experiments. Fish were held under constant light (LL; >200 lux), at 10°C from hatching onwards, and kept in 500 L tanks from first feeding. The fish were approximately 7 months old when the experiments were initiated. Up until that time the fish had been feed continuously with pelleted salmon feed (Skretting, Stavanger, Norway), from automatic feeders.

### Circadian experiment I

Fish were maintained in 500L freshwater were transferred from LL to a short photoperiod (SP; 6L:18D) light schedule for 8 weeks before the start of the experiment. Short photoperiods provide a strong zeitgeber (timing signal) entraining the fish to a light dark cycle. In order to test for a circadian rhythm it is necessary to remove any zeitgebers, light, temperature and food are all potential zeitgebers which we controlled for. Two weeks before sampling, fish were distributed to two separate 150L tanks and water temperature was maintained at 14°C (±0.5). Fish were fasted for 48 hours prior to the experiment and throughout the sampling. To identify genes which were driven by an endogenous circadian rhythm we sampled under diel (SP; 6L:18D), constant light (LL) and constant dark conditions (DD). Sampling was at 4 hour resolution starting at ZT5 (zeitgeber time; time since lights on) in diel conditions (n = 3 per time point, 7 time-points), transitioning onto either LL or DD. In LL sampling was from CT9 (circadian time) at a 4 hour resolution (n = 3 per time-point, 6 time-points) because ZT 1 and 5 in this design can also be defined as CT1 and 5. In DD, samples were collected from CT1 at a 4 hour resolution (n = 3 per timepoint, 8 time-points) (Fig 2A). For the statistical analysis ZT5 to ZT5 was used for diel conditions, and CT9 to CT29 for constant conditions. Collections during the dark phase were conducted under dim red light. During sampling fish were netted out and euthanized by an overdose of benzocaine (150ppm). Weight and length were recorded and no significant variation noted. Optic tectum, gill and saccus vasculous were dissected and snap frozen on dry ice. RNA was extracted for subsequent nanostring profiling.

### Circadian experiment II

Fish were maintained in 500L freshwater were transferred from LL to a short photoperiod (SP; 6L:18D) light schedule for 20 weeks before the start of the experiment. Two weeks before sampling, fish were distributed to two separate 150L tanks. Fish were fasted for 48 hours prior to the experiment and throughout the sampling. Temperature was maintained at an average of 8.5°C ±1. Sampling was at a 4 hour resolution starting one hour after lights on (ZT1), maintaining the fish under diel conditions (SP; 6L:18D) for 24 hours and then switching to either LL or DD, and sampling at 4h resolution for a further 29 hours (n = 4 per time-point) (Fig 4A). Collections during the dark phase were conducted under dim red light. During sampling fish were netted out and euthanized by an overdose of benzocaine (150ppm). Weight and length were recorded and no significant variation noted. Blood was collected at each time-point from the caudal vein in heparinized vacutainers. Blood samples were centrifuged at 500 x g for 15 min to collect plasma for subsequent hormone analysis.

### Smoltification experiment and seawater tests

Using a standard aquaculture and research method we used photoperiod to induce the developmental transition of juvenile salmon (parr) to seawater prepared fish (smolts). This method requires switching parr on constant light to short photoperiod (SP; 6L:18D) for at least 8 weeks before returning the fish to constant light where over 4 weeks they gain osmo-regulatory capacity in seawater (Fig 3A). Fish were maintained in 150L freshwater tanks at an average 8.5°C ±1 and were transferred from LL to SP (8L:16:D) for 8 weeks before return to LL for 7 weeks. Fish were sampled at six time-points in fresh-water shown in Fig 3A (T1-T6, n = 6 per time-point), these time-points are designed to capture the photoperiodically induced transition from parr to smolt. Fish were fasted for 48 hours prior to sampling. Gills were collected into RNAlater (Sigma-Aldrich, St. Louis, Missouri, USA), storing at 4°C for 24 hours, before being transferred to -80°C. RNA was extracted and used for RNA-seq (Data shown in Fig 3).

To validate the photoperiod protocol, seawater challenge tests were conducted on a randomly selected subgroup that were transferred to a 100L tank supplied with seawater (34‰ salinity) for 24 hours. Fish were netted out after 24 hours and euthanized by an overdose of benzocaine (150ppm). Blood samples were collected from the caudal vein in heparinized vacutainers and plasma was collected and stored at -20°C. To test the osmolality of blood thawed plasma samples were analysed for osmolyte content using a Fiske One-Ten Osmometer (Fiske Associates, Massachusetts, USA, ± 4 mOsm kg-1). These tests were conducted from T2 to T6 (n = 12 per time-point), and confirm that from T5 (29 days after the return to LL) the fish had osmo-regulatory capacity in seawater (S3 Fig). Gills were collected at each time-point after seawater challenge (n = 6 per time-point), RNA was extracted and RNA-seq performed as above. All data are available from the European nucleotide archive under project number: PRJEB34224. This study presents data from the freshwater groups at all time-points (Fig 3) and seawater challenged fish at T4 only (Fig 4B). T4 is 8 days after return to LL and therefore these fish do not have osmo-regulatory capacity in seawater and are used as a stress test comparison to fish from the same time-point kept in freshwater (Fig 4B–4F).

### In-vitro Gill Culture

Juvenile Atlantic Salmon were prepared as in the smoltification experiment, sampling at the equivalent of T4 (8 days after return to LL) (Fig 5A). Following euthanasia whole gill arches were rapidly dissected (biological replicates, n = 4 per treatment), excess mucus was removed by careful blotting onto tissue paper before the arches were transferred individually into 50 ml of pre-prepared control or treatment media. The prepared media consisted of Leibovitz L-15 (Lonza) supplemented with non-essential amino acids (1%, 100x Lonza), sodium-pyruvate (1%, 100x Lonza), 0.05 mg/ml gentamycin (Sigma) and 20% fetal bovine serum (FBS, sigma). The experimental group was supplemented with 0.1M dexamethasone diluted in DMSO (dimethyl-sulphoxide, Sigma) to a final concentration of 0.1μM. The control group contained an equivalent concentration of DMSO (0.1%). The excised gill arches were incubated for 24 hours at 4°C, gill filaments were removed with a scalpel and snap frozen on dry ice before being stored at -80°C. RNA was extracted for qPCR analysis.

### RNA extraction

RNA extraction for RNAseq was performed using a TRIzol-based method (Invitrogen, Thermo Fisher, Waltham, Massachusetts, USA), and in accordance with the manufacturers recommendation. Resulting RNA concentrations and quality were checked using a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). RNA was stored at -80°C.

For nanostring and qPCR, SVs were extracted using QIAgen RNeasy micro kit, OT and gill tissues were extracted using QIAgen RNeasy mini kit according to the manufacturers instructions. RNA concentration was quantified and quality confirmed using the Experion Automated Electrophoresis System (BioRad).

### Nanostring

Custom nanostring codesets were designed by Nanostring Technologies Inc. using the Atlantic Salmon reference genome (Cigene), accession numbers and target sequences are shown in S2 Table. Codesets were processed by the Univerisity of Manchester Genomic Technologies Core Facility. This technology is based on the use of fluorescent barcoded probes which bind specifically to the target molecule. Importantly these barcodes should only bind one at a time to each target molecule, therefore the number of fluorescent barcodes reflects the number of RNA molecules of your target gene. A spike control with a known number of RNA molecules was also used to normalise across samples and runs. Therefore the units are counts normalised to spike-in positive controls. Data was processed using nSolver 4.0 software (Nanostring). Data can be accessed on GEO under the project identifier GSE146530.

### Transcriptome sequencing and assembly

Libraries were prepared using TruSeq Stranded mRNA HS kit (Illumina, San Diego, California, USA). Mean library length was determined using the 2100 Bioanalyzer with the DNA 1000 kit (Agilent Technologies, Santa Clara, California, USA). Library concentrations was determined using the Qubit BR kit (Thermo Scientific, Waltham, Massachusetts, USA). Samples were barcoded with Illumina unique indexes. The Illumina HiSeq 2500 was used to perform single-end 100-bp sequencing of samples at the Norwegian Sequencing Centre (University of Oslo, Oslo, Norway).

Cutadapt (ver. 1.8.1) was used for removal of sequencing adapters and trimming of low quality bases (parameters–q 20, -O 8 -minimum-length 40). Quality control was performed with FastQC software. Reads were mapped onto the references genome using STAR software (ver. 2.4.2a). Read counts for annotated genes were generated using the HTSEQ-count software (ver. 0.6.1p1).

All RNAseq data for the smoltification experiment is available in the European nucleotide archive under project number: PRJEB34224.

### Analysis of differentially expressed genes

Analysis of differential gene expression was performed with package edgeR (ver. 3.14.0) using R (ver. 3.4.2) and RStudio (ver. 1.0.153). Prior to analysis of differential expression, the raw counts were filtered, setting an expression level threshold of a minimum of one count per million reads (cpm) in five or more libraries, resulting in a list of 33 951 expressed genes. The counts were scaled by applying trimmed means of M-values (TMM) scaling. Exact tests were then performed to find genes that were differentially expressed between FW-kept and 24-hour SW challenged fish. An ANOVA-like test was performed to find genes that were differentially expressed over T1-T6 FW time-points. The test results were filtered for a false discovery rate (FDR) to be less than 0.01 to identify significantly differentially expressed genes. Clustering analysis was performed using Pearson correlation.

Heatmaps were generated in R using custom scripts for pheatmap. Transcription factor binding site analysis was conducted using SalmotifDB [37].

### qPCR

cDNA was synthesised from sample total RNA using high capacity RNA to cDNA kit (Applied Biosystems). qPCR was performed using GoTaq Master Mix (Promega) and a 96 well thermal cycler (Applied Biosystems). Relative gene expression was quantified by the ΔΔCT method using *Ef1a* as reference gene. Primer sequences are listed in S2 Table and source data is in S6 Table.

### Hormone assays

Cortisol ELISA assays were performed by Stockgrand (UK). Source data in S4 Table.

### Statistical analyses

RNAseq analysis is detailed above. Mean difference comparisons were carried out using Student’s t-test (two-sided, unpaired), two-way ANOVA with post hoc tests as appropriate (Graphpad Prism 8.1.2). The expression divergence index (EDI) index was calculated as follows: EDI = abs(log2[Gene1/Gene2)].

The R package JTK cycle was used to assess rhythmicity of transcripts under LD and constant light or dark conditions [32]. For statistical comparison of gene expression between ohnologue pairs in the circadian experiment, expression was normalized to group mean then best fit sixth-order centered polynomial curves were generated by non-linear regression analysis and shared characteristics tested with extra sum of squares F test (Graphpad Prism 8.0).

## Supporting information

S1 Fig Tissue specific expression of clock ohnologues. A. PCA plot showing the relative tissue differences when considering clock ohnologue expression. B. Heatmap showing the tissue specific expression of clock ohnologues.
(TIF) Click here for additional data file.

S2 Fig Nanostring clock gene expression and circadian phase aligned plots. A. Heatmap showing the mesor expression for each clock ohnologue in three tissues. Grey indicates the gene is not expressed. B. Phase aligned plots for the gill. C. Phase aligned plot for the SV. D. Arntl1-Ch10/16 comparison: plot of non-linear regression using a sixth-order centered polynomial to fit the data and compare individual curves. P-value is the result of extra sum-of-squares F test. E. As above for Cry3-Ch12/22.
(TIF) Click here for additional data file.

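S2A Fig shows the mesor of each transcript, whereas the values given here are arithmetic means of signal over the samples of a tissue. Transcripts that S1 Table gives as not expressed still had low values in the table, and they were left out of the tests. Nr1d1-Ch3, named because its mean was the lowest of these in the OT and in the gill, had a mean over 63 samples of 5.11 ± 2.47 (SD) in the OT and 2.19 ± 1.31 in the gill.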

S3 Fig Osmoregulatory capacity during the smoltification experiment. Osmolality (mOsm kg-1) is displayed for fish in freshwater (FW—blue) and seawater (SW—green) (n = 6). This plot show osmoregulatory capacity develops by the two latest timepoints (T5 and T6).
(TIF) Click here for additional data file.

S4 Fig Gene expression of Tsc22d3-Ch3, a positive control gene for DEX treatment. A. Gene expression of Tsc22dd3-Ch3 *in vivo* sea-water stress experiment (RNAseq counts per million (cpm)) and B. *in vitro* dexamethasone treatment (qPCR).
(TIF) Click here for additional data file.

S1 Table Clock genes identified in Atlantic Salmon, orthogroups, duplicates, significances for the circadian, smoltification and seawater challenge experiments. (XLSX) Click here for additional data file.

S2 Table Nanostring codeset design and qPCR primers. (XLSX) Click here for additional data file.

S3 Table Summary of previous studies measuring cortisol in fish. (XLSX) Click here for additional data file.

S4 Table Cortisol source data for Fig 4A. (XLSX) Click here for additional data file.

S5 Table SalmotifDB results—Transcription factor binding site analysis. (XLSX) Click here for additional data file.

S6 Table qPCR source data for Fig 5. (XLSX) Click here for additional data file.

S1 Appendix Evolutionary gene trees for circadian clock genes. (PDF) Click here for additional data file.

S2 Appendix Nanostring circadian profiles for all genes. (PDF) Click here for additional data file.

# Supplementary material for: Diversified regulation of circadian clock gene expression following whole genome duplication
**Source:** PLoS Genet. 2020 Oct 8;16(10):e1009097. doi: 10.1371/journal.pgen.1009097

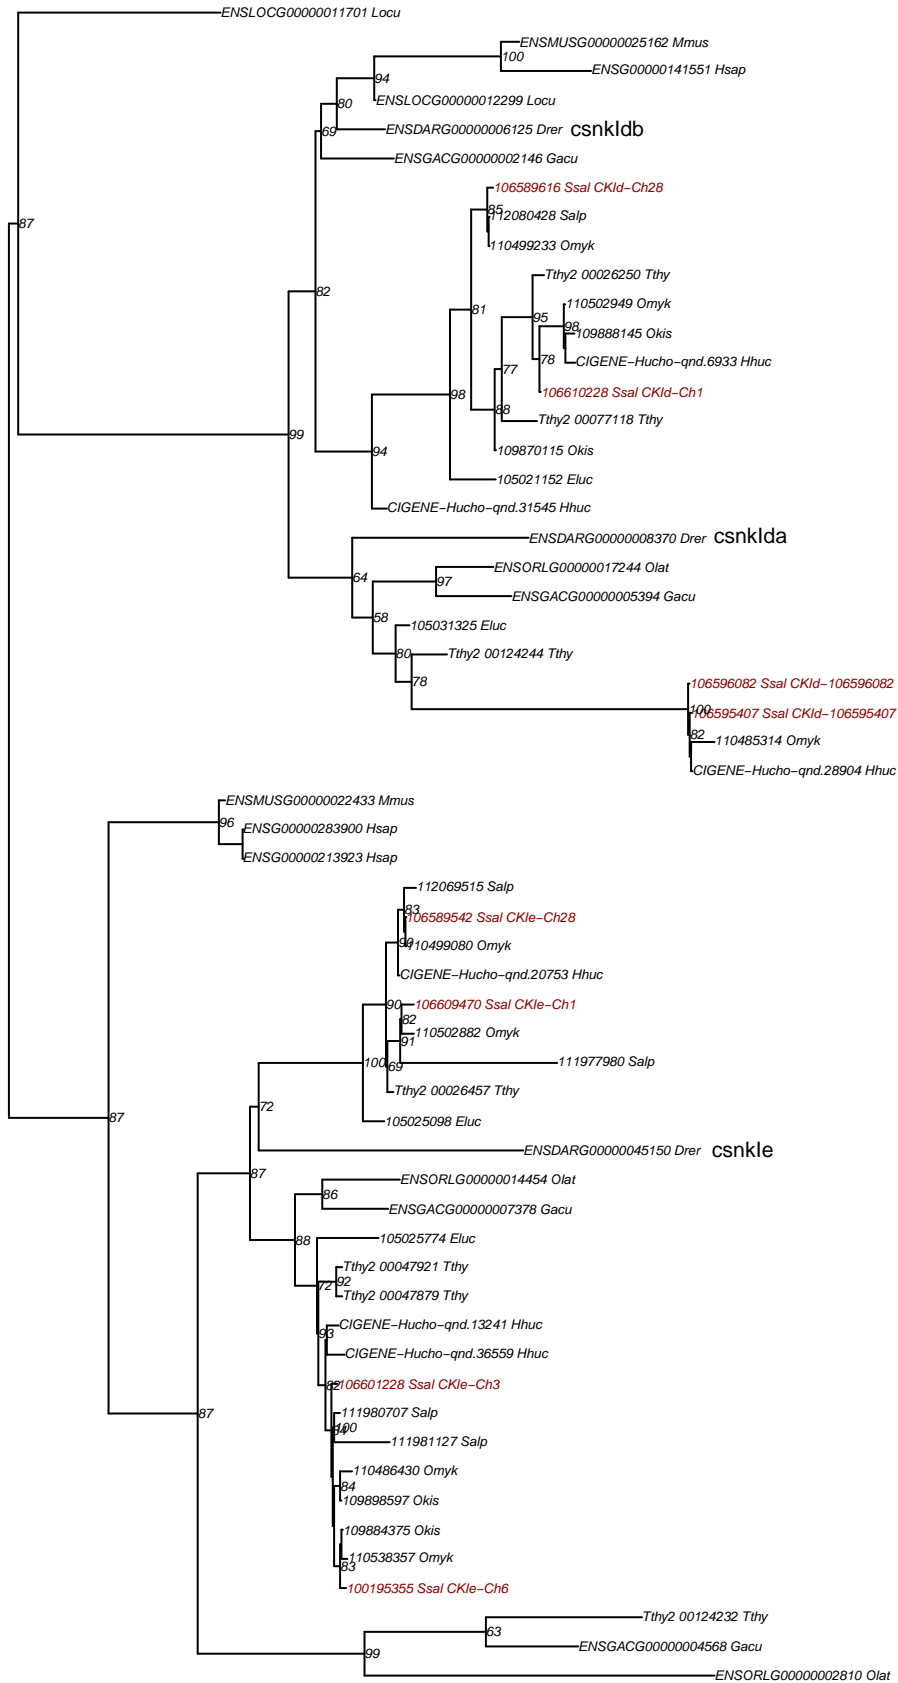

Mmus - Mouse  
Hsap - Human  
Locu - Spotted gar  
Drer - Zebrafish  
Gacu - Stickleback  
Olat - Medaka  
Eluc - Northern pike  
Tthy - Grayling  
Hhuc - Danube salmon  
Salp - Arctic charr  
Okis - Coho salmon  
Omyk - Rainbow trout  
Ssal - Atlantic salmon

# OG1v0000304 CRY

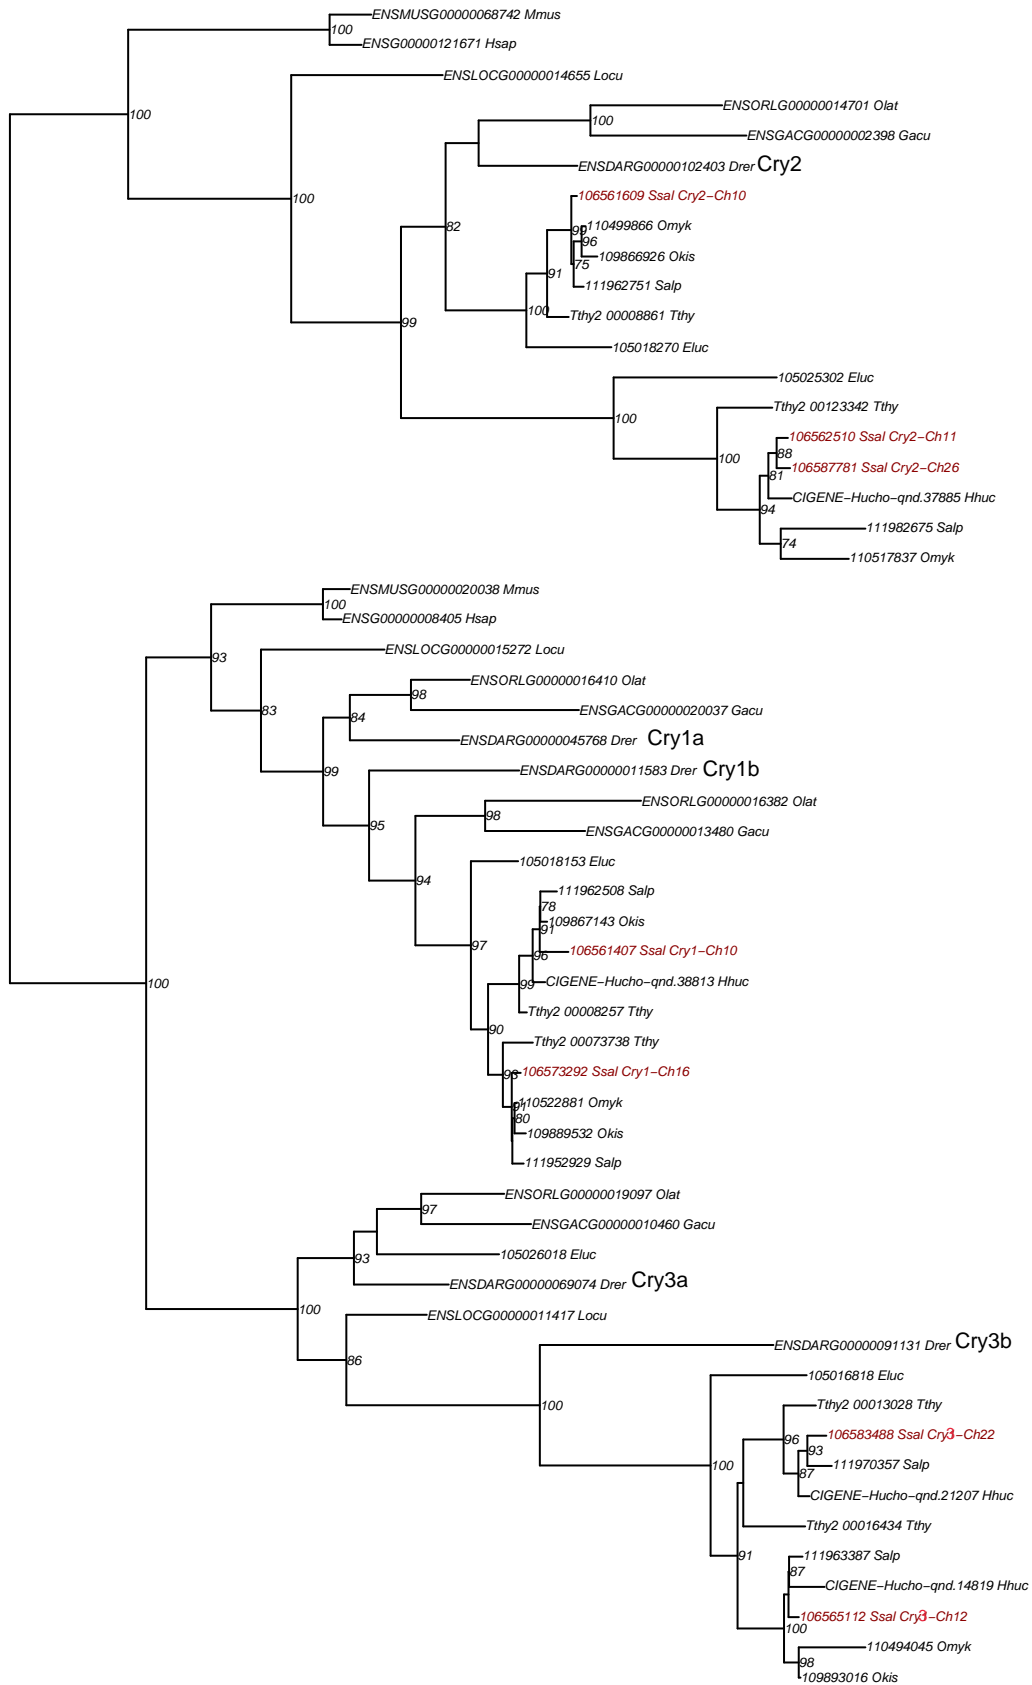

OG1v0000681 CLOCK/NPAS

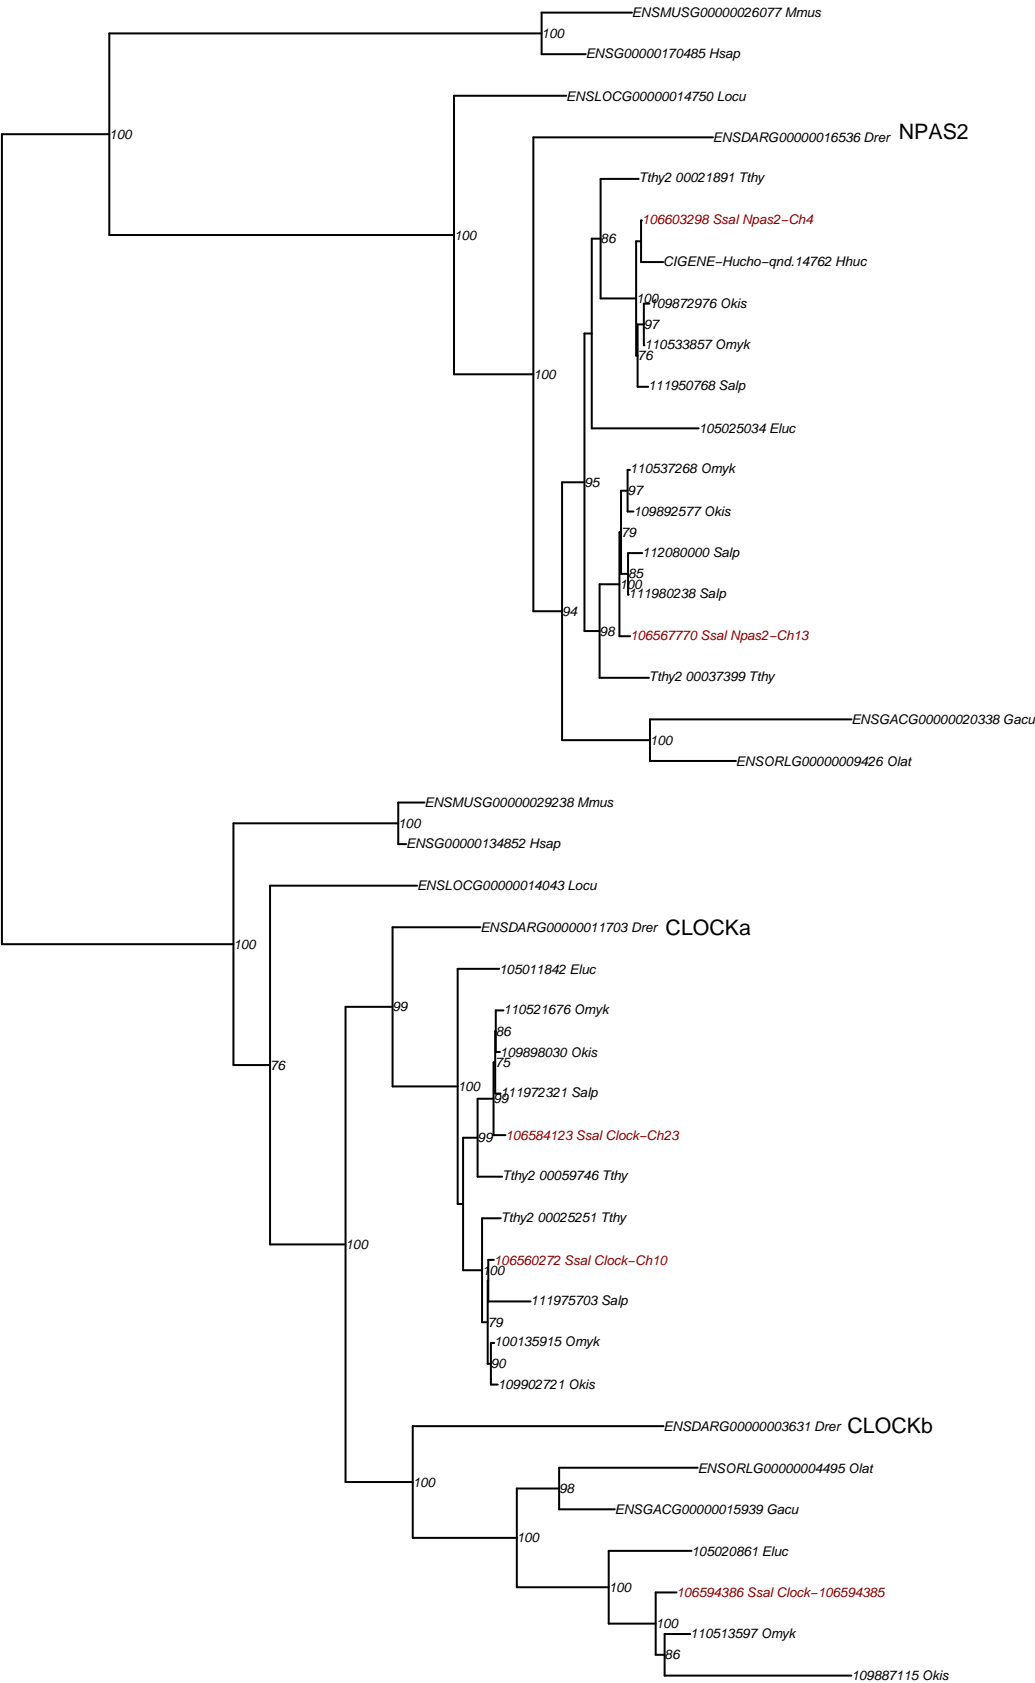

OG1v0001103 TEF

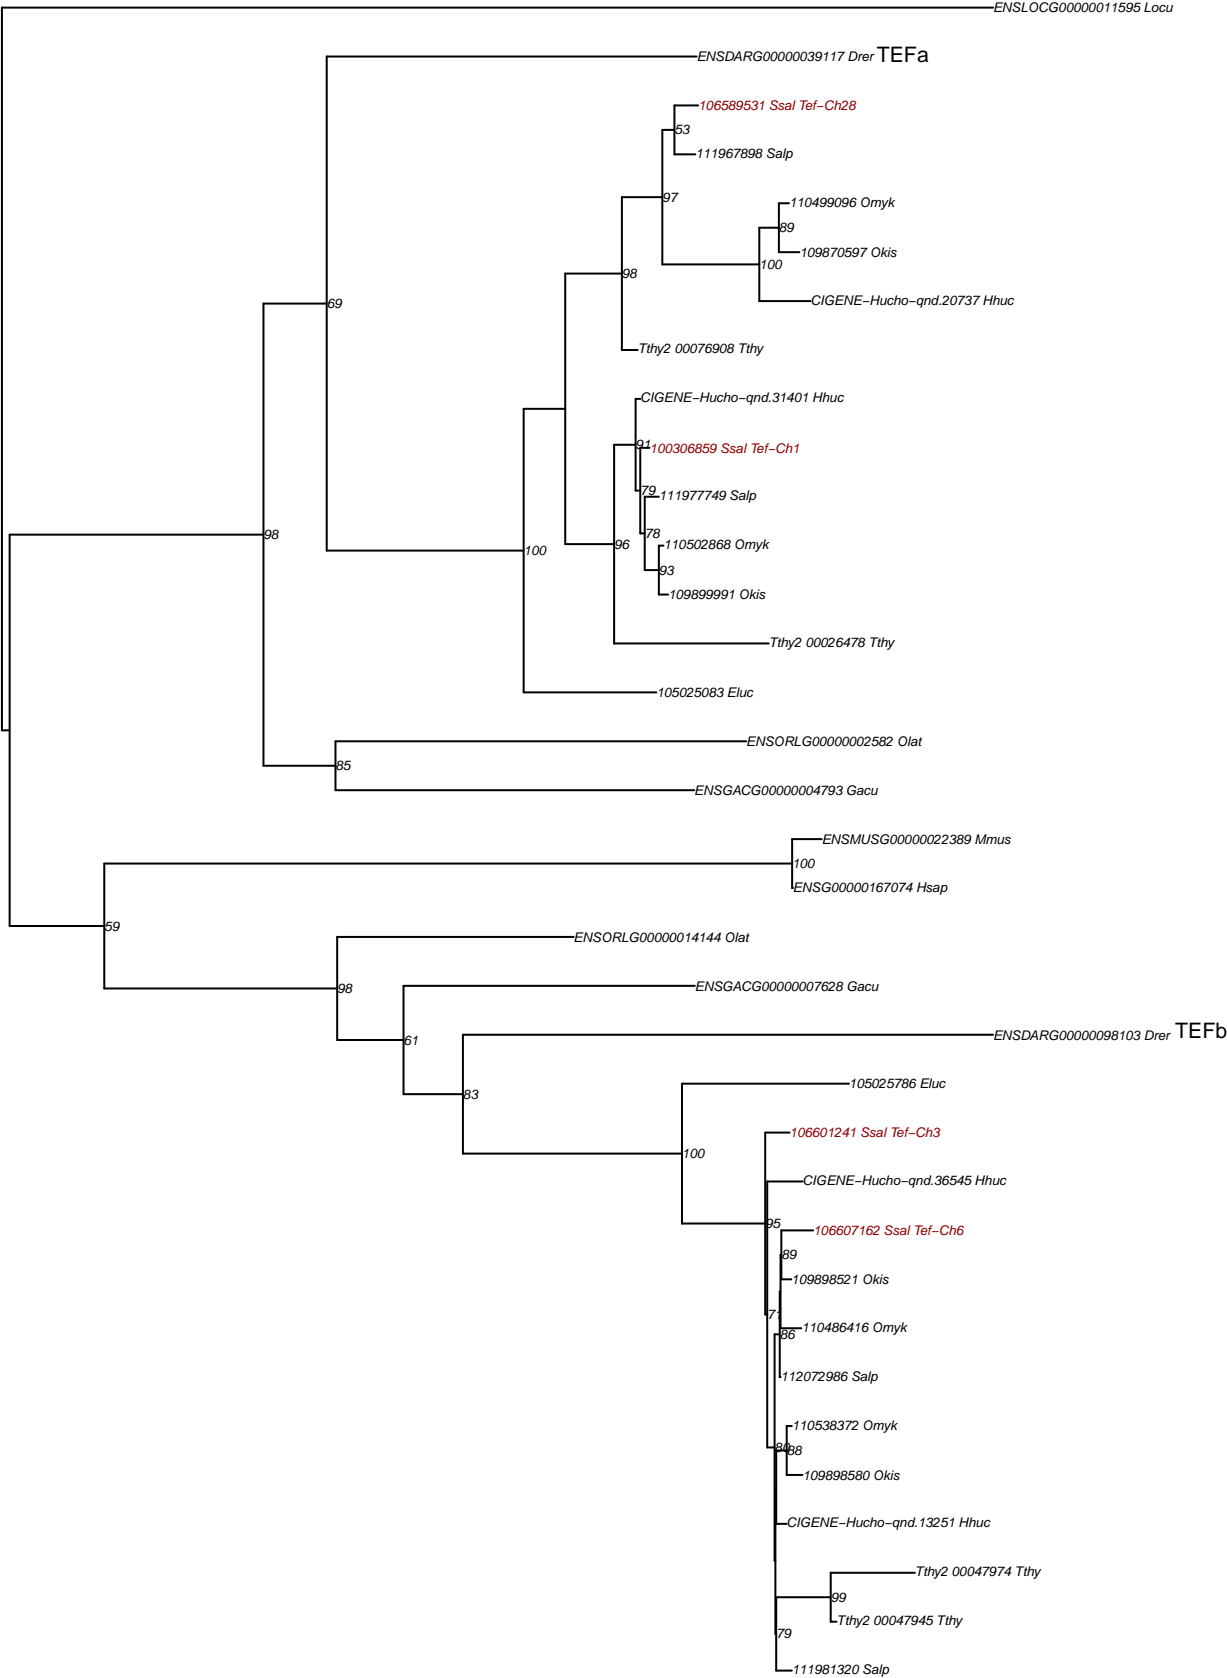

OG1v0001835 DBP

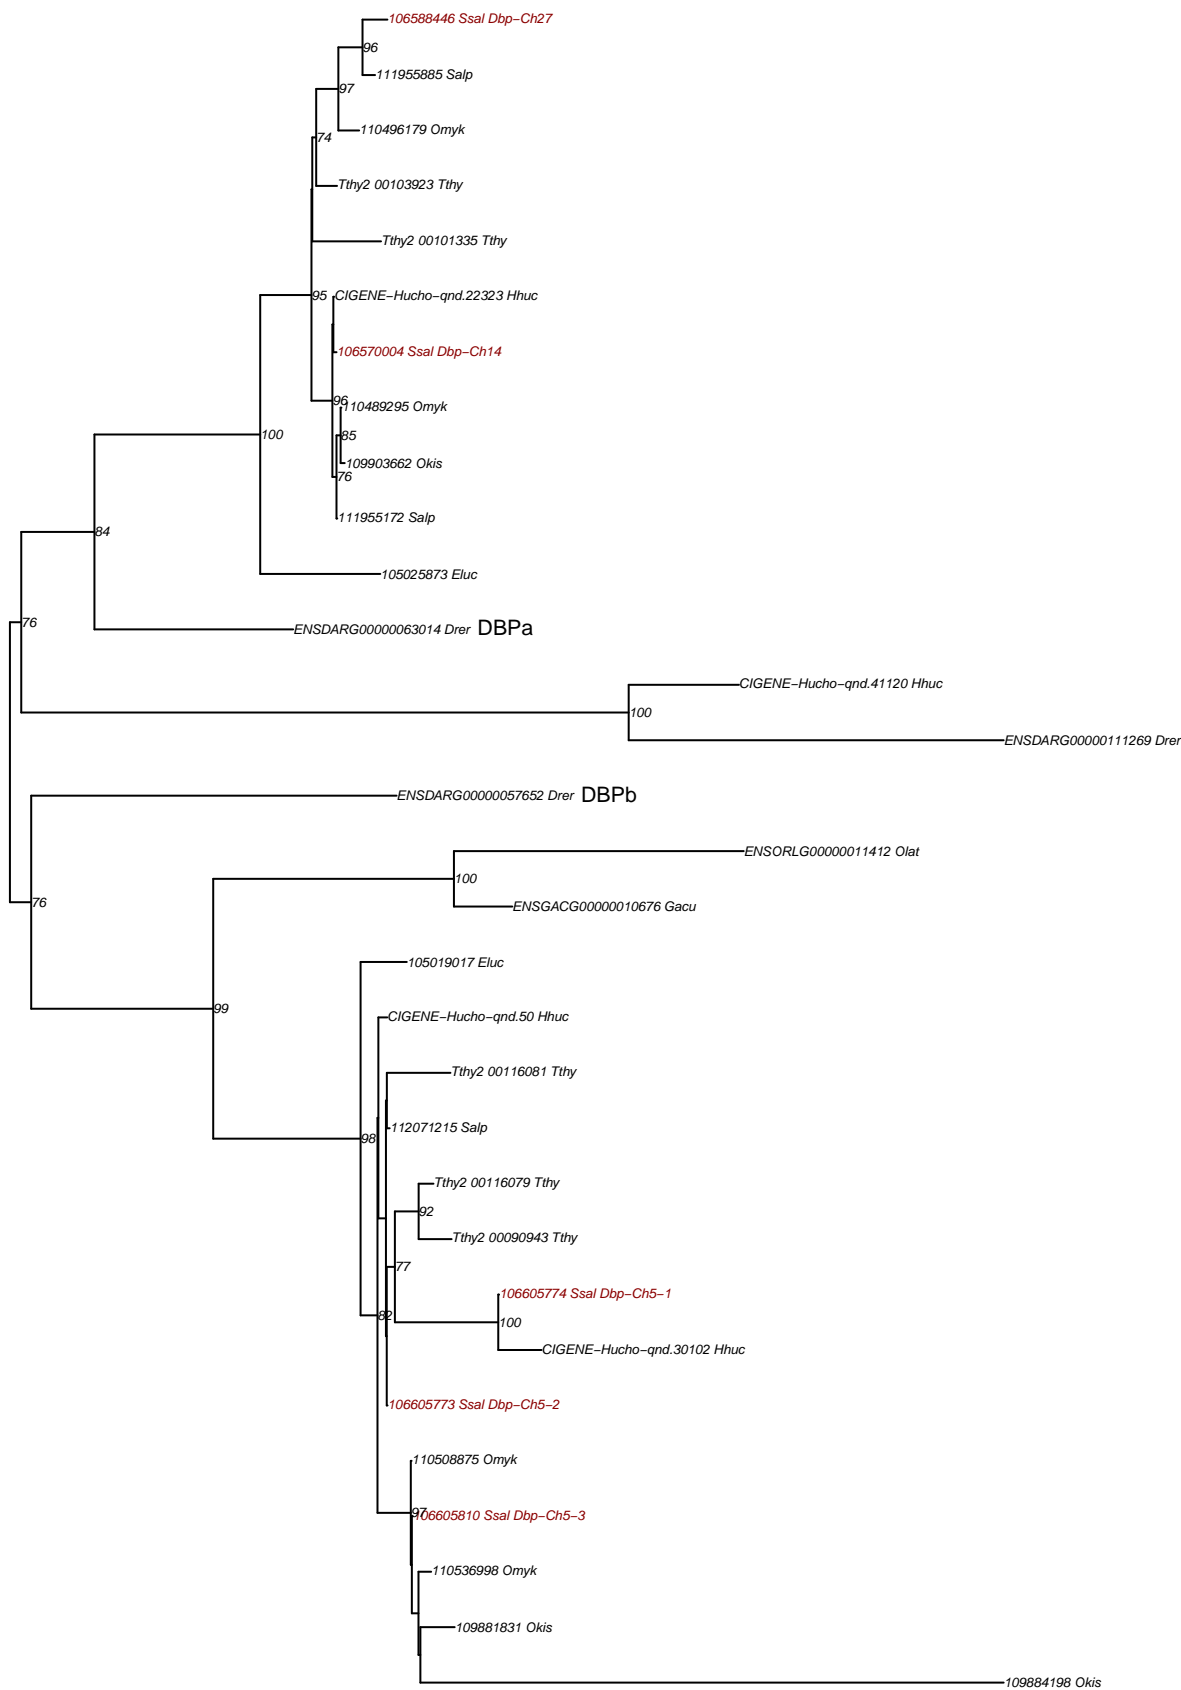

OG1v0002483 PER1

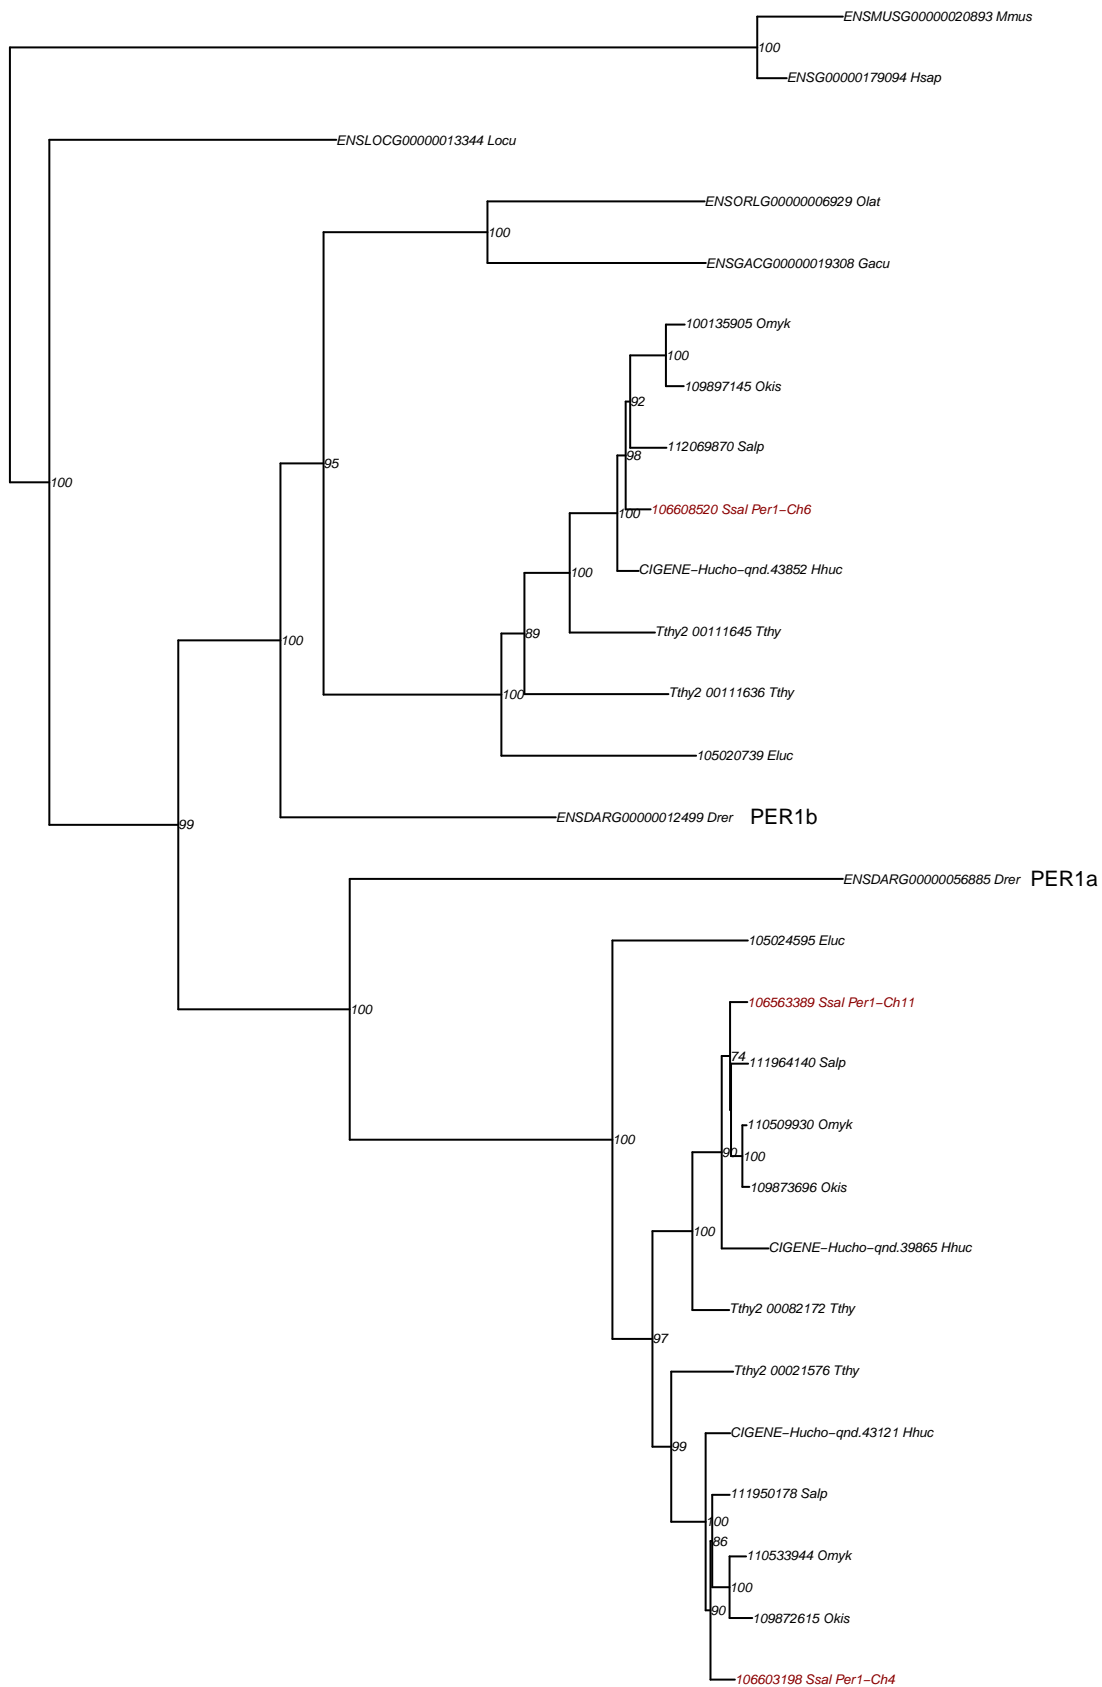

OG1v0002849 ARNTL1

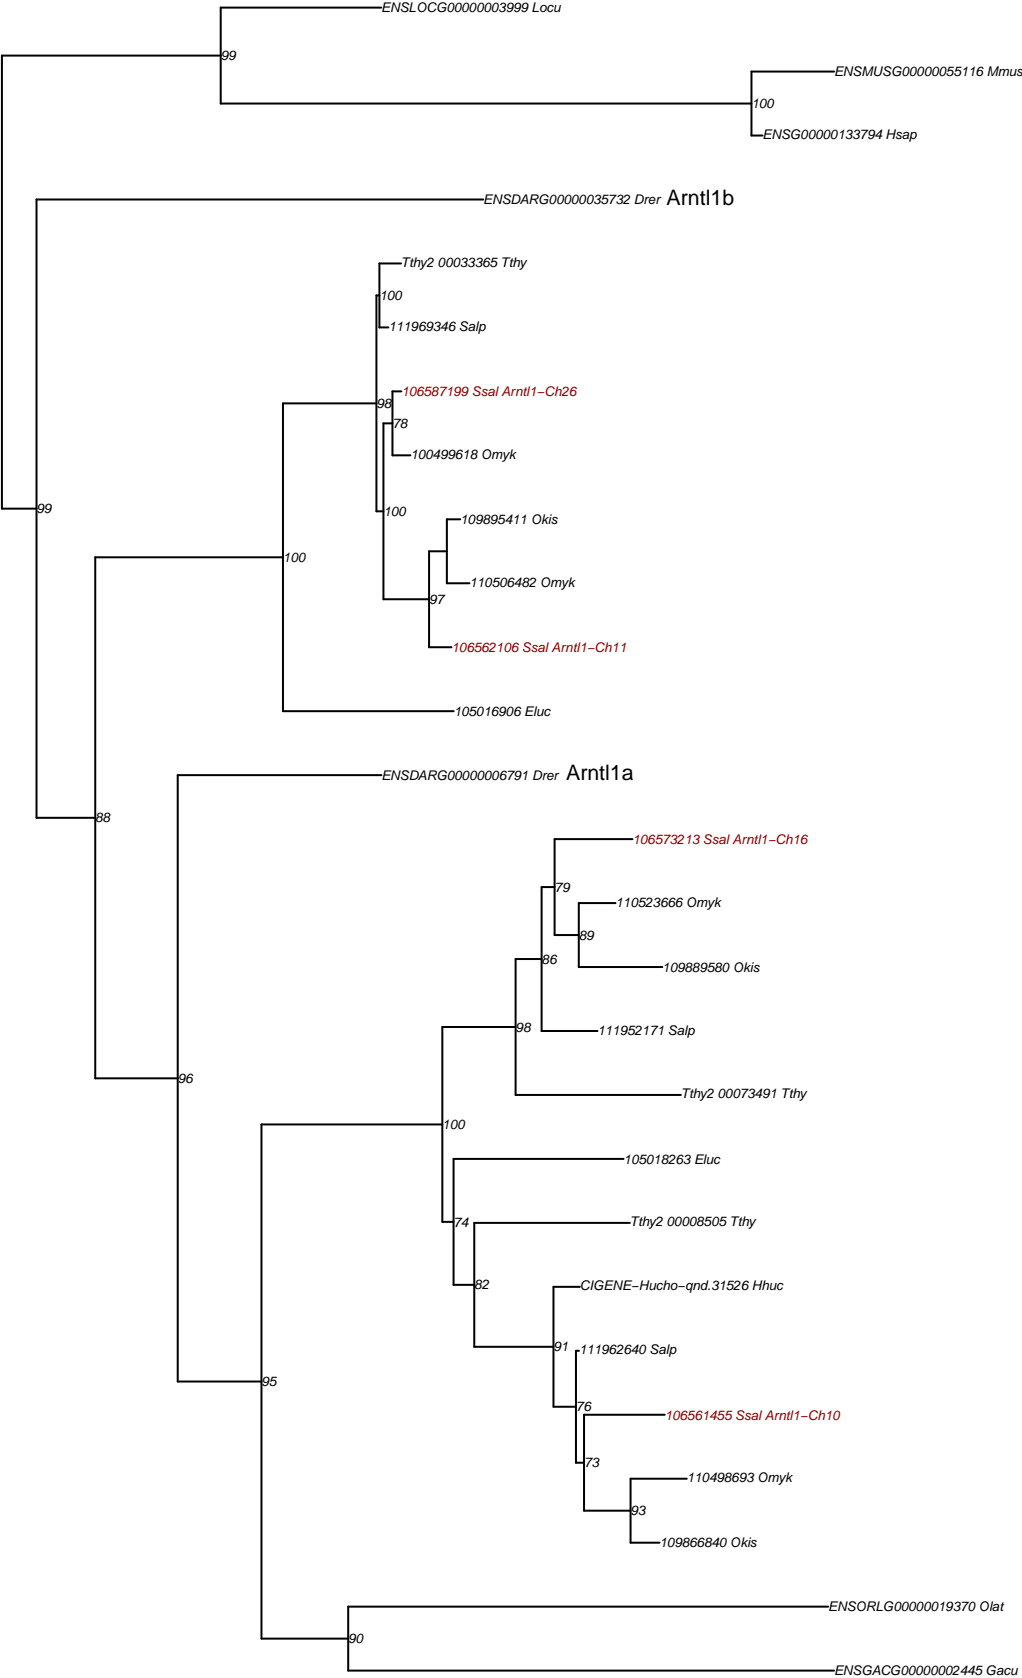

OG1v0003243 HLF

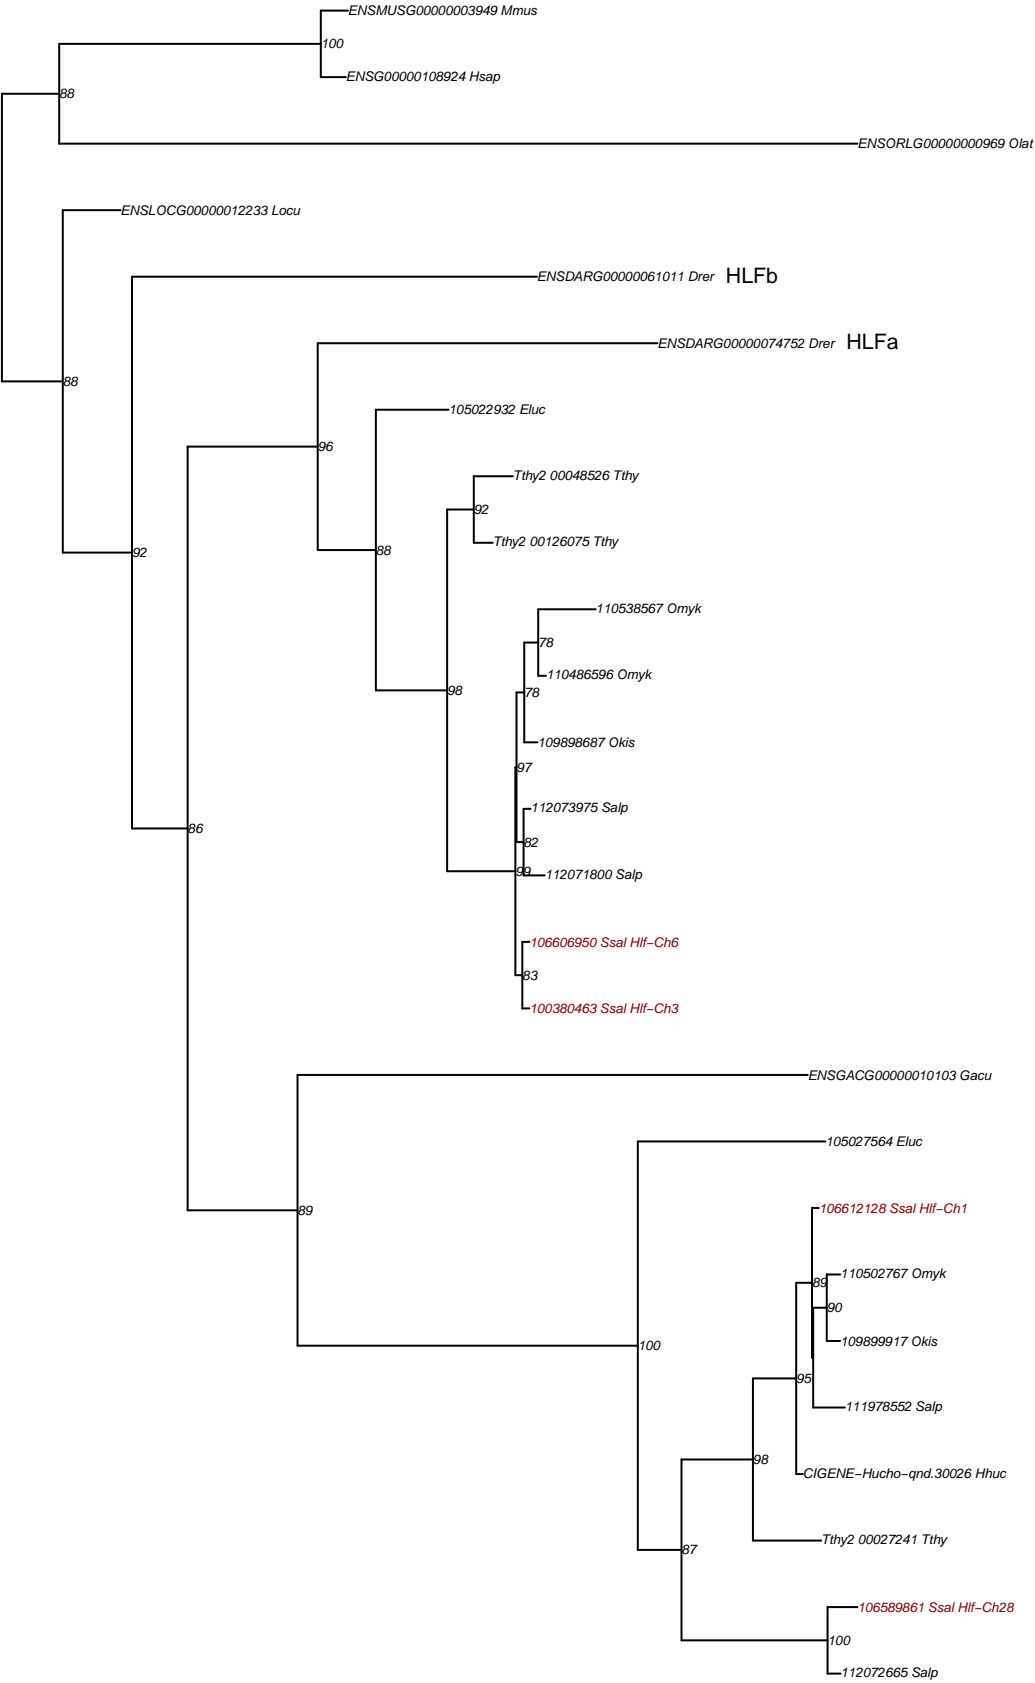

OG1v0003721 RORA

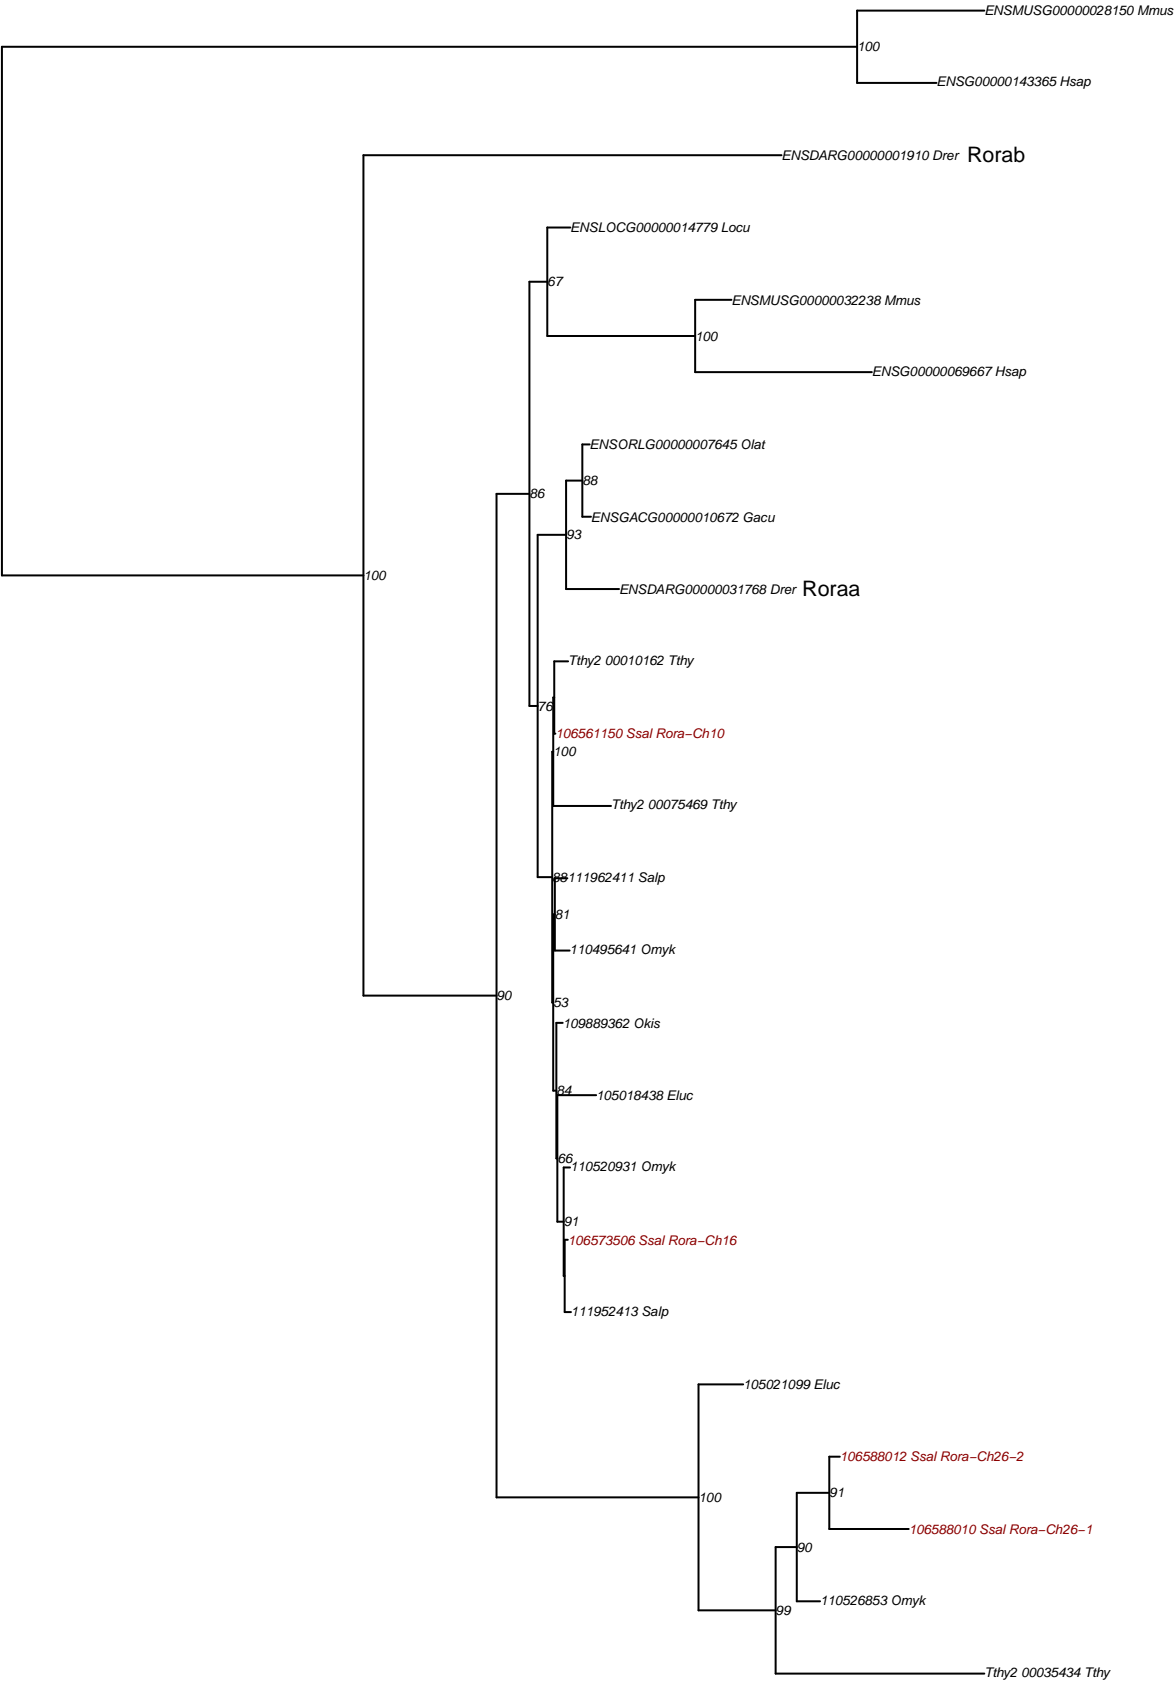

OG1v0003904 PER2

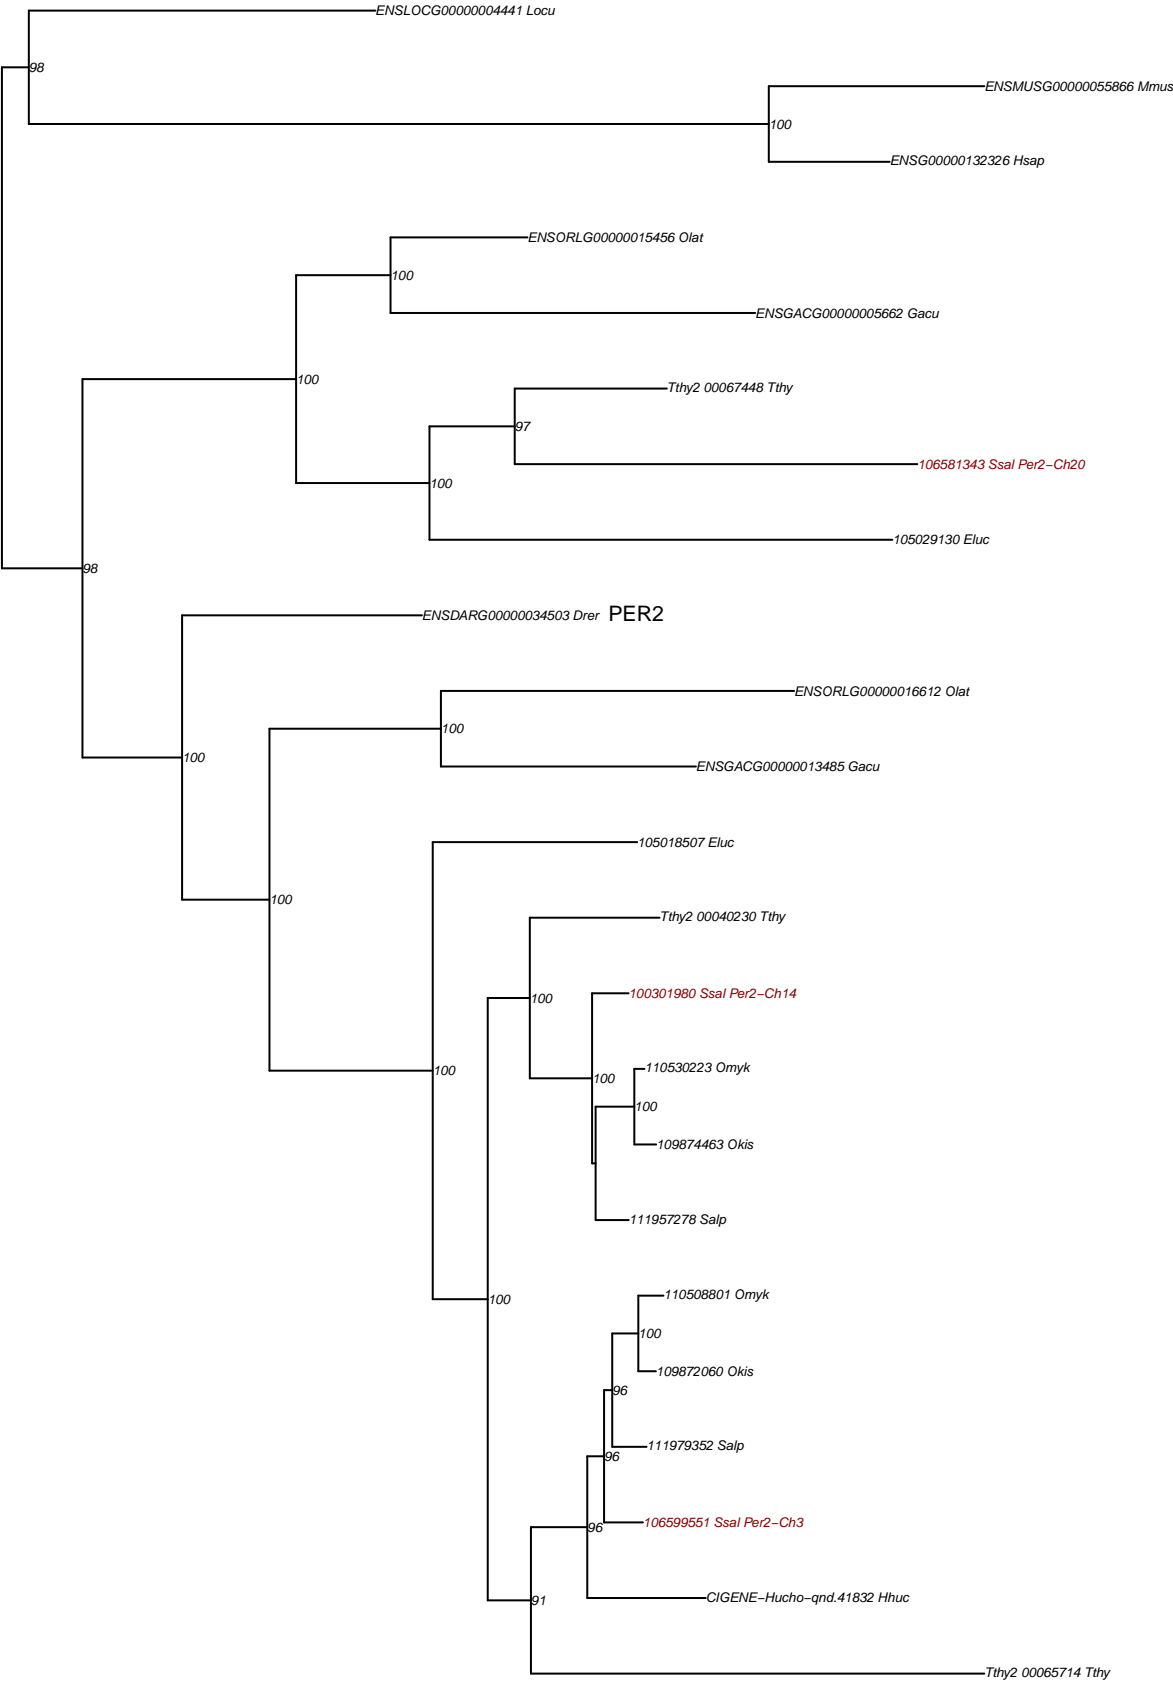

## OG1v0007203 NR1D2b

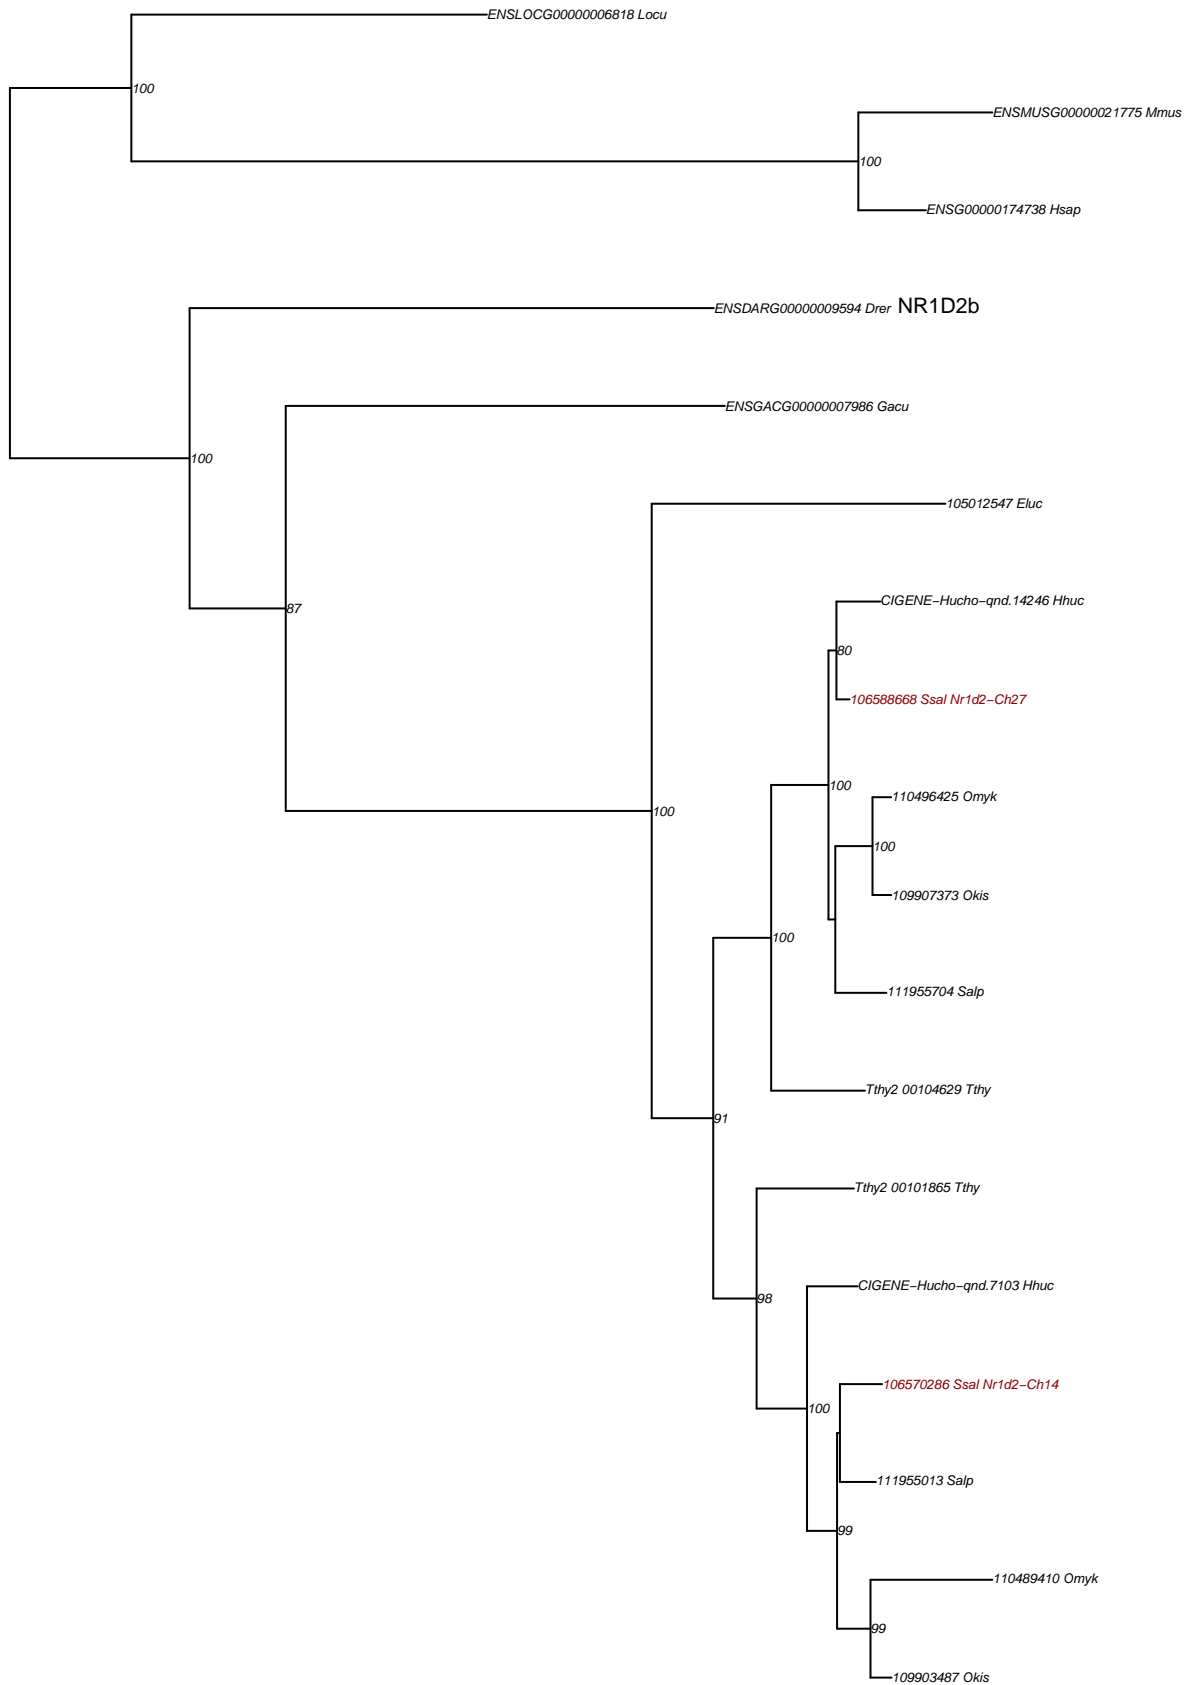

OG1v0007372 RORB

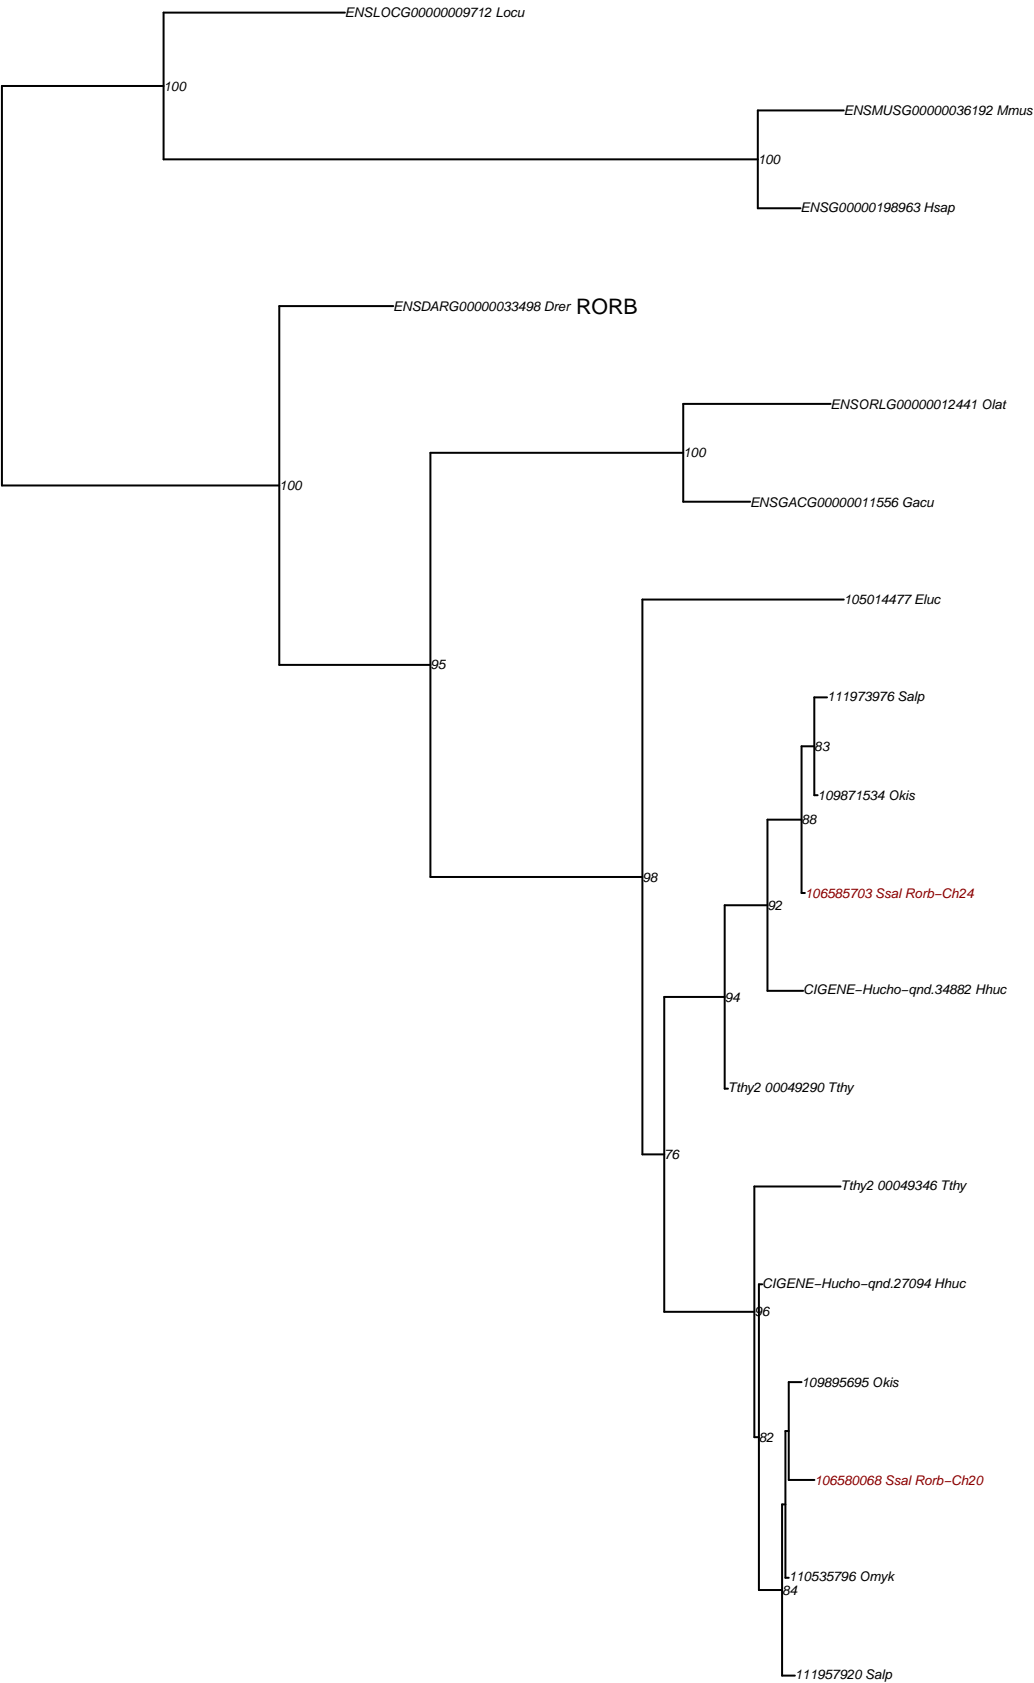

OG1v0007602 CIART

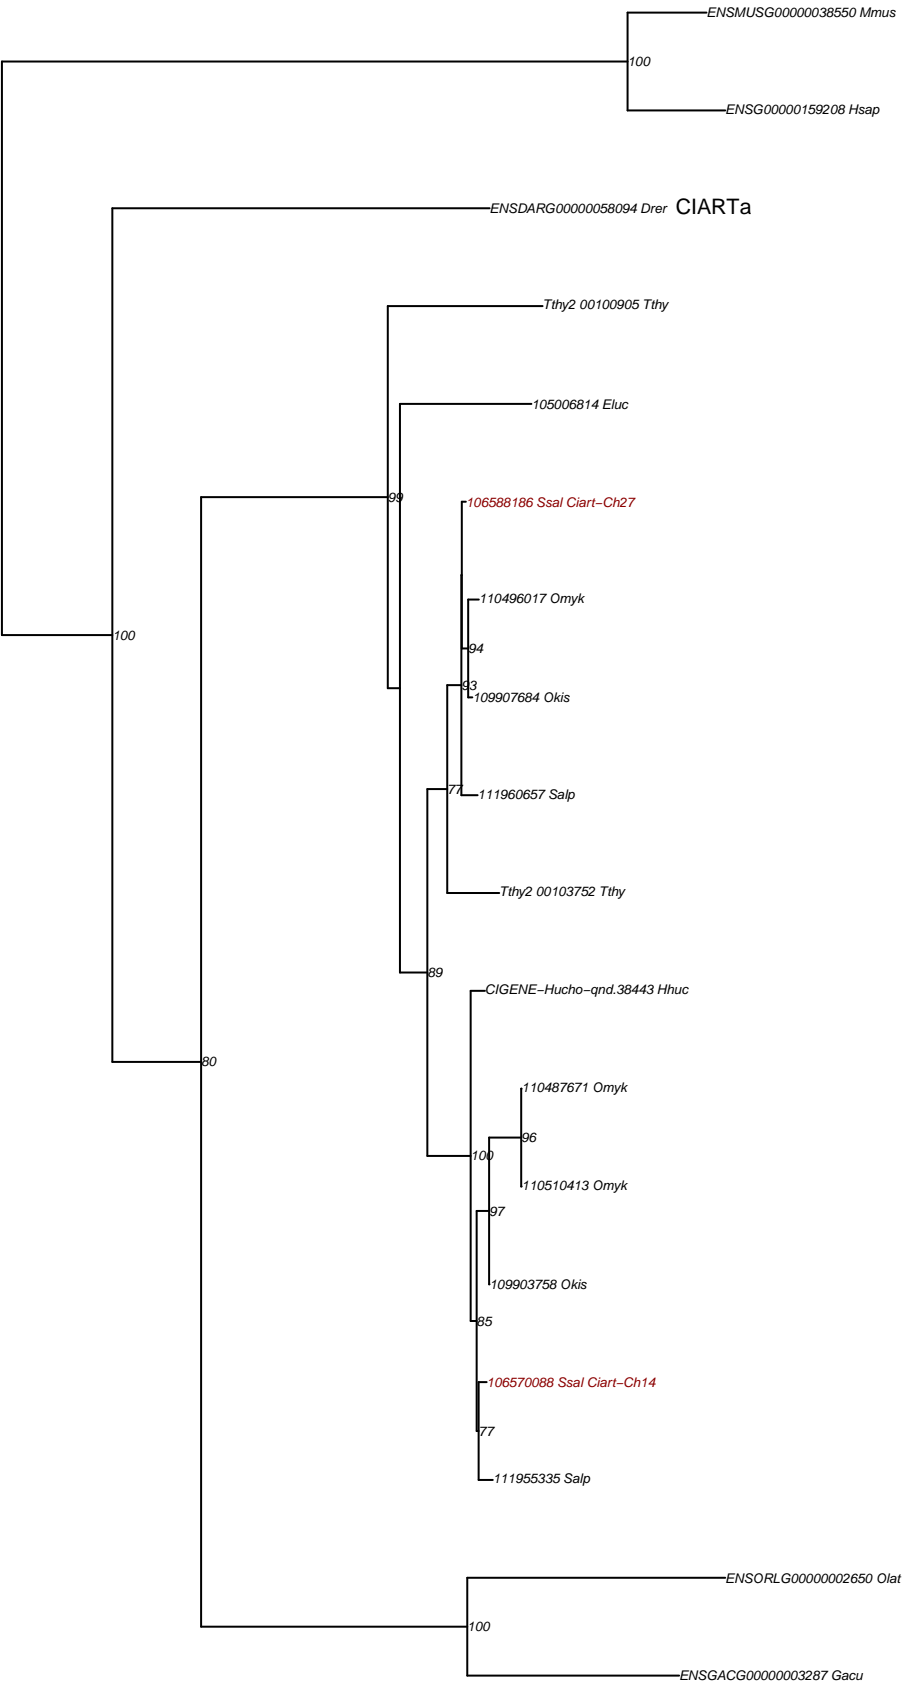

OG1v0010710 NR1D2a

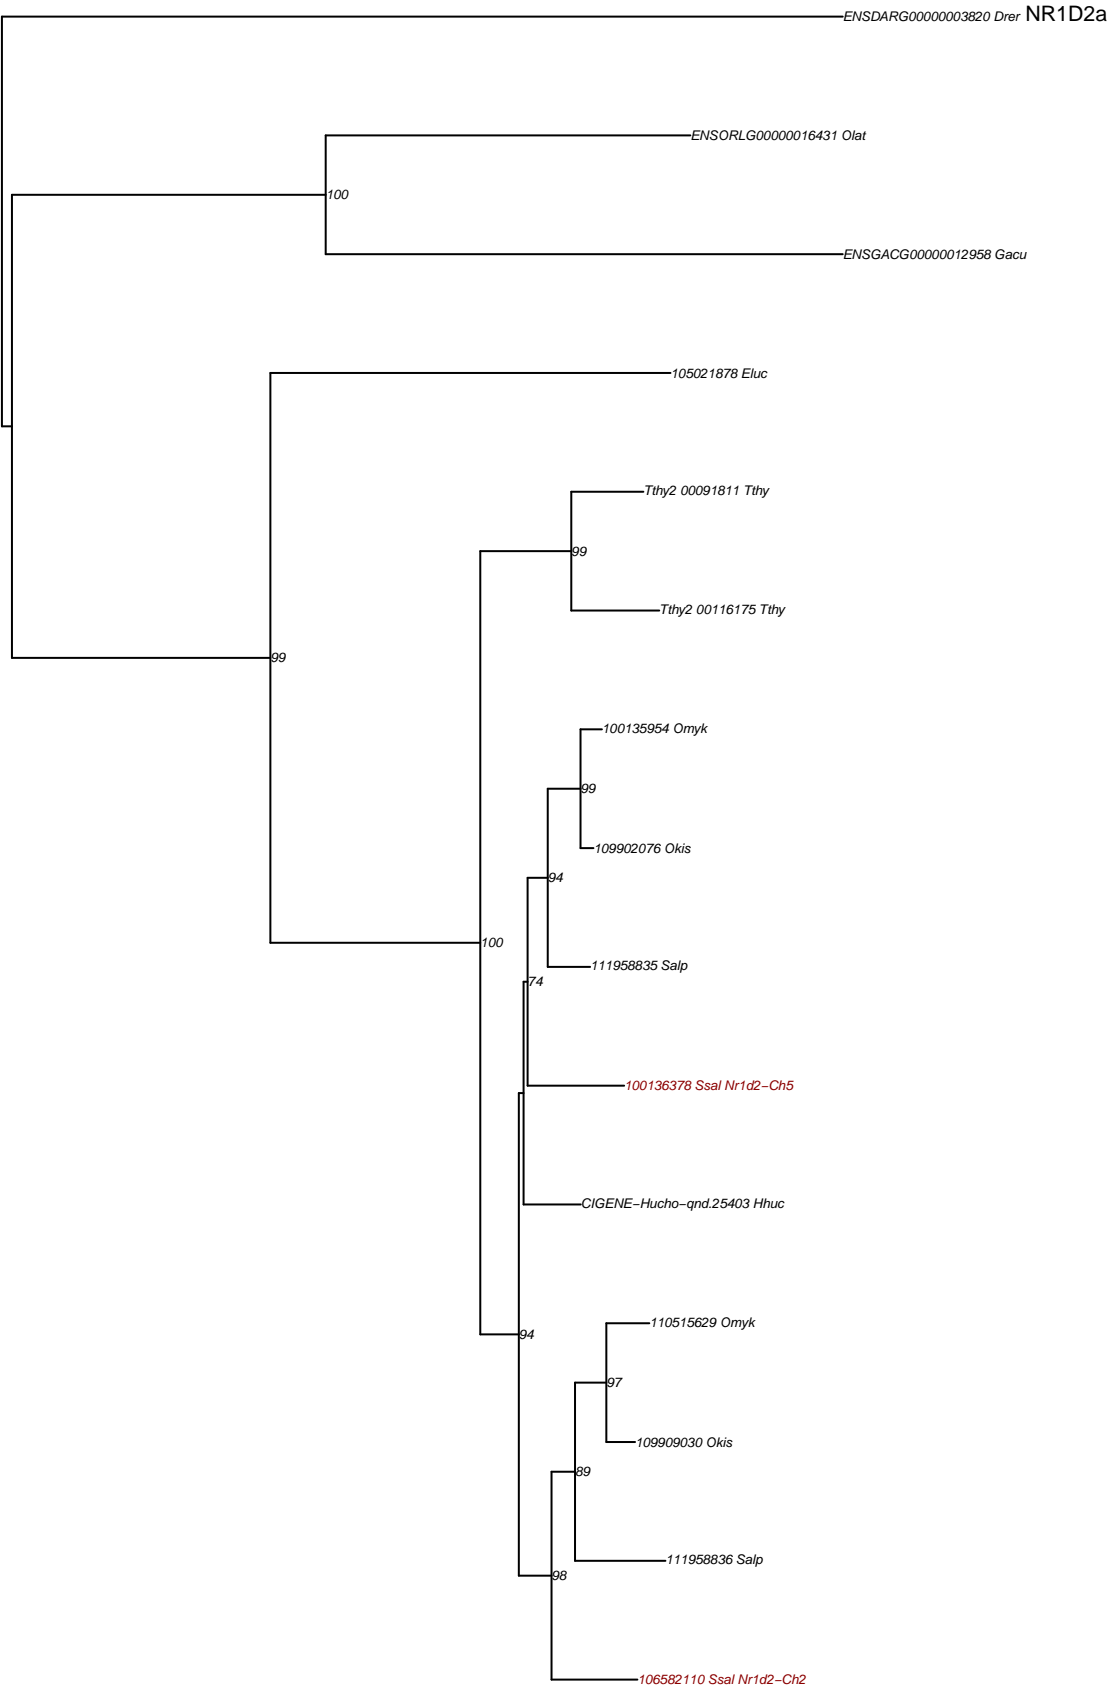

OG1v0011513 NR1D1

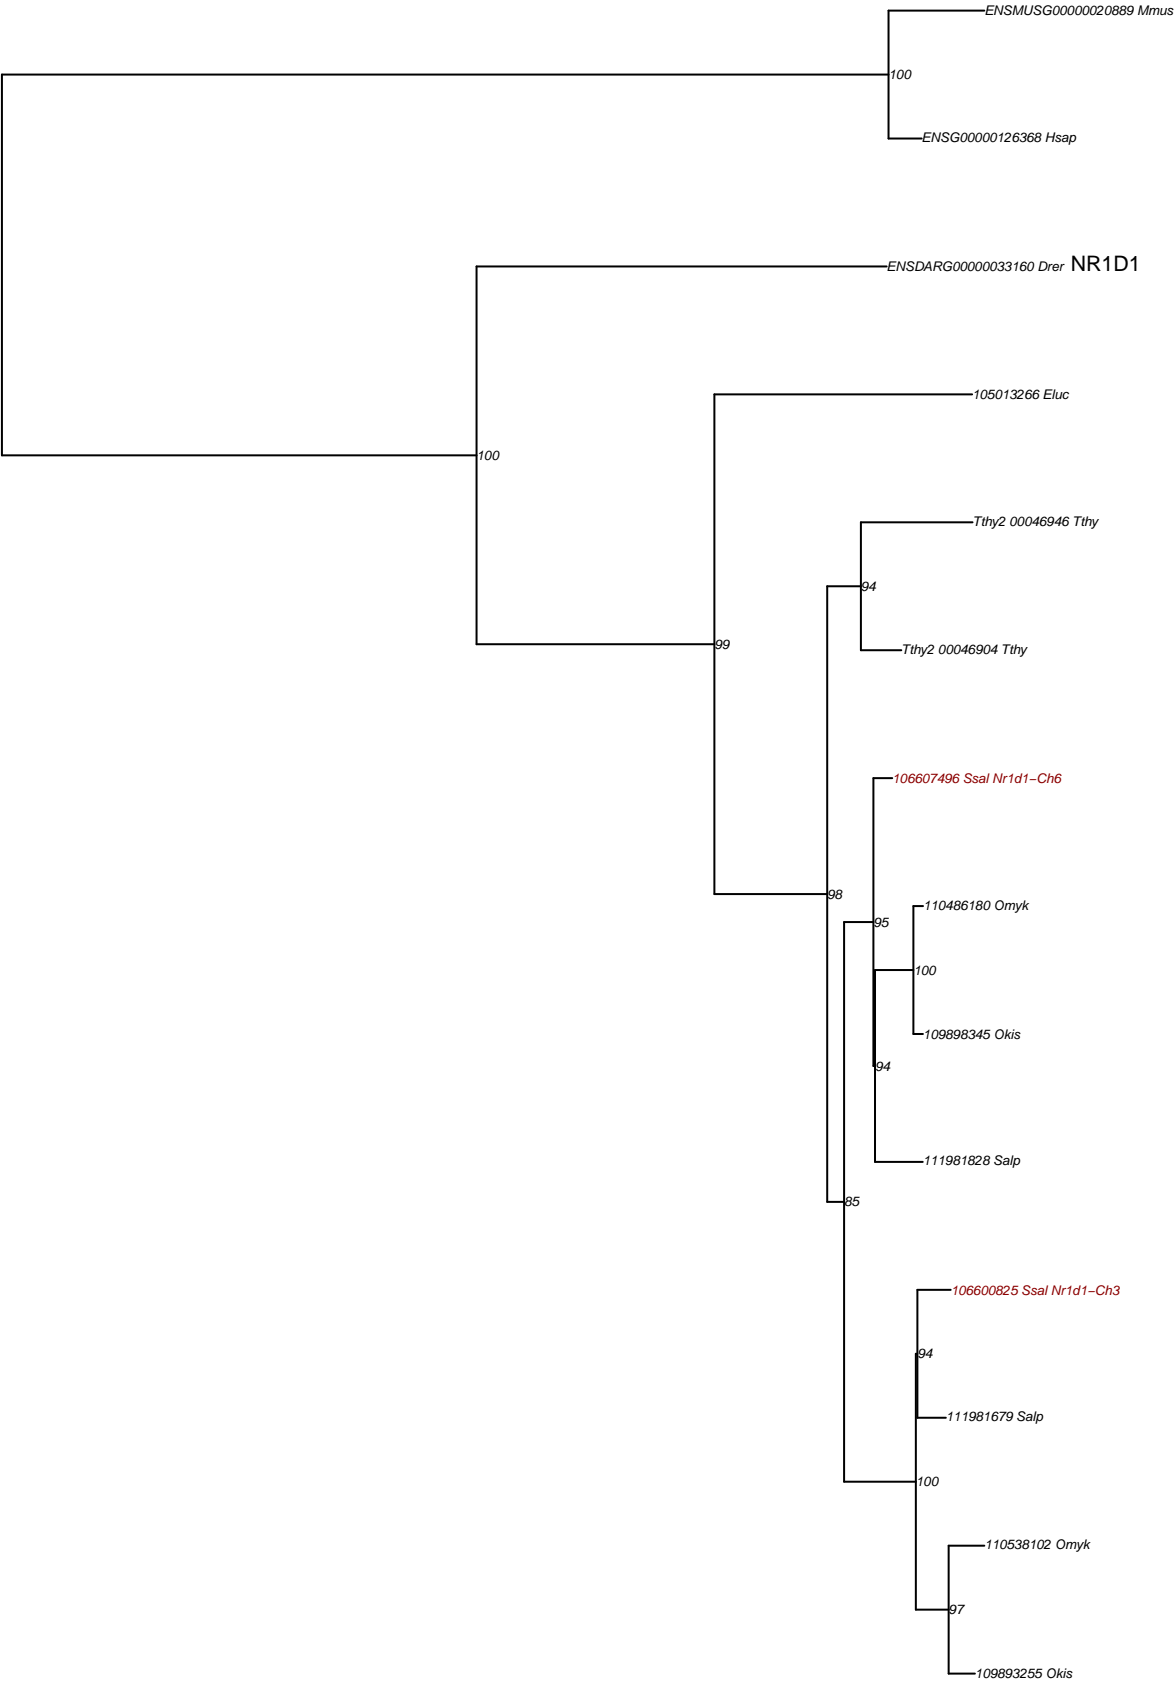

OG1v0013005 RORC

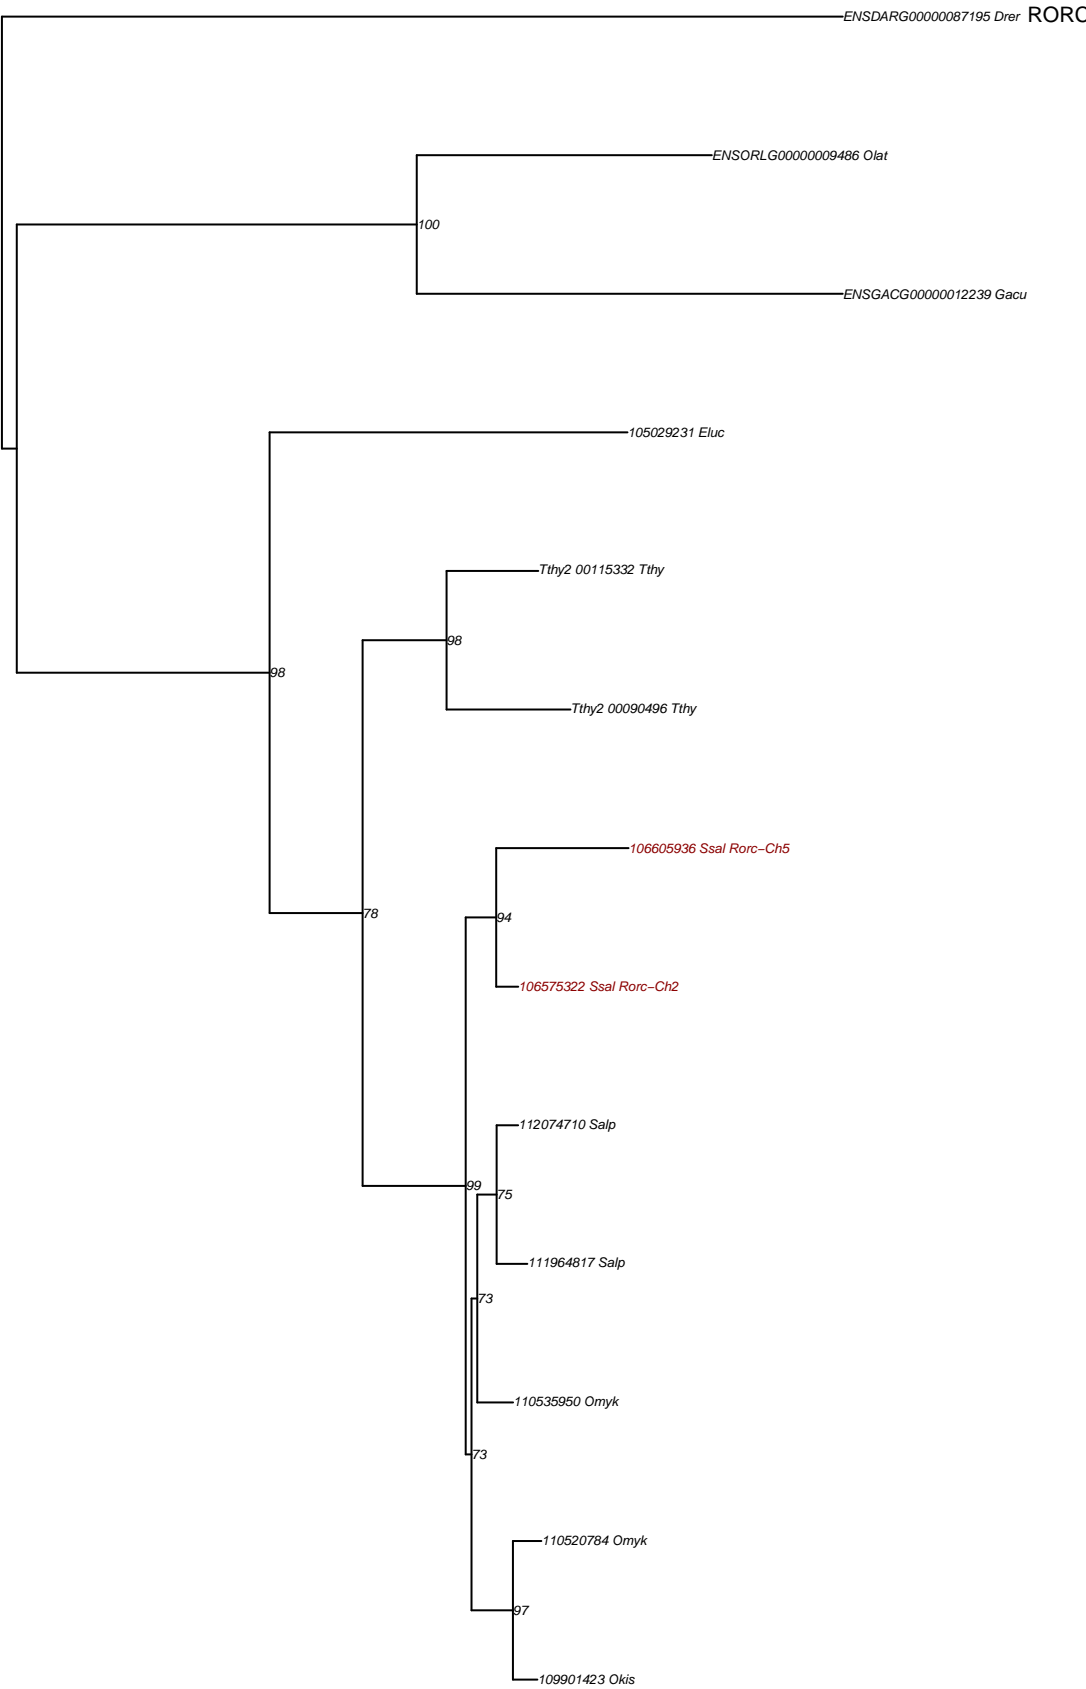

OG1v0015055 CRY

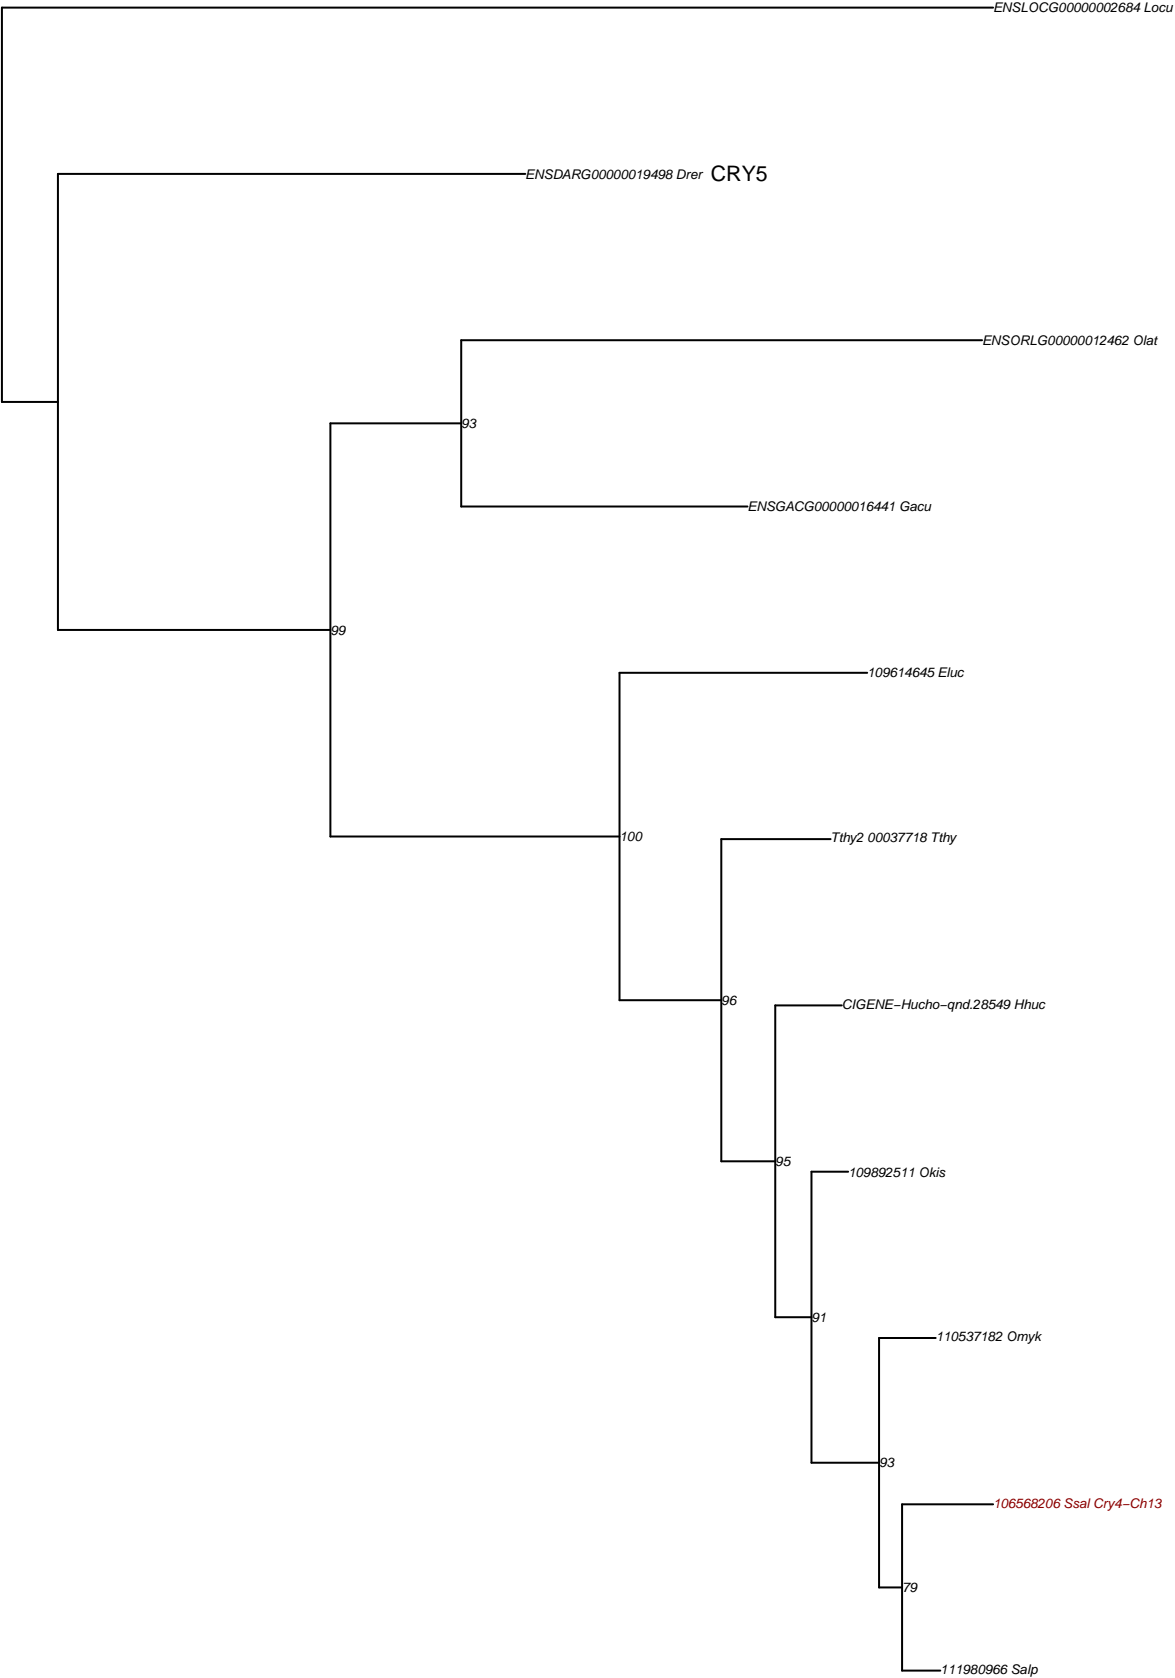

OG1v0016141 PER3

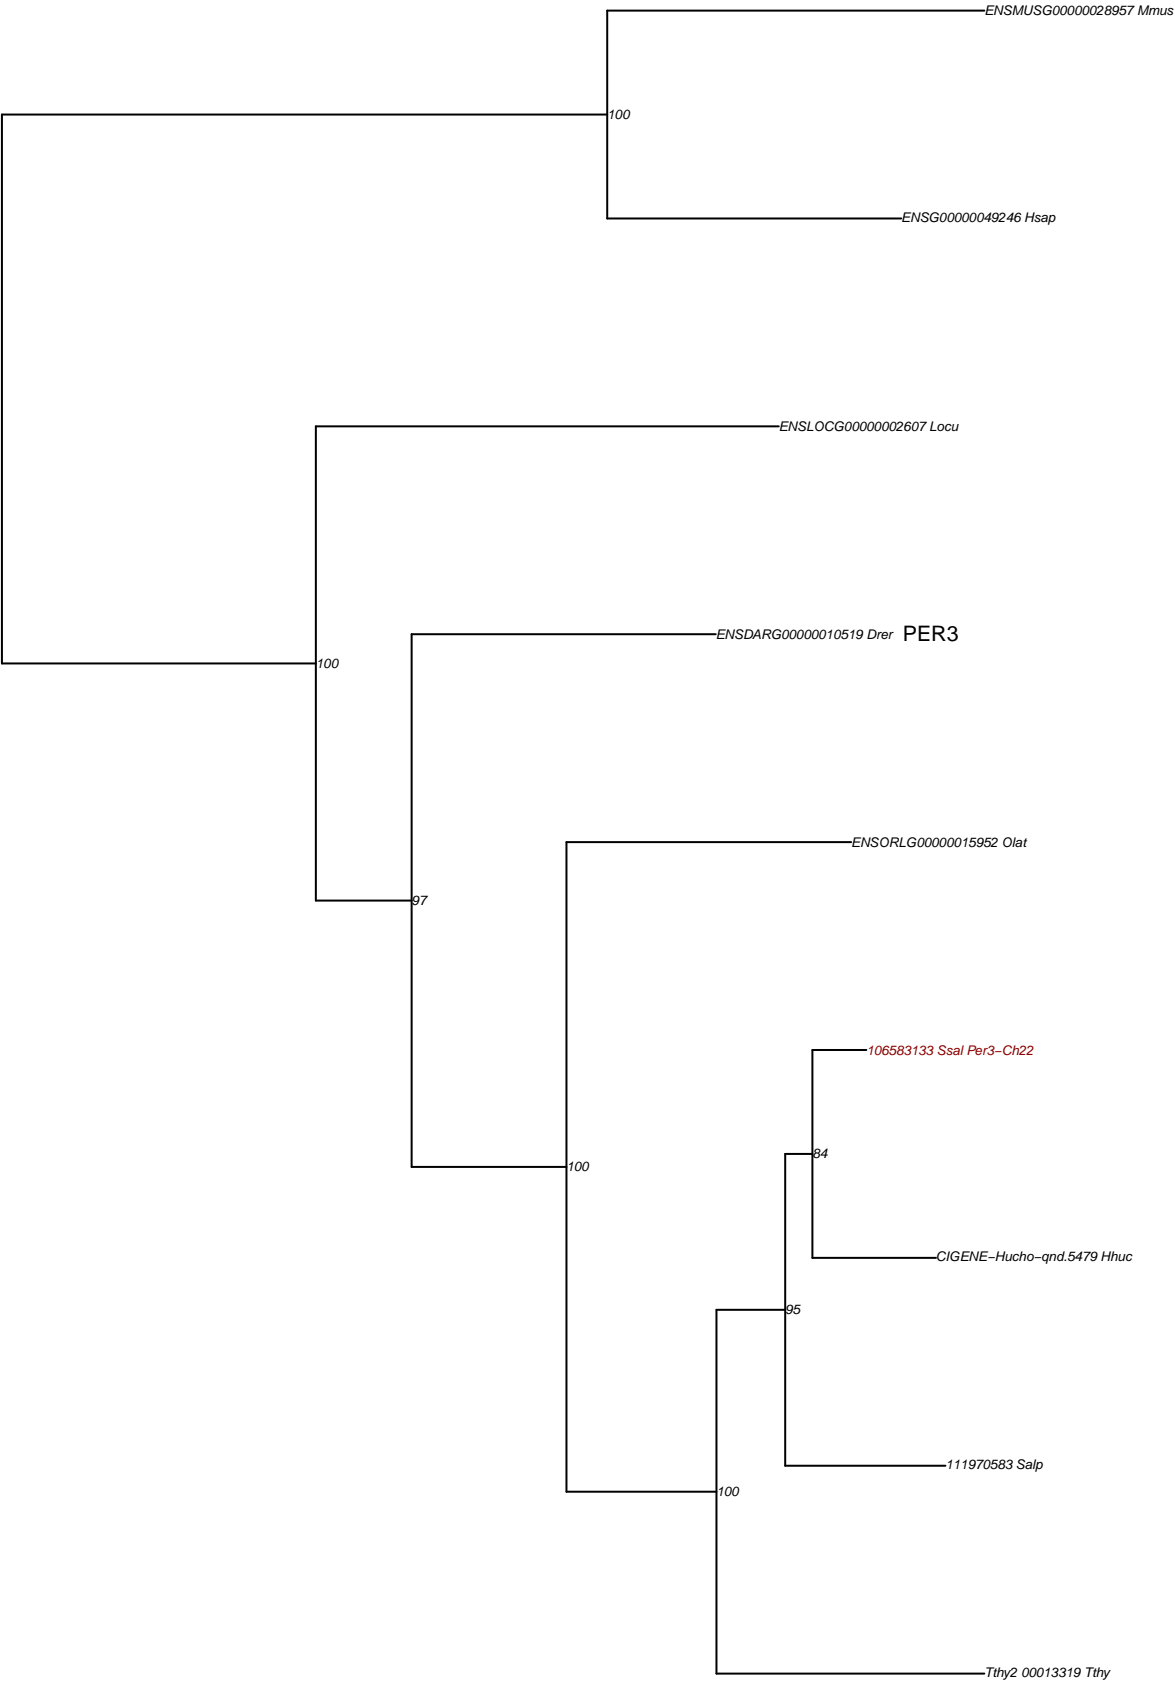

**Supplement:** S1 Appendix

How the deposited data were processed for this re-analysis (not part of the article)

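RNA of 64 Atlantic salmon was measured with a NanoString CodeSet in the optic tectum (OT), the saccus vasculosus (SV) and the gill, with 63 samples per tissue. The signal values were made by the authors, who normalised the counts of barcodes to the spike-in positive controls in nSolver before the values were deposited, per the methods of the paper. The spike-in served to normalise across samples and runs. The paper's text does not name a background subtraction or say whether the tissues were normalised together. Raw counts are not used here. The values of each sample above 1, the lowest in the table, are whole multiples of 1 step in 189 of 189 samples (tolerance 0.0051, plus rounding that grows with the value). The step is the factor by which normalisation scaled a sample, and the number of steps in a sample is its depth. The median number of steps per sample was 34579 in the OT, 12733 in the SV and 8575 in the gill, and 38 values in 24 samples equal 1, none of them of a tested transcript. A transcript near 20 steps carries counting error of its own, which the spread between fish includes. The table has 48 entries and 819 blank cells. An entry for Per1-Ch6 is absent in the OT and SV, and the SV has entries named CKIe-Ch1 and CKIe-Ch28 where S1 Table lists CKIe-Ch3 and CKIe-Ch6. Entries were used under the names they carry. Of 61 gene identifiers in S1 Table, 59 matched the annotation of Ssal_v3.1, which was used for names only.

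Samples were grouped by tissue, light condition and time point as the paper groups them, with 3 fish at each. The labels give CT1 and CT5 of the first arm as LL, and the paper's methods count them as the end of the diel series, which was followed here. Values were transformed as log2 of signal plus 1. Transcripts that S1 Table gives as not expressed in a tissue were left out, which leaves 41 in the OT, 38 in the SV and 40 in the gill. Rhythms were tested with JTK_CYCLE, written for this purpose in Python because the R package was not used here. Periods were 20 and 24 h, with Bonferroni adjustment over 11 curves per gene and a threshold of 0.05. The null distribution of its statistic was computed exactly for time points that all differ in rank, and p-values from it are called exact. For curves with equal points, as used here, they are not exact and tend to be too large. There is no adjustment over genes, as in the paper. The amplitude and peak are those of a 24 h cosinor on log2 values.

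The form of the JTK_CYCLE curves was not fixed by the paper's text. The form used gives equal points of a curve equal rank and shifts curves by whole sampling intervals, and it was written before any comparison with S1 Table. After that, 39 runs with 37 versions of the curves were scored by how many of 192 entries in S1 Table they matched, of which 16 were scored after the search had been closed. These versions include order by floating-point rounding, pi rounded to 4 decimals with whole intervals, and the same with fractions of an interval, which matched 192 entries against 132 for the form used (tolerance 0.001, relative). Because that version was found by its match to the paper, it is reported only as an alternative chosen after seeing the data.

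Differences in diel amplitude between tissues, in the log2 ratio of the members of an Ss4R pair between tissues, and in level between LL and DD were tested by permuting labels within time points (100000 resamples, two-sided) with Benjamini-Hochberg adjustment and a threshold of 0.05. At CT1 and CT5, where there are 400 ways to permute, the test is exact and its smallest p is 0.005. Profiles of pairs were compared by the paper's own test, an extra sum-of-squares F test of sixth-order centred polynomials on values divided by the gene's mean, at p under 0.01, over 13 time points and 39 samples in each series. Fish were not a block in the tests, since the paper names no pairing, and a replicate block by fish was run as an alternative. The labels give the same fish for the tissues, which pairs the samples. Deviations of a fish from its time point mean had a median correlation over genes of 0.107 between OT and SV (62 fish, 37 genes), 0.122 between OT and gill (62 fish, 39 genes) and 0.0866 between SV and gill (63 fish, 36 genes), values across genes that are not independent replicates. The tests, samples, alternatives and the rule for naming genes were chosen before the data were examined, apart from the versions of the JTK_CYCLE curves and the tests of low signal and of scatter between fish in the gill. In these, counts of the OT were thinned at random to the level of each gene in the gill, with background drawn from 6 transcripts not expressed there (20 draws), and residuals of each tissue were resampled around a shared amplitude (20000 resamples). The rule names every gene the paper names for this experiment, the 5 rhythmic genes with the largest amplitude in each tissue, every gene rhythmic in more than 1 tissue or rhythmic in constant conditions in the SV or gill, every pair that differs, the 3 genes with the largest difference between LL and DD in each tissue, the 3 pairs with the largest difference between tissues, and every gene whose call differs from S1 Table. The results of some transcripts are not reported here, and those that were tested stay in the counts.

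The alternatives were adjustment over genes, other sets of periods, 6 time points in the diel series, CT1 to CT29 in the constant series, a cosinor permutation test, a minimum mean of 20, all entries of the table, a pseudocount of 10, scaling of each sample by the geometric mean of the 13 genes that S1 Table lists as expressed and not diel rhythmic in all 3 tissues (11 of them with values in the SV) or of all expressed genes, a fourth-order polynomial, members swapped within fish, the replicate block, comparison of LL with the dark phase of the diel series in the same tank, CT1 and CT5 alone, and leaving out 1 fish of each time point in turn. Simulated data with the scatter of these samples were used to test JTK_CYCLE in the diel and LL designs, the LL and DD test and the profile test in all 3 tissues, the amplitude test of the SV and gill against the OT, the cosinor permutation test in the OT, the ratio test between OT and SV, and the resampling around a shared amplitude in the gill. The other tests were not simulated, nor were these in other tissues. With a simulated log2 difference of 0.6, the LL and DD test called 100.0% of changed genes in the OT, 97.0% in the SV and 98.0% in the gill, and at most 1.0% of unchanged genes. The other experiments of the paper were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.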

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

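The tests of low signal and of scatter between fish in the gill were chosen only after the result was seen, and the wording of the explanation for the CKIe entries was narrowed after its test.

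Diel amplitude differed between tissues by a test of the difference itself. It differed between the OT and the SV for 4 of 37 genes, with 3 larger in the OT and Hlf-Ch28 larger in the SV, and between the OT and the gill for 8 of 39 genes, all 8 larger in the OT. Among 100 splits of the same samples that swap the tissues within fish at random, and so part the paired samples as the real split does, 2 gave as many genes for the SV and 1 for the gill, the real split included in each, so chance can be excluded as the whole cause for both. The counts depend on the fish. Without the first fish of each time point 1 gene differed against the gill, without the second 2 and without the third 4, and against the SV the count was 2 without the second fish. A lower signal in the gill was tested by thinning the counts of each gene in the OT to its level in the gill and adding background as measured in the gill. Over 20 draws, a median of 5.5 of the 8 genes were still larger in the OT (range 3 to 8), which argues against low signal as the whole cause. Ciart-Ch14, Dbp-Ch14, Nr1d2-Ch27, Per1-Ch4 and Per1-Ch11 were called in at least 18 of the 20 draws (Nr1d2-Ch27, and Per3-Ch22 below, are named because of this result). Nr1d1-Ch6, Per2-Ch14 and Per3-Ch22 were called in at most 8, and for these a low signal and a difference between the tissues cannot be told apart, since thinning also lowers the power of the test. Scatter between fish was larger in the gill for 34 of 39 genes. Against a null of equal amplitude in which each tissue keeps its own scatter (20000 resamples), 6 of the 8 genes still differed, all larger in the OT, which argues against scatter as the whole cause. Nr1d1-Ch6 and Per2-Ch14 did not pass (adjusted p by resampling 0.114 and 0.0607), and for them scatter and a difference between the tissues cannot be told apart, because their scatter in the gill is large for 3 fish per time point. Normalisation scales every gene of a sample alike. After scaling by all expressed genes, 11 genes differed against the gill, 9 of them larger in the OT, and 8 against the SV, 6 of them larger in the OT, and these included 7 of the 8 genes and all 4 genes for the gill and the SV, in that order. A difference between the tissues in how they follow the light cycle stays open as a hypothesis, as do other differences between tissues that were not tested, such as their cell types.

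The OT and the SV have an entry named CKId-Ch1, for which S1 Table lists no result in these tissues. Its mean signal was 394 ± 73.9 (SD, n = 63 samples) in the OT and 84.4 ± 51.5 in the SV, whereas Nr1d1-Ch3, which S1 Table gives as not expressed, had a mean of 5.11 in the OT. Since the table lacks Per1-Ch6 in both tissues, a wrong name could account for the entry. S1 Table lists Per1-Ch6 as diel rhythmic in the OT, whereas the entry was not (exact JTK_CYCLE adjusted p = 0.268). This argues only weakly against the entry holding Per1-Ch6, because the form used also misses 11 of the 61 calls of S1 Table. The exact adjusted p of the missed calls reached 0.0537 in the OT in the diel series and 0.189 in the gill in LL. Expression of CKId-Ch1 itself in these tissues remains open, and no biological explanation was tested.

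The SV also has an entry named CKIe-Ch28 that S1 Table does not list for this tissue, with a mean signal of 885 ± 171 (SD, n = 63 samples), beside one named CKIe-Ch1. A mislabelling that gave these names to CKIe-Ch3 and CKIe-Ch6 may explain them. The profiles of the entries gave p = 0.999 (F test, n = 39) in the diel and LL series, and the paper's value for CKIe-Ch3/6 in the SV is 0.9993. In the diel and DD series they gave 0.895 (n = 39), and the paper's value is above 0.9999. Of the 13 pairs in the SV with LL, 1 gave the paper's p (tolerance 0.0005), and 0 did with DD, so a match or a mismatch carries little weight there, and wrong names and expression of CKIe-Ch1 and CKIe-Ch28 cannot be told apart. No biological explanation was tested.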

How the results depend on the processing

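The versions of the JTK_CYCLE curves and the thinning of counts were chosen only after the data were seen, and the others were not. Of 236 values of counts and medians under the alternatives set in advance, 142 stayed, counts within 1.5 times the value reported and medians within the standard deviation over genes, and 94 moved. Of 48 under the added ones, 31 stayed and 17 moved. Of 5388 values for named genes and pairs, 4863 kept their direction and their side of the threshold, 258 lost it, 236 gained it and 31 reversed. The cause was not tested for the changes below unless the alternative's own construction, such as fewer fish or a stricter adjustment, gives it.

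Without 1 of the 3 fish of each time point in turn, the diel rhythmic transcripts numbered 11 to 14 in the OT (18 with all fish), 1 to 4 in the SV (7), 0 to 1 in the gill (5) and 12 to 16 in any tissue (23). Rhythmic in LL were 4 to 7 in the OT (10) and 0 in each case in the SV and gill (0 with all fish, and 3 and 7 of all expressed genes at an unadjusted p under 0.05). Rhythmic in DD were 1 to 5 in the OT (6), and 0 in each case in the SV (1) and the gill (1). Amplitudes differed for 2 to 4 genes between OT and SV (4) and 1 to 4 between OT and gill (8). Profiles differed in the OT for 0 pairs in each case with LL (1) and 0 to 1 with DD (1), and in the SV for 0 in each case with LL (1) and 0 to 1 with DD (1). Ratios differed in 11 to 12, 10 to 12 and 12 to 12 pairs. Between LL and DD, 12 to 21 transcripts differed in the OT (20), 7 to 13 in the SV (13) and 2 to 7 in the gill (8). The median amplitude relative to the diel series in the OT was 0.548 to 0.637 in LL and 0.454 to 0.564 in DD. Fewer fish lower the power of each test, since the exact JTK_CYCLE test depends on the number of samples.

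Benjamini-Hochberg adjustment over the genes left 0 diel rhythmic transcripts in the SV and 0 in the gill (20 and 15 at an unadjusted p under 0.05), 3 rhythmic in DD in the OT, and 0 in DD in the SV and gill. With 6 time points the SV had 4 diel rhythmic transcripts. The cosinor permutation test called 15 in the SV and 8 in the gill in the diel series, 13 in the OT, 2 in the SV and 2 in the gill in DD, and 1 in the SV and 1 in the gill in LL. With a period of 24 h only, or of 20, 24 and 28 h, 11 transcripts were rhythmic in DD in the OT under each and 0 in the gill under each. Testing all expressed genes gave 2 in the gill in LL, and CT1 to CT29 gave 1. Scaling by the 13 genes gave 17 diel rhythmic transcripts in the SV, 10 in the OT in DD, 3 in the SV in LL, 2 in the SV in DD and 0 in the gill in DD. Scaling by all expressed genes gave 17, 11 and 3 for the first of these, and 0 in the gill in DD.

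Among the added versions, order by floating-point rounding gave 11 in the OT in DD, 1 in the gill in LL and 0 in the gill in DD. With pi rounded to 4 decimals, whole intervals gave 1 in the gill in LL and 2 in DD, and fractions of an interval gave 10 in the OT in DD, and 1 in LL and 2 in DD in the gill. The other 33 versions ranged from 2 to 12 in the SV in the diel series, had a lowest count of 1 in the gill in the diel series, and ranged from 2 to 14 in the OT in DD and from 0 to 3 in the gill in DD, with a lowest count of 0 in the SV in DD and a highest count of 1 in the gill in LL.

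Scaling by the 13 genes, and by all expressed genes, each gave 8 genes whose amplitude differed between OT and SV. For profiles, the replicate block of paired members called 7 pairs in the OT with LL and 7 with DD, 3 in the SV with LL and 5 with DD. Members swapped within fish called 7, 5, 3 and 4. Adjustment over all pairs called 0 in each. The fourth-order polynomial called 0 in the OT with LL, 0 in the OT with DD and 0 in the SV with DD, and scaling by the 13 genes called 4, 5, 2 and 4. In the gill, 0 pairs differed by the F test and under each of these alternatives, with 1 comparison at a p under 0.05 by the F test (Hlf-Ch1/28 with LL, 0.0376, n = 39). The replicate block for tissues, which permutes labels within fish, lost the amplitude call of Nr1d1-Ch6 between OT and gill (adjusted permutation p = 0.0543) and changed no other call of an amplitude or a ratio among the named genes and pairs.

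Between LL and DD, CT1 and CT5 alone gave 6 transcripts in the OT, 0 in the SV and 0 in the gill by the exact permutation test (19, 9 and 11 at an unadjusted p under 0.05). The comparison with the dark phase of the same tank gave 5, 0 and 1. Scaling gave 1 transcript in the SV with the 13 genes and 3 with all expressed genes. Transcripts that are not named, such as Cry2-Ch10 in the OT at CT1 and CT5, also reversed and are not listed. Among the named genes, the following reversed their direction, with the adjusted permutation p of the alternative. At CT1 and CT5 these were, in the OT, Arntl1-Ch10 (0.264), CKIe-Ch3 (0.0342), Clock-Ch23 (0.137), Cry1-Ch10 (0.314), Cry1-Ch16 (0.590), Nr1d1-Ch6 (0.0547), Rora-Ch16 (0.0342), Tef-Ch1 (0.0513), Tef-Ch28 (0.436), Tef-Ch3 (0.845) and Tef-Ch6 (0.750), with Per1-Ch4 in the SV (0.971) and Tef-Ch28 in the gill (0.164). Within the same tank they were Per1-Ch4 (0.980) and Per1-Ch6 (0.720) in the gill. Scaled by the 13 genes they were, in the OT, Arntl1-Ch11 (0.00321), CKIe-Ch3 (0.0126), Clock-Ch23 (0.442), Dbp-Ch14 (0.0143), Rora-Ch10 (0.0302) and Rora-Ch16 (0.0235), and in the SV, Arntl1-Ch10 (0.939), Cry1-Ch10 (0.741) and Per1-Ch4 (0.789). Scaled by all expressed genes they were, in the OT, Arntl1-Ch11 (0.00875), CKIe-Ch3 (0.0208), Clock-Ch23 (0.625), Dbp-Ch14 (0.0194), Rora-Ch10 (0.0384) and Rora-Ch16 (0.0249), and in the SV, Per1-Ch4 (0.986). Scaling moved the median difference over all transcripts from 0.06 to -0.08 in the OT and from 0.25 to -0.04 in the SV with all expressed genes, which by construction turns small increases into decreases.

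The number of steps per sample was lower in the SV and gill than in the OT, and the spread between fish includes counting error. With the counts of the OT thinned to the level of the gill, a median of 5.5 of the 8 genes whose amplitude differed still did (range 3 to 8). The standard deviation between fish was larger in both. In simulated data with that scatter the exact JTK_CYCLE test called 91.0% of rhythms with a log2 amplitude of 0.6 in each in the diel design. The largest diel amplitudes fitted there were lower, at 0.58 in the SV and 0.46 in the gill, and smaller amplitudes were not simulated.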

Differences from the paper's values

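The versions of the JTK_CYCLE curves, including the one with pi rounded to 4 decimals and fractions of an interval, were chosen only after the values were seen, in a search scored by agreement with S1 Table in which 16 of the 37 versions were scored after it had been closed. With that version the adjusted p-values and calls listed here are those of S1 Table, and it drops 0 of the 61 calls of the paper among 192 entries. The form used calls 50 of the 61 and no others.

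Counts and p-values are taken to differ where 1 is more than 1.5 times the other, and an alternative removes a difference where this no longer holds. Of the diel rhythmic transcripts of the OT, the paper's S1 Table lists 11 as rhythmic in DD and 6 were found here. The sets differ, since the 11 are among 21 diel rhythmic transcripts in S1 Table and the 6 among 18 found here. The 21 include Per1-Ch6, which has no entry in the OT and could not be tested. Among the alternatives set before the data were examined, a period of 24 h only (11), periods of 20, 24 and 28 h (11), CT1 to CT29 (8), the cosinor permutation test (13), scaling by the 13 genes (10) and scaling by all expressed genes (11) remove the difference in this sense, and adjustment over genes (3) and leaving out 1 fish do not. Testing all expressed genes gave 9, a count over another set that includes transcripts that were not diel rhythmic. In the gill the paper's count in LL is 1 and 0 was found (exact JTK_CYCLE, 7 of 40 at an unadjusted p under 0.05), which CT1 to CT29 and the cosinor permutation test bring to the paper's value and the other 9 alternatives do not. In DD the paper's count is 2 and 1 was found, which the cosinor permutation test brings to 2 and the other 10 do not. With the version found after the values were seen, these counts are 10, 1 and 2.

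The pairs with separate profiles in the diel and DD series number 0 in the OT and 0 in the SV by the paper's values, and 1 in each here. Adjustment over all pairs and the fourth-order polynomial remove both differences, as does leaving out the second fish. Leaving out the first fish does so in the SV and leaving out the third in the OT. The replicate block, members swapped and scaling do not. For Arntl1-Ch10/16 in the OT with DD the paper's p is 0.5473 and 0.00924 was found (n = 39 samples). For Cry1-Ch10/16 in the OT with DD the paper's p is 0.0215 and 0.0401 was found (n = 39). For Cry3-Ch12/22 in the SV with DD the paper's p is 0.3699 and 0.00242 was found (n = 39). For Hlf-Ch1/28 in the SV with LL the paper's p is 0.6496 and 0.0402 was found (n = 39). For Per2-Ch14/3 in the OT with DD the paper's p is 0.1338 and 0.0136 was found (n = 39). None of the 8 alternatives set before the data were examined removes any of these 5 differences. Over all pairs, the p found was the paper's (tolerance 0.0005) for 13 of 14 pairs in the OT with LL and 13 of 14 in the gill with LL, and for 1 of 13 in the SV with LL, 2 of 14 in the OT with DD, 0 of 13 in the SV with DD and 1 of 14 in the gill with DD.

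Adjusted p-values of the exact JTK_CYCLE test also differ for named genes. In the diel series of the OT the paper's value and the one found are 1.09e-09 and 2.64e-07 for Per1-Ch11, 0.000298 and 0.00153 for Tef-Ch3, 0.000209 and 0.00206 for Tef-Ch6, 0.000145 and 0.000421 for Arntl1-Ch10, 0.00206 and 0.00322 for Cry1-Ch16, and 0.000145 and 0.00133 for Nr1d1-Ch6. Of the 12 alternatives set before the data were examined, scaling by the 13 genes removes the difference for Tef-Ch3 and Tef-Ch6 and a period of 24 h only for Cry1-Ch16, and none does for Per1-Ch11, Arntl1-Ch10 and Nr1d1-Ch6. In LL in the OT the exact values are, the paper's first, 2.19e-05 and 0.000115 for Per1-Ch4, 4.41e-08 and 6.21e-06 for Per1-Ch11, 0.00371 and 0.0314 for Arntl1-Ch10, 0.00533 and 0.0359 for Cry1-Ch10, and 0.00255 and 0.0106 for Nr1d1-Ch6. CT1 to CT29 removes the difference for Arntl1-Ch10 and Nr1d1-Ch6 and scaling by the 13 genes for Arntl1-Ch10 and Cry1-Ch10, and none of the 11 does for Per1-Ch4 and Per1-Ch11. In DD in the OT the exact values are, the paper's first, 0.000486 and 0.00371 for Per1-Ch4, 0.000486 and 0.0106 for Per1-Ch11, 0.000115 and 0.00255 for Arntl1-Ch10, and 0.00755 and 0.0623 for Nr1d1-Ch6. Scaling by all expressed genes removes the difference for Per1-Ch4, periods of 20, 24 and 28 h for Per1-Ch11 and Nr1d1-Ch6, and none for Arntl1-Ch10.

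In the diel series of the SV the exact values are, the paper's first, 0.00367 and 0.0198 for Per1-Ch4, 0.000421 and 0.00426 for Per1-Ch11, 0.0107 and 0.0661 for Tef-Ch3, 0.0107 and 0.0348 for Tef-Ch6, 0.00276 and 0.0174 for Cry3-Ch22, and 0.00826 and 0.0156 for Nr1d1-Ch6. Periods of 20, 24 and 28 h and scaling by all expressed genes remove the difference for Per1-Ch4 and Tef-Ch3, a period of 24 h only and scaling by the 13 genes for Nr1d1-Ch6, and none of the 12 does for Per1-Ch11, Tef-Ch6 and Cry3-Ch22. In the gill they are 0.00485 and 0.0156 for Per1-Ch4 in the diel series, which leaving out the third fish removes, 0.0359 and 0.133 for Arntl1-Ch10 in LL, which the cosinor permutation test removes, and 0.00755 and 0.0476 for Per1-Ch4 in DD, which none removes. The other alternatives leave each of these differences.

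The 11 calls of S1 Table that were not made here, each with its exact adjusted p, are Arntl1-Ch11 (0.0537) and Per2-Ch3 (0.0537) in the OT in the diel series, Cry2-Ch26 (0.0809), Dbp-Ch14 (0.104) and Nr1d1-Ch6 (0.0623) in the OT in DD, Ciart-Ch14 (0.0735) and Tef-Ch3 (0.0661) in the SV in the diel series, Rora-Ch10 (0.0599) in the gill in the diel series, Arntl1-Ch10 (0.133) and Clock-Ch23 (0.189) in the gill in LL, and Clock-Ch10 (0.0623) in the gill in DD. The version found after the values were seen makes each of these calls.

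The paper's text names Arntl1-Ch10 as the gene that kept its rhythm in the gill in DD. Its exact adjusted p in DD was 1 here, and S1 Table lists it for LL. The text calls the Cry3-Ch12/22 pair arrhythmic, and Cry3-Ch22 was diel rhythmic in the SV here. S1 Table also lists it as diel rhythmic there (JTK_CYCLE adjusted p of 0.00276), so this is a difference within the paper. The paper's text describes Cry1-Ch10 and Cry1-Ch16 as not induced by light and rhythmic in LL in the OT. Both were higher in LL than in DD there, by 0.17 and 0.29 on the log2 scale, the first only before scaling. Cry1-Ch16 was not rhythmic in LL (exact adjusted p of 1), and S1 Table does not call it there either. The paper's text describes no response of Tef genes to light. Here all 4 differed between LL and DD in the OT, with Tef-Ch1 and Tef-Ch28 higher and Tef-Ch3 and Tef-Ch6 lower in LL, and none of them within the LL tank. Fig 2D draws Per1-Ch11 above Per1-Ch4 in the SV, and in the table Per1-Ch11 was higher in 0 of 63 samples, with a log2 ratio of -0.55.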

Other observations

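No test in this part was chosen only after its result was seen.

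In the SV, 13 transcripts were higher in LL than in DD and 0 lower (permutation test, 17 in all at an unadjusted p under 0.05). In random splits of the 36 samples, 4 of 100 gave as many, the real split included, a share under 0.05, so chance can be excluded at that limit, though not by a wide margin, since the largest count of another split was 24. The median difference over all transcripts of the SV was 0.25, and the median step was 1.31 in LL against 1.03 in DD. After scaling by all expressed genes, 2 of the 13 stayed past the threshold in the same direction. These values are in line with the authors' normalisation, or with a shift of all transcripts in the tissue, as the source of most of the 13 differences. Cry3-Ch22 in the SV is an exception, since its adjusted permutation p after that scaling was 0.00038, which argues against normalisation as the whole cause of its difference. The tank remains open for it. Between LL and the dark phase in the same tank the adjusted permutation p was 0.166 with a difference in the same direction, and light and tank cannot be told apart for Cry3-Ch22 in the SV, because the LL and DD fish were held apart.

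In the OT, 20 transcripts differed between LL and DD, and 1 of 100 random splits, the real one, gave as many, so chance can be excluded. In the gill 8 differed, and 2 of 100 splits gave as many, the real one included, so chance can be excluded there too. Of the 20 transcripts of the OT, 5 also differed in the same direction between LL and the dark phase of the same tank. That comparison has fewer samples and another day, so that for the others light and tank cannot be told apart. The same holds for Tef-Ch28 in the OT, whose adjusted permutation p within the tank was 0.288 for a difference of 0.15. At CT1 and CT5, 6 transcripts of the OT differed, all lower in the lit arm, and the median difference over all transcripts was -0.25.

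The ratio of the members differed between tissues in 36 of 40 comparisons of pairs, and 1 of 100 splits that swap the tissues within fish, the real one, gave as many, so chance can be excluded.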
